# Targeting STING-induced immune evasion with nanoparticulate binary pharmacology improves tumor control in mice

**DOI:** 10.1172/JCI192397

**Published:** 2025-10-23

**Authors:** Fanchao Meng, Hengyan Zhu, Shuo Wu, Bohan Li, Xiaona Chen, Hangxiang Wang

**Keywords:** Immunology, Oncology, Cancer immunotherapy, Drug therapy, Nanotechnology

## Abstract

Harnessing the stimulator of IFN genes (STING) signaling pathway to trigger innate immune responses has shown remarkable promise in cancer immunotherapy; however, overwhelming resistance to intratumoral STING monotherapy has been witnessed in clinical trials, and the underlying mechanisms remain to be fully explored. Herein, we show that pharmacological STING activation following the intratumoral injection of a nonnucleotide STING agonist (i.e., MSA-2) resulted in apoptosis of the cytolytic T cells, IFN-mediated overexpression of indoleamine 2,3-dioxygenase 1 (IDO1), and evasion from immune surveillance. We leveraged a noncovalent chemical strategy for developing immunomodulatory binary nanoparticles (iBINP) that include both the STING agonist and an IDO1 inhibitor for treating immune-evasive tumors. This iBINP platform, developed by dual prodrug engineering and subsequent nanoparticle assembly, enabled tumor-restricted STING activation and IDO1 inhibition, achieving immune activation while mitigating immune tolerance. A systemic treatment of preclinical models of colorectal cancer with iBINP resulted in robust antitumor immune responses, reduced infiltration of Tregs, and enhanced activity of CD8^+^ T cells. Importantly, this platform exhibits great therapeutic efficacy by overcoming STING-induced immune evasion and controlling the progression of multiple tumor models. This study unveils the mechanisms by which STING monotherapy induces immunosuppression in the tumor microenvironment and provides a combinatorial strategy for advancing cancer immunotherapies.

## Abstract 2

This study unveils STING-induced immune evasion mechanisms through T-cell apoptosis and IDO1 overexpression. We developed an immunomodulatory nanoplatform combining a STING agonist and an IDO1 inhibitor to boost T-cell responses and reduce Treg infiltration, thereby proposing a combinatorial nanotherapy against immune-evasive cancers.

## Introduction

Immunotherapy, such as immune checkpoint blockade therapy, has achieved tremendous clinical success across various types of human cancer (1–4). However, many patients harbor “cold” tumors with an immunosuppressive tumor microenvironment (TME), which is a major obstacle for controlling tumor spread using immunotherapy (5–7). Agonists of the stimulator of IFN genes (STING) trigger inflammatory innate immune responses to potentially render the TME more conducive to immune activation (8, 9). Targeting STING-dependent signaling has been shown to elicit tumor antigen–specific adaptive immune responses and has spurred intensive interest in the development of clinically available STING therapies (10, 11). The intratumoral injection of STING agonists has shown great promise in preclinical cancer models and leads to an enhanced content of the tumor-intrinsic type I IFNs, increased C-X-C motif chemokine receptor 3–dependent (CXCR3-dependent) antitumor immunity, and increased survival (8). Despite these promising preclinical results, poor clinical outcomes and substantial therapeutic resistance have been witnessed in patients with cancer subjected to STING agonist monotherapy administered intratumorally (10, 11). For instance, a combination therapy of the first-in-class synthetic cyclic dinucleotides (CDNs) STING agonist, ADU-S100, and spartalizumab achieved a response rate of just 10.4% in phase I clinical trials (11). Given these predicaments associated with the clinical application of STING agonists, obtaining a better understanding of the mechanisms underlying STING therapy–induced immune evasion and devising therapeutic approaches are imperative for improving treatment responses.

Indoleamine 2,3-dioxygenase 1 (IDO1) catalyzes the conversion of the essential amino acid *L*-tryptophan (Trp) to the immunosuppressive metabolite *L*-kynurenine (Kyn), which plays a critical role in immunoregulation (12, 13). The mechanisms that contribute to the protumorigenic activities of IDO1-induced Trp starvation and the generated Kyn metabolites are suggested to trigger the apoptosis/dysfunction of effector T cells and the conversion of naive CD4^+^ T cells to FOXP3^+^ Tregs, thereby fostering an immunosuppressive TME that is favorable for tumor growth (14). In addition, the main Kyn metabolites are potent activators of the aryl hydrocarbon receptor that participates in the induction of apoptosis in immune cells, further dampening antitumor immunity (15). IDO1 is presented across multiple types of cancer, and its expression is upregulated by inflammatory cytokines such as IFN-γ (16, 17). Compelling evidence from preclinical and clinical studies substantiates that the STING agonist therapy–induced immune responses are evaded by several types of tumors via various immune-inhibitory molecules, with the cancer cells also exploiting the IDO1 pathway to avoid immunotherapy-mediated destruction (18–20). Therefore, the pharmacological targeting of the IDO1 pathway and Trp catabolism may represent a potential and hitherto underexplored approach for overcoming STING-induced immune evasion by tumors.

Herein, we show that the pharmacological activation of STING promotes the overexpression of the immunometabolic enzyme IDO1. A noncovalent chemical strategy that allows the overcoming of STING-induced immunosuppression has been delineated herein and relies on the use of a nanoparticle-based combination treatment with two pharmacological agents, MSA-2 (a STING agonist) and NLG919 (an IDO1 inhibitor). We show that this binary nanoparticle pharmacology scaffold not only mitigates the critical delivery and safety barriers of individual free drugs but also achieves high efficacy against multiple tumor models. Our findings provide key insights into STING-induced therapeutic resistance and carry important implications for the design of improved anticancer immunotherapies.

## Results

### MSA-2–induced activation of the STING pathway inflames the TME.

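MC38 is a mouse colon carcinoma line. Subcutaneous tumors were injected 3 times at intervals of 3 days, the last time on day 6, and were collected on day 7, and the sample labels state that tumors of 3 mice were pooled. The pools gave 1 library of untreated tumors, which the methods call saline-treated and the series record describes as given a vehicle of saline with DMSO, and 1 library of MSA-2–treated tumors. Without replicates the spread between tumors is unknown, so no test between the conditions was made. The authors made droplet-based 3′ libraries and deposited, for each barcode that passed their quality filter, the count of unique molecular identifiers (UMIs) of 32285 features without normalization. No genome build is named in the files, so genes are given by the symbols and identifiers of the files and without positions. Cells with at least 500 detected genes and at most 20% mitochondrial UMIs were kept, and barcodes called as doublets by Scrublet in each library were removed, which left 13316 untreated and 13403 MSA-2 cells. The libraries were joined by reciprocal PCA integration in Seurat on 2000 variable genes over 30 dimensions. Genes matching a pattern of interferon-stimulated gene names were left out of the variable genes so that clusters did not rest on the response to the agonist. Clusters at resolution 1 were then named from marker genes fixed before the data were examined, which include those of Fig. 1B. The rule that turns marker levels into a name was refined after the clusters had been seen, and class sizes can differ from the study's because the names were rebuilt. Clusters of low depth stayed unnamed when no marker of their best-scoring name was among their leading genes. They held 758 untreated cells (5.69%) and 782 MSA-2 cells (5.84%), with median depths of 1483.5 and 1331.5 UMIs. The larger, with 463 untreated and 584 MSA-2 cells, was led by Mcpt2, Igha and Cma1, and the smaller by Acta1, Myl1 and Tnnc2. Expression in a class is given as CPM, the UMIs of a gene summed over the cells of the class and scaled to the UMIs of that class. Ratios are the log2 of MSA-2 over untreated. Ranges in parentheses are exact 95% intervals (Clopper-Pearson for shares of cells, Poisson for sums of UMIs) and cover counting error only.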

A comprehensive assessment of the responses of various immune cell phenotypes upon exposure to the STING agonist was performed using single-cell RNA sequencing (scRNA-seq) analysis on mouse MC38 subcutaneous tumors (Figure 1A). Following the intratumoral injection of MSA-2, a small-molecule STING agonist, large shifts were observed in the frequencies of numerous immune subsets in the TME; in particular, a notable increase in the numbers of monocytes was witnessed (Figure 1, B–D). 

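The genes S100a9, G0s2 and Clec4e mark monocytes in Fig. 1B. Cells in clusters matched to this monocyte class made up 42 of the untreated cells (0.315%, 0.227% to 0.426%) and 2651 of the MSA-2 cells (19.8%, 19.1% to 20.5%), a log2 ratio of 5.97 (5.53 to 6.45). Their clusters were led by genes that include S100a9, G0s2, S100a8, Retnlg and Hdc, while Clec4e was not among the leading genes. The cells of this monocyte-marker class were shallow, with a median of 1293 UMIs per cell in untreated and 1796 in MSA-2 tumors, against 20276 and 20005 in the epithelial-like tumor cells. A stricter filter of at least 1000 genes and at most 10% mitochondrial UMIs moved this ratio most. It left 1 untreated cell among 12291 and 261 MSA-2 cells among 10030, a log2 ratio of 8.32 (5.83 to 13.63). Epithelial-like cells held 49.3% (48.5% to 50.2%) of the untreated and 52.5% (51.6% to 53.3%) of the MSA-2 cells. The myeloid-like class went from 4131 cells (31.0%, 30.2% to 31.8%) to 1824 cells (13.6%, 13.0% to 14.2%), and its share fell by 1.19 on the log2 scale (-1.27 to -1.11). Fibroblast-like cells rose from 230 (1.73%, 1.51% to 1.96%) to 729 (5.44%, 5.06% to 5.84%), a log2 ratio of 1.65 (1.44 to 1.88). Of these, 28 untreated and 22 MSA-2 cells lay in a cluster led by Rgs5, Higd1b and Notch3, without fibroblast markers among its leading genes. The size of the rise depended on the variable genes. With only a fixed list of interferon-stimulated genes left out, the classes held 694 and 875 cells, a log2 ratio of 0.33. For endothelial-like cells, with 62 untreated and 82 MSA-2 cells, a change was not detectable at this depth (log2 ratio 0.39, -0.10 to 0.89). The monocyte-marker, myeloid-like and NK/T-like classes together held 42.8% of the untreated and 35.6% of the MSA-2 cells.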

MSA-2 also induced remarkable changes in the transcriptomic profile of several immune cell clusters. 

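In the sums over all cells, 3623 genes reached 50 CPM in either library and 50 UMIs in both together. Of these, S100a9 rose most with 1 CPM added to both values (log2 ratio without it 8.46, 8.36 to 8.56), followed by S100a8, Retnlg, G0s2 and Lcn2. The largest falls were in the MHC class II genes H2-Eb1, from 854 to 27.9 CPM, H2-Aa, from 620.3 to 23.1 CPM, H2-Ab1, from 681 to 26.9 CPM, and Cd74, from 1376 to 60.8 CPM, and in Cd83, from 76.5 to 6.68 CPM. Over the 7 genes of an MHC class II list, the median log2 ratio was -3.14 in the myeloid-like class. It was -5.38 in Ly6c2-type monocyte-like cells and -0.79 in DC-like cells. The DC-like sub-clusters differed, with medians of -3.57 in mregDC-like cells, led by Ccl22, -0.60 in cDC2-like cells and -0.21 in cDC1-like cells. MSA-2 tumors gave only 14, 33 and 2 of these cells. The rise of S100a9 in other classes was small in molecules. Epithelial-like cells of the MSA-2 library held a mean of 5.03 S100a9 UMIs per cell and NK/T-like cells 2.90, against 91.5 in the monocyte-marker class. In the myeloid-like class, the genes that fell most were Ccl17, from 1283 to 8 UMIs, and Mgl2, from 1379 to 10 UMIs. In the fibroblast-like class they were the immunoglobulin genes Igkc, from 4190 to 60 UMIs, and Ighg2c, from 725 to 10 UMIs. Fibroblasts are not expected to express these genes. Whether the UMIs came from other cells or free RNA was not tested, so the fall cannot be read as a fibroblast response.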

Most immune cells exhibited upregulated transcription of numerous proinflammatory genes (Figure 1E). 

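Among the genes labelled in Fig. 1E, the log2 ratios over all cells were 2.30 for Ifit1, 2.11 for Ifit3, 1.73 for Ifit2, 1.20 for Isg15, 1.14 for Ifih1, 2.90 for Cxcl2, 1.46 for Cxcl1, 0.92 for Tnf, 0.86 for Gzma, 0.79 for Ccrl2 and 5.75 for Ifna2, the last from 26 UMIs in untreated and 1472 in MSA-2 tumors. Lower values were found for Cd74 (-4.50), Prkch (-2.18), Tgfb1 (-1.21) and Foxo1 (-0.38). Ifng, which the paper shows as higher, had a log2 ratio of -0.09 in this sum over all cells. These sums include tumor cells, while the legend of Fig. 1E names immune cells. Over the immune classes alone, the log2 ratio of Ifng was 0.90. The sums mix changes within cells with changes in the classes present, so lists fixed before the data were examined were also followed within classes. This does not remove free RNA of other cells, which can add to the values of a class, and no background was measured for these lists. An interferon-stimulated list of 36 genes, of which 34 are in the files, had a median log2 ratio of 1.60 in myeloid-like cells (1.51 to 1.64 from 1000 draws of the counts), with 34 of the genes higher. This median lay above those of all 10000 random lists of the same size and mean expression. It was 2.04 in endothelial-like, 1.87 in fibroblast-like, 1.72 in Ly6c2-type monocyte-like, 1.64 in DC-like, 1.36 in macrophage-like, 1.30 in monocyte-marker, 1.22 in NK/T-like and 1.10 in epithelial-like cells. With 10 CPM in place of 1 CPM added to each value, the median in myeloid-like cells was 1.42. Medians of an inflammatory list of 12 cytokine and chemokine genes ranged from 0.76 in the monocyte-marker class, with 8 of the 12 genes higher, to 2.80 in Ly6c2-type monocyte-like cells. Lower values were found only in cDC1-like (0.64) and pDC-like cells (0.45), of which MSA-2 tumors gave 2 each. In myeloid-like cells the median was 1.41 with 10 of the 12 genes higher, and in NK/T-like cells 1.91 with 12 higher. Pathway annotation was not used here, and no enrichment analysis was run.

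**Figure D1:**
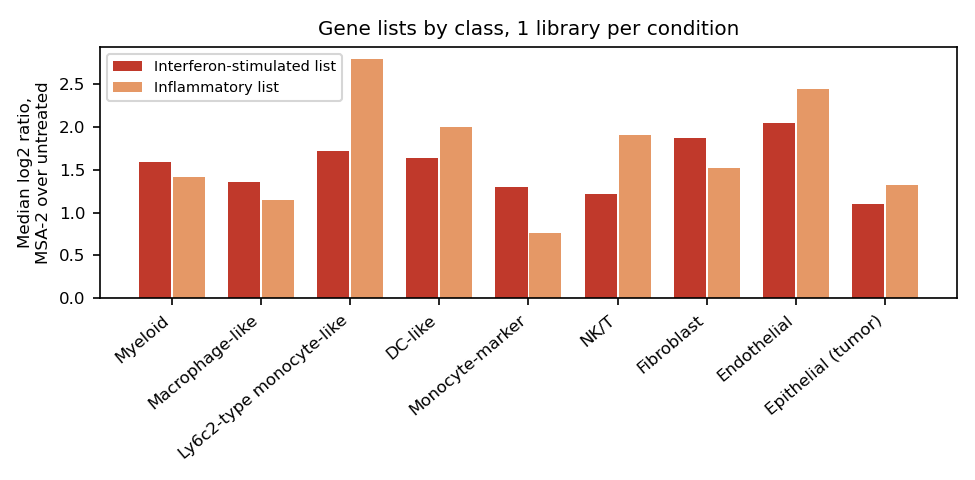
Bars give the median log2 ratio (MSA-2 over untreated) of the interferon-stimulated list and of the inflammatory list within classes, each from 1 library per condition. Every bar is above 0, from 0.76 to 2.80.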

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that these genes were predominantly enriched in immune response pathways and the numerous proinflammatory pathways associated with antitumor activity (Figure 1E). To obtain a better understanding of the changes in the immune landscape of TME, the myeloid cells and monocytes were stratified into subclusters (Figure 1F and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI192397DS1). Monocytes were observed to rapidly infiltrate the tumor following the in situ administration of MSA-2, suggesting the induction of strong inflammatory immune responses (Figure 1F). 

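The paper's monocyte genes are also expressed by neutrophils, so the monocyte-marker class was examined with a list of 10 neutrophil markers and a list of 10 markers of Ly6c2-type monocytes. In the MSA-2 library, the neutrophil list summed to 14002 CPM in the monocyte-marker class and 414 CPM in the myeloid-like class, a log2 ratio of 5.08. Retnlg reached 9011 CPM in the monocyte-marker class, Hdc 1788, Trem1 1083, Il1r2 899.7 (myeloid-like 99.3), Csf3r 281 (44.1), Cxcr2 189 (3.99) and Ly6g 155 (2.17). The Ly6c2-type list gave 1229 CPM against 3796.5 CPM. Ly6c2 itself measured 272 CPM against 602, Ccr2 1.57 against 65.6, F13a1 8.63 against 443 and Fn1 72.8 against 127. Ccr1 was the 1 gene of that list that was higher in the monocyte-marker class, at 679.7 against 110.0 CPM. When the myeloid-like and monocyte-marker cells were clustered again, 32 of 4173 untreated cells (0.767%) and 1841 of 4475 MSA-2 cells (41.1%) fell into neutrophil-like sub-clusters. A further sub-cluster with neutrophil markers, left unnamed because of its low depth and leading genes, held 15 and 809 cells. A separate Ly6c2-type monocyte-like sub-cluster held 315 untreated cells (7.55%, 6.77% to 8.39%) and 471 MSA-2 cells (10.5%, 9.64% to 11.5%), a log2 ratio of 0.48 (0.27 to 0.69). A sub-cluster led by Ly6i, Ccr2 and Apoc2, left unnamed, held 465 and 11 cells. The direction of the ratio depended on the processing. It was -0.75 at resolution 0.5, -0.29 at resolution 2, -0.095 with all variable genes, -0.0077 without integration and -0.43 without a cell filter, against 0.74 with the stricter filter and 0.093 with doublets kept. From the infiltration of monocytes, the paper proposes that MSA-2 induced strong inflammatory immune responses.

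**Figure D2:**
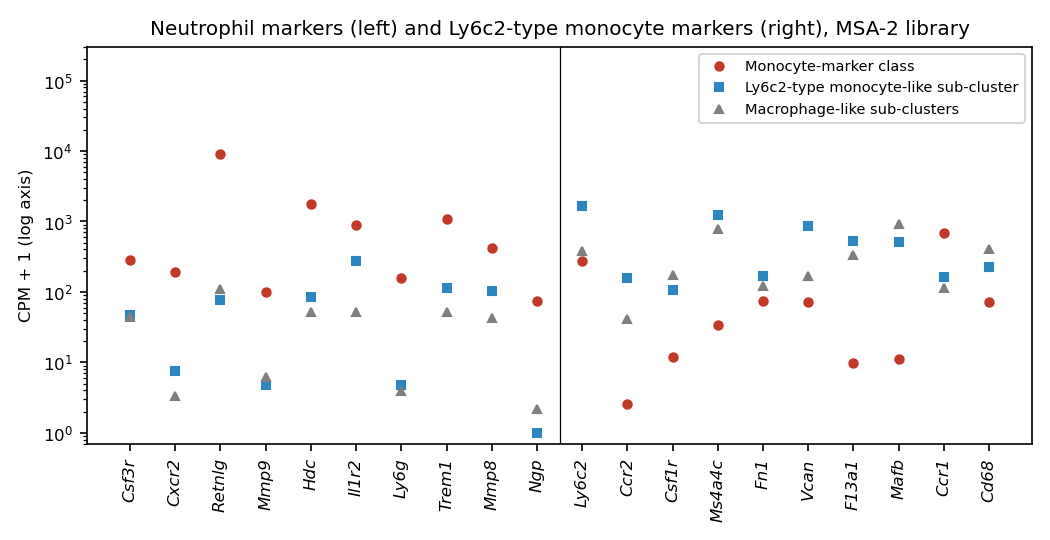
Each point is the CPM of a gene, plus 1 and on a log axis, in the monocyte-marker class, the Ly6c2-type monocyte-like sub-cluster and the macrophage-like sub-clusters of the MSA-2 library, with neutrophil markers to the left of the line and Ly6c2-type monocyte markers to the right. The monocyte-marker class is highest for each of the 10 neutrophil markers and, among the monocyte markers, for Ccr1.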

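Conventional DC-like cells (cDC1 and cDC2 together) made up 301 untreated cells (7.21%, 6.45% to 8.04%) and 35 MSA-2 cells (0.782%, 0.545% to 1.09%) of the myeloid-like and monocyte-marker cells, a log2 ratio of -3.21 (-3.75 to -2.70). cDC2-like cells, led by Mgl2, H2-DMb2 and Cd209a, numbered 237 and 33, and mregDC-like cells, led by Ccl22 and Ccr7, numbered 76 and 14. These shares have a denominator that grew with the monocyte-marker class. Counted per 100 macrophage-like cells, conventional DC-like cells went from 10.6 to 3.34. Macrophage-like cells held 2842 untreated cells (68.1%) and 1048 MSA-2 cells (23.4%). A macrophage-like cell was counted as proliferative when at least 3 of 10 cycling markers had a UMI after each cell had been thinned to 1500 UMIs, which left out 6 untreated and 17 MSA-2 macrophage-like cells of lower depth. By this measure 200 of 2836 untreated macrophage-like cells (7.05%, 6.14% to 8.06%) and 21 of 1031 MSA-2 macrophage-like cells (2.04%, 1.27% to 3.10%) were proliferative. Without thinning these shares were 24.7% and 13.8%. Over the 4095 and 3678 myeloid-like and monocyte-marker cells deep enough to be thinned, proliferative macrophages had a log2 ratio of -3.10 (-3.82 to -2.45). A gate of at least 2 markers moved this ratio most, to -2.10. Resident macrophage-like cells, led by Folr2 and Lyve1, went from 84 cells (2.01%, 1.61% to 2.49%) to 243 cells (5.43%, 4.78% to 6.14%), a log2 ratio of 1.43 (1.07 to 1.81), which was highest at 2.69 under the stricter cell filter. Sub-clusters left unnamed held 506 untreated cells (12.1%) and 821 MSA-2 cells (18.35%).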

An increase in the numbers of other types of myeloid cells was not observed, whereas notable decreases were evident in the proportions of DCs (including the conventional type 1 and type 2 DCs) and proliferative macrophages (Supplemental Figure 1B); NK and T cells are subsets of the crucial lymphocytes that mediate cytotoxicity (21). The NK/T cells were therefore subdivided into 10 subclusters. 

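NK/T-like cells numbered 1523 of the untreated cells (11.4%, 10.9% to 12.0%) and 302 of the MSA-2 cells (2.25%, 2.01% to 2.52%), a log2 ratio of -2.34 (-2.53 to -2.16). Over immune cells alone, the denominator that moved the ratio most, it was -2.08. Per 100 epithelial-like cells, NK/T-like cells went from 23.2 to 4.29. Cycling cells were counted with the same 10 markers after thinning, which left out 85 untreated and 29 MSA-2 NK/T-like cells. The cycling share was 141 of 1438 untreated cells (9.81%, 8.32% to 11.5%) and 58 of 273 MSA-2 cells (21.2%, 16.6% to 26.6%), a log2 ratio of 1.12 (0.65 to 1.57). Their median depths before thinning were 3441 and 5124 UMIs, and without thinning the shares were 18.1% and 36.4%. Epithelial-like cells, a possible source of free RNA of these genes, passed the thinned gate at 19.8% and 21.9%. As a background, 0 of 313 untreated and 2 of 459 MSA-2 Ly6c2-type monocyte-like cells (0.436%) passed it, and 1.42% of MSA-2 monocyte-marker cells. Among NK/T-like cells with a UMI of Cd8a or Cd8b1, the cycling share was 10.5% (8.40% to 13.0%) in untreated and 31.6% (22.4% to 41.9%) in MSA-2 tumors. Over the 10 cycling genes, the median log2 ratio in NK/T-like cells was 0.51, with every gene higher.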

While the frequency of cycling T cells increased, indicating the recruitment of T cells to the TME, the overall number of NK/T cells decreased following the intratumoral administration of MSA-2 (Figure 1G and Supplemental Figure 1C). These findings are consistent with previous observations that STING activation may induce T cell apoptosis (22, 23). Furthermore, these functional subsets of NK and T cells were classified into 6 groups according to their characteristic genes, as shown in Figure 1H. The results revealed that activated/effector T cells were almost eliminated following STING monotherapy, potentially impairing T cell–mediated antitumor responses (Figure 1H and Supplemental Figure 1D).

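The paper's text does not list the genes behind its functional groups. Here an NK/T-like cell was counted as activated/effector when at least 3 of 8 genes (Cd44, Cd69, Icos, Il2ra, Tnfrsf9, Tnfrsf4, Ifng and Tnf) had a UMI after thinning, a set chosen before the data were examined. Such cells numbered 631 among the 12734 untreated cells and 141 among the 12072 MSA-2 cells with enough UMIs, a log2 ratio of -2.08 (-2.36 to -1.82). Within the NK/T-like class they made up 43.9% (41.3% to 46.5%) in untreated and 51.65% (45.6% to 57.7%) in MSA-2 tumors. Unthinned, the shares were 72.75% and 81.5%. Only 0.0917% of untreated and 0.128% of MSA-2 epithelial-like cells passed the same gate, at median depths of 20367.5 and 20049.5 UMIs. The gate is not specific to T cells, since myeloid-like cells passed it at 2.67% and 13.7%, Ly6c2-type monocyte-like cells at 0.319% and 20.3%, and MSA-2 cells of the monocyte-marker class at 6.00%. The genes of the set moved apart within NK/T-like cells, with log2 ratios of 2.23 for Tnf, 0.53 for Cd69 and 0.52 for Il2ra against -1.81 for Tnfrsf4, -1.63 for Icos and -0.49 for Tnfrsf9, and their median was 0.28. Among lists for other functional groups, the median log2 ratio of 7 cytotoxicity genes was -0.33, while Gzma rose by 2.79, Gzmb by 1.29 and Prf1 by 1.22. The make-up of the class can add to these rises. A cluster led by Gzmc, Gzma and Ncr1 held 266 of 1523 untreated and 121 of 302 MSA-2 cells. Within the NK/T-like cells with Cd8a or Cd8b1, the cytotoxicity median was -0.61, at percentile 0.6, with 2 of 7 genes higher. Over all NK/T-like cells, the median of 6 naive genes was -0.62.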

The cellular interactions between the DCs and T cells within the tumor tissues were subsequently investigated (Supplemental Figure 1, E–H). 

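The cells on which cDC1 and CD8 T cell signaling would rest were few. cDC1-like cells, led by Xcr1 and Clec9a, numbered 64 in untreated and 2 in MSA-2 tumors, a log2 ratio of their share among myeloid-like and monocyte-marker cells of -5.10 (-8.18 to -3.19). NK/T-like cells with a UMI of Cd8a or Cd8b1 numbered 744 and 99. Ifnb1 (ENSMUSG00000048806) gave 3 UMIs in the untreated and 3 in the MSA-2 cDC1-like cells, a log2 ratio of CPM of 6.27 (3.37 to 9.17). Over all cells Ifnb1 rose from 2976 to 19896 UMIs, or from 16.3 to 103.6 CPM. In MSA-2 tumors, myeloid-like cells held 63.7% of these UMIs, 30.4% in macrophage-like and 29.0% in Ly6c2-type monocyte-like sub-clusters, while epithelial-like cells held 16.3%, unnamed cells 10.3% and fibroblast-like cells 7.92%. Per cell this was 0.462 UMIs in epithelial-like, 0.483 in NK/T-like and 0.05545 in monocyte-marker cells, against 2.16 in fibroblast-like, 2.63 in unnamed and 6.95 in myeloid-like cells. In untreated tumors, the myeloid-like share was 78.7% and the macrophage-like share 72.0%. Of the receptor genes, Ifnar1 in the NK/T-like cells with Cd8a or Cd8b1 gave 115.0 CPM in untreated and 112.5 CPM in MSA-2 tumors, a difference within counting error (log2 ratio -0.03, -0.45 to 0.36), and for Ifnar2 the log2 ratio was -0.49 (-1.13 to 0.09). Ligand-receptor scoring was not rerun.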

Cell-cell communication analysis revealed strong interactions between cDC1 and CD8^+^ T cells in the MSA-2–treated tumors that involve the IFN-β1 (IFNB1)/type-1 IFN receptor signaling pathway. Moreover, ligand-receptor pairs associated with chemotaxis and adhesion of the immune cells were predominantly concentrated. However, other T cell receptor (TCR) signaling pathways or inhibitory ligand-receptor communications were not observed in the group subjected to MSA-2 treatment, which may be attributable to the extensive apoptosis of immune cells.

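Over 8 TCR signaling genes, the median log2 ratio within NK/T-like cells was -0.86, none of them was higher, and the median lay at percentile 0.02 of random lists matched on expression. Lat fell by 1.73 on the log2 scale, Cd3g by 1.41, Cd3d by 1.30, Cd3e by 0.83, Lck by 0.69 and Zap70 by 0.48. The make-up of the class differed as well, since a cluster led by Gzmc, Gzma and Ncr1 went from 266 to 121 cells and a cluster led by Icos and Tnfrsf4 from 651 to 76. Within the NK/T-like cells with Cd8a or Cd8b1 the TCR signaling median was -0.25. Over 8 exhaustion genes, the median in all NK/T-like cells was -0.07, at percentile 67.9, and in those with Cd8a or Cd8b1 it was 0.29, at percentile 95.7, with 6 genes higher. The inhibitory receptor genes differed in direction. Ctla4 fell by 1.73 (-1.95 to -1.51), Havcr2 by 0.95 (-1.34 to -0.59) and Pdcd1 by 0.36 (-0.62 to -0.11), Lag3 rose by 0.51 (0.16 to 0.84), and for Tigit a change was not detectable (-0.21, -0.68 to 0.23). Foxp3, which marks regulatory T cells, went from 140 to 16 UMIs (log2 ratio -1.29, -2.13 to -0.54).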

### STING activation may induce Treg-mediated tumor immunosuppression.

The expression of immune-related genes in the control and STING agonist–treated tumor groups was analyzed utilizing data from the GEO databases (accession GSE134129, GSE159825, and GSE204825). A total of 45 overlapping genes that were predominantly upregulated upon STING activation were identified (Figure 2A). Volcano plot analysis corroborated that most of these genes were upregulated upon the activation of the STING pathway (Figure 2B). Gene Ontology enrichment and KEGG analyses identified the enrichment of the differentially expressed genes (DEGs) in pathways associated with immune activation (Supplemental Figure 2A). Notably, the STING agonists augmented the expression of antitumorigenic immune-related genes (24, 25), including *Cxcl9*, *Cxcl10*, and *Ifng*, while concurrently inducing the expression of protumorigenic genes such as *Cd36*, *Ido1*, and *Tdo2* in WT mice (16). The diminished therapeutic efficacy in STING-deficient mice substantiated the dependency of these changes in gene expression on the activation of the STING pathway (Figure 2C). Moreover, gene set enrichment analysis (GSEA) revealed primary enrichment of transcriptional signatures associated with inflammatory responses, type I IFN signaling, and IFN-γ–mediated responses (Figure 2D). *Ido1* was identified as an oncogene whose transcription was activated by the STING agonists and encodes the Trp catabolic enzyme IDO1, which is a critical regulator within the immune-tolerant TME (20). The Cancer Genome Atlas (TCGA) database revealed that patients with colon cancer exhibiting high *IFNG* expression were more likely to have elevated expression of *IDO1* (Figure 2E). A positive correlation between the expression of *IDO1* and that of *IFNG* and *FOXP3* in the human transcriptome was also observed (Figure 2F). The results of scRNA-seq analysis revealed that *Ifng* transcription increased in a pronounced manner (Figure 2G). Despite these profound results, MSA-2 monotherapy induced the upregulation of *Ido1* transcription, as evidenced by t-SNE dimensionality feature plots (Figure 2H), which aligns with prior GEO database analysis.

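Summed over all cells, Ifng (ENSMUSG00000055170) gave 4567 UMIs in untreated and 4490 UMIs in MSA-2 tumors, or 24.95 CPM (24.2 to 25.7) and 23.4 CPM (22.7 to 24.1), a log2 ratio of -0.09 (-0.15 to -0.03). The direction depends on the cells summed. Over the immune classes alone, which leave out the UMIs of tumor cells, Ifng went from 134 CPM to 250.5 CPM, a log2 ratio of 0.90 (0.84 to 0.97). The Ifng UMIs of these classes went from 4083 to 3888, while their UMIs of all genes fell from 30455820 to 15522105. In this sum, the rise in CPM thus went with a lower total and not with more Ifng UMIs. Per NK/T-like cell, however, Ifng went from 2.594 UMIs in untreated to 12.71 UMIs in MSA-2 tumors. With each cell of all classes weighted equally, the log2 ratio of Ifng was -0.52. Within NK/T-like cells, which held 86.5% of the Ifng UMIs in untreated and 85.5% in MSA-2 tumors, Ifng rose from 667 CPM (646 to 688) to 2323 CPM (2249.7 to 2397), a log2 ratio of 1.80 (1.74 to 1.87). The share of NK/T-like cells with an Ifng UMI after thinning was 39.9% (37.3% to 42.4%) and 69.6% (63.8% to 75.0%). Before thinning it was 53.6% and 76.2%. Epithelial-like cells, which should lack Ifng, had an Ifng UMI in 0.459% of untreated and 0.485% of MSA-2 cells after thinning, with 28 and 15 shallower cells left out. In the NK/T-like cells with Cd8a or Cd8b1, the thinned share went from 54.7% (51.0% to 58.4%) to 91.6% (84.1% to 96.3%). With each class held at its share of UMIs in the untreated library, Ifng over all cells would have reached 78.1 CPM in MSA-2 tumors, a log2 ratio of 1.65.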

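Ido1 (ENSMUSG00000031551) was detected at low depth, with 93 UMIs over all untreated cells (0.508 CPM, 0.410 to 0.622) and 335 UMIs over all MSA-2 cells (1.745 CPM, 1.56 to 1.94), a log2 ratio of 1.78 (1.445 to 2.13). Of these, 88 UMIs (94.6%, 87.9% to 98.2%) and 319 UMIs (95.2%, 92.4% to 97.25%) were in epithelial-like tumor cells, where the log2 ratio was 1.72 (1.37 to 2.08). These cells also held 147857471 of 183073683 untreated and 162951845 of 191963883 MSA-2 UMIs of all genes, so much of their share goes with depth. After thinning, an Ido1 UMI was present in 6 untreated epithelial-like cells (0.0917%, 0.0337% to 0.1995%) and 27 MSA-2 epithelial-like cells (0.385%, 0.254% to 0.559%), and unthinned in 0.989% and 2.63%. Myeloid-like cells held 2 Ido1 UMIs in untreated and 7 in MSA-2 tumors, a log2 ratio of 3.29 (0.89 to 6.59). No Ido1 UMI was found in 1523 untreated or 302 MSA-2 NK/T-like cells, which allows a share of up to 0.197% and 0.993% of cells, nor in 377 untreated or 49 MSA-2 DC-like cells, which allows up to 0.796% and 6.12%. At these numbers of cells, a small share of Ido1-positive DCs was not detectable in MSA-2 tumors. With the classes held at their untreated shares of UMIs, the log2 ratio of Ido1 was 1.75. The epithelial-like class was smaller with only the fixed interferon-stimulated list left out of the variable genes. It then held 64 untreated and 281 MSA-2 Ido1 UMIs.

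**Figure D3:**
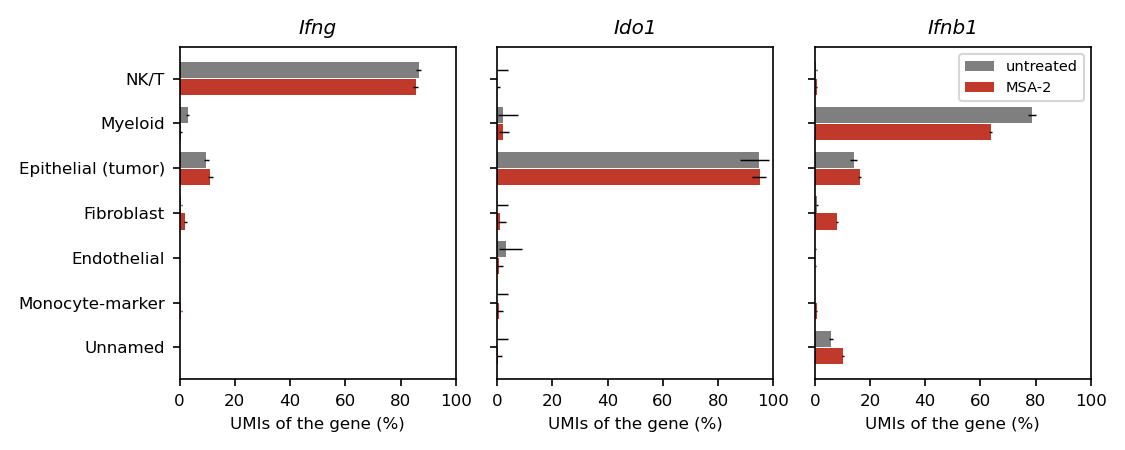
Bars give the share of all UMIs of Ifng, Ido1 and Ifnb1 that lie in each class, in percent, in untreated and MSA-2 tumors, and lines give exact 95% intervals of counting error. Epithelial-like cells held 94.6% and 95.2% of Ido1, while NK/T-like cells held most of Ifng and myeloid-like cells most of Ifnb1. The shares are not scaled to the UMIs of a class, most of which were in epithelial-like cells.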

The signature markers of the IDO pathway, including *Ido1*, *Ido2*, and *Tdo2*, were further analyzed the immune cells using TIMER2.0 (http://timer.cistrome.org/) (26), which revealed the high expression of *Ido1* in DCs and CD8^+^ T cells (Figure 2I). Following stimulation with proinflammatory cytokines such as IFN-α and IFN-γ, an upregulated expression of *Ido1* was witnessed in the DCs and macrophages (GEO dataset, accession GSE112876, Figure 2J), which is consistent with the previous finding that inflammatory cytokines such as IFN-γ induce the overexpression of *IDO1* (27). In addition, an experimental validation was also carried out; the exogenous addition of recombinant IFN-γ (50 ng/mL) was sufficient to induce a significant upregulation of *Ido1* at both transcriptional and translational levels in MC38 tumor cells (Figure 2K). Immunohistochemistry (IHC) analysis of the MC38 tumor tissues showed that MSA-2 exposure led to higher IDO1 expression in both early-stage and advanced tumors compared with that in the untreated tumors (Figure 2L). Moreover, MSA-2 treatment was found to trigger the abundant secretion of IFN-γ, which in turn increased IDO1 expression in the BMDCs, supporting the IFN-γ–IDO axis (Figure 2, M and N, and Supplemental Figure *2*B). Collectively, these results suggest that IDO1 is upregulated upon the MSA-2–induced activation of the STING pathway, with this transcriptional activation likely to occur in both tumor and immune cells.

### Assembly of STING-activating and IDO-inhibitory prodrugs into immunomodulatory binary nanoparticles.

Building on these findings, STING agonist monotherapy was anticipated to inadvertently upregulate IDO1 and potentially, prompt to tumor escape, despite provoking robust tumor-specific immune responses. We hypothesized that this therapeutic resistance can be mitigated via a combination therapy of the STING agonist MSA-2, whose functioning requires spontaneous intracellular activation, and the IDO1 inhibitor NLG919 (Figure 3A). As a proof of principle, the docosahexaenoic acid (DHA, an omega-3 fatty acid) promoiety was selected for esterifying the water-insoluble compounds MSA-2 and NLG919. The resulting prodrugs, when attached with polyunsaturated fatty acids via ester bonds, are capable of forming nanoassemblies in aqueous solutions. A disulfide linker was designed for synthesis of the MSA-2–DHA ligate and can be spontaneously cleaved under the reducing conditions encountered in the TME (Figure 3B). Additionally, we hypothesized that MSA-2 treatment, while capable of exerting beneficial effects with respect to immune activation, may also trigger the activation of the IDO pathway to ultimately induce immune tolerance. By contrast, the immunomodulatory binary nanoparticles (iBINP) generated herein activated the innate immune pathways while concurrently preventing the onset of immune tolerance via the synergistic effects of their components, the STING agonist MSA-2, and the IDO1 inhibitor NLG919 (Figure 3B). The structures of the prodrugs 1 (MSA-SS-DHA) and 2 (NLG919-DHA) were confirmed using ¹H NMR spectroscopy (Supplemental Figure 3, A and B).

To aid the aqueous self-assembly of MSA-2 and NLG919 prodrugs, both conjugates were dissolved in DMSO and subsequently mixed with deionized (DI) water under ultrasonication, resulting in the formation of stable nanosuspensions. The colloidal stability was further increased by PEGylating the surface of these suspensions with clinical use–certified 1,2-distearoyl-*sn*-glycero-3-phosphoethanolamine-*N*-(methoxy [polyethylene glycol] 2000) (DSPE-PEG_2000_) at a low-weight percentage (e.g., 10 %). Transmission electron microscopy and dynamic light scattering (DLS) analyses revealed spherical nanoparticles and a hydrodynamic diameter (*D*_H_) of approximately 150 nm for the bare non-PEGylated binary nanoparticles (Figure 3C). With the addition of the amphiphilic DSPE-PEG_2000_ matrix, the mean *D*_H_ of the iBINP was refined to approximately 110 nm with a lower polydispersity index (PDI). The iBINP solution appeared more transparent compared with that of other non-PEGylated nanoparticles (Figure 3D). Further analysis showed that these nanoparticles were stable in PBS, but only iBINP remained stable in PBS containing 10% FBS, suggesting that the reduction of surface hydrophobicity using the PEGylation matrix aided the stabilization of the formulations (Figure 3, E and F). DLS was then employed for examining variation in the sizes of these nanoparticle assemblies in response to dithiothreitol (DTT) and/or pig liver esterase (PLE), given the responsive linker chemistry (Figure 3G). The formation of large aggregates in the iBINP solution following 12 hours of incubation with DTT/PLE can be attributed to dual-responsive prodrug hydrolysis, which disrupts the nanostructures. Dialysis against PBS (pH 7.4) at 37°C in the presence or absence of DTT/PLE allowed the evaluation of drug release from the iBINP (Figure 3, H and I). Minimal release of MSA-2 and NLG919 was observed after 24 hours of dialysis against PBS. By contrast, drastically accelerated release kinetics was observed in the presence of DTT/PLE, thereby validating the stability of the iBINP under physiological conditions and the dual-responsive drug-releasing feature. Furthermore, it was efficiently internalized by both tumor and immune cells, followed by successful lysosomal escape (Supplemental Figure 3C).

### iBINP enhances immune response via the pharmacological modulation of IDO signaling in vitro.

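In the myeloid-like and monocyte-marker classes taken together, whose make-up differed between the libraries, S100a8 of Fig. 4A rose from 330 to 148660 UMIs (log2 ratio 9.64, 9.48 to 9.80) and S100a9 from 562 to 248029 UMIs (9.61, 9.49 to 9.73), and both are genes by which the monocyte-marker class was named. G0s2 had a log2 ratio of 7.85 and Slfn4 6.12, and both are naming genes of that class as well. Saa3 had a log2 ratio of 7.48, Slpi 6.77, Ccl6 2.31, Plac8 1.94 and Ccl3 1.89. For Ccl8 a change was not detectable (-0.04, -0.08 to 0.00). Macrophage and DC genes were lower, with log2 ratios of -1.50 for Apoe, -1.24 for C1qa, -1.19 for Lyz2, -2.13 for Ccr7 and -3.61 for Il12b. H2-Eb1 fell from 135784 to 4362 UMIs. Saa3, which is not a marker of the monocyte-marker class, also rose within the myeloid-like class, from 189 to 17736 UMIs (8.03, 7.83 to 8.25). Among inflammation-related genes, Il1b rose by 1.31 (1.30 to 1.33), Tnf by 1.53 (1.48 to 1.57) and Cxcl10 by 1.93 (1.91 to 1.95) in both classes together.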

Preliminary experiments revealed that intratumorally delivered MSA-2 led to the recruitment of monocytes to the tumor site, which was accompanied by activation of the transcription of inflammation-related genes, as depicted in a volcano plot (Figure 4A). Notably, monocytes also function as precursor cells that further differentiate into mature antigen-presenting cells (APCs) such as DCs and macrophages (28). DCs play an essential role in antitumor immunity and are the primary target cells for STING agonists (29, 30). Indeed, MSA-2 treatment was found to activate the STING pathway in DCs, as manifested by the transcriptional activation of the type I IFN (IFN-β) and numerous inflammatory chemokines and cytokines (Figure 4B). 

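DC-like cells (cDC1, cDC2 and mregDC sub-clusters) numbered 377 in untreated and 49 in MSA-2 tumors and gave 2502940 and 166060 UMIs, which limits what can be measured in the MSA-2 library. Ifnb1 rose from 94 UMIs (37.6 CPM, 30.4 to 46.0) to 133 UMIs (800.9 CPM, 670.6 to 949), a log2 ratio of 4.41 (4.02 to 4.81). The stricter cell filter moved this ratio most, to 4.01. After thinning, an Ifnb1 UMI was found in 18 of 362 untreated DC-like cells (4.97%, 2.97% to 7.75%) and 21 of 40 MSA-2 DC-like cells (52.5%, 36.1% to 68.5%), with 15 and 9 shallower cells left out. Unthinned, the shares were 10.6% and 65.3%. The same share among NK/T-like cells was 0.487% and 8.43%, at median depths of 3441 and 5124 UMIs against 6362.5 and 3738 in DC-like cells. It was higher still in Ly6c2-type monocyte-like cells of MSA-2 tumors, at 86.5% (83.0% to 89.5%). DC-like cells held 3.16% of all Ifnb1 UMIs in untreated and 0.669% in MSA-2 tumors. Of the cytokine and chemokine genes of Fig. 4B, Ccl5 had a log2 ratio of 3.12 (3.05 to 3.19), Tnf 2.44 (2.05 to 2.82), Ccl4 2.01 (1.94 to 2.08) and Cxcl10 1.99 (1.88 to 2.10). Il6 went from 23 to 17 UMIs, a log2 ratio of CPM of 3.48 (2.48 to 4.45). Cxcl9 and Il1b were lower, with log2 ratios of -2.11 and -1.16, and the inflammatory list as a whole had a median of 2.00 in DC-like cells.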

We further sought to examine whether the nanoparticles retained their activity as compared with the free drug form by performing an ELISA. STING-NP induced the release of IFN-β from BMDCs to a similar extent as free MSA-2, confirming the potent and spontaneous activation of STING signaling (Supplemental Figure 4A). Furthermore, analysis of the Kyn/Trp ratios in both BMDCs and MC38 cells demonstrated that IDO1-NP inhibited Trp metabolism as effectively as an equivalent concentration of free NLG919, supporting its sufficient enzymatic inhibition (Supplemental Figure 4B). To clarify whether combined treatment with a STING agonist and IDO inhibitor impeded the maturation of DCs, the BMDCs isolated from C57 mice were treated with various drug formulations, and the expression of costimulatory markers CD80/CD86 (Figure 4, C and D) and MHC-II (Figure 4, E and F) was analyzed using flow cytometry. The results revealed that STING agonist–formulated nanoparticles promoted DC maturation, which was not reversed by the addition of the IDO inhibitor NLG919, suggesting that the iBINP platform can notably potentiate STING agonist–mediated antitumor responses without compromising its ability to promote the maturation of DCs.

STING activation following iBINP treatment was verified by evaluating the phosphorylation status of the key signaling proteins TANK-binding kinase 1 (TBK1) and IFN regulatory factor 3 (IRF3) (Figure 4G). Consistent with the results of Western blot analysis, the transcriptional activation of *Ido1* and various proinflammatory factors, such as *Ifnb1*, *Ifng*, *Il6*, and *Tnf*, was verified in BMDCs and MC38 tumor cells treated with STING-NP, free drug combination (FDC), and iBINP compared with those of the negative control group (Figure 4H and Supplemental Figure 4, C and D). Notably, the upregulation of these inflammatory factors and *Ido1* was more pronounced in immune cells than in both human and murine cancer cells, suggesting that immune cells are the primary responders to the STING agonists in this context. In vitro experiments involving specific cytotoxic T lymphocyte–induced (CTL-induced) killing of cancer cells were employed for assessing the iBINP-induced immune response. For this purpose, splenocytes were isolated from mice, pulsed twice with ovalbumin (OVA) peptide 257–264, and then cocultured with the drug regimen–treated BMDCs and B16F10-OVA cells to elicit an OVA-specific CTL response (Figure 4I). Cell death was evaluated by assaying for lactate dehydrogenase (LDH) activity, which revealed that a combination of NLG919 (in any pharmaceutical form such as free drug or nanoparticles) with the other drugs did not attenuate DC maturation and the subsequent cytotoxicity mediated by OVA-specific T cells. Tumor cell death was substantiated using cell counting kit-8 (CCK8) assays, and further microscopic analysis revealed pronounced adhesion of the CTLs to B16F10-OVA cells (Figure 4J and Supplemental Figure 4E). To further verify whether the tumor cells were dying, we specifically labeled a CD45^–^ tumor cell subset using flow cytometry (Supplemental Figure 4F) and found that STING-NP and iBINP treatments notably increased T cell–triggered killing of tumor cells, as shown by propidium iodide^+^ staining (Figure 4K). These assays demonstrate the robust capacity of STING-NP, the FDC, and iBINP for triggering an immune response, culminating in effective T cell–mediated destruction of tumor cells. Overall, the findings confirm the immune activation potential of iBINP under in vitro conditions.

### Nanoparticle delivery facilitates intratumoral and lymphatic accumulation.

To investigate the in vivo behavior of the iBINP platform, we intravenously administered near-infrared (NIR) dye Cy5.5-labeled iBINP (Cy5.5-iBINP) or free Cy5.5 dye into MC38 tumor-bearing mice (Figure 5A). In vivo and ex vivo imaging showed that nanoparticle-mediated delivery increased fluorescence signals in tumors compared with free Cy5.5 administration (Figure 5B and Supplemental Figure 5A). Analysis of tissue biodistribution affirmed no obvious differences in NIR signals between free Cy5.5 and Cy5.5-iBINP administered mice (Figure 5C and Supplemental Figure 5B). To further unravel whether iBINP can extravasate into tumors and interact with immune cells following intratumoral accumulation, we conducted immunofluorescence staining of tumor sections. iBINP was found to deeply penetrated into the tumor parenchyma, where these particles colocalized well with tumor cells (PanCK), macrophages (F4/80), T cells (CD3), and DCs (CD11c) (Figure 5D and Supplemental Figure 5C). To quantify this distribution, we performed flow cytometry on excised tumors and tumor-draining lymph nodes (TDLNs; Supplemental Figure 5, D and E). In both tissues, administration of iBINP resulted in higher uptake across all major cell types, particularly in macrophages and DCs, compared with free Cy5.5 administration (Figure 5, E and F). Analysis of the composition of all Cy5.5^+^ cells revealed that while tumor cells (CD45^–^) constituted a large fraction of uptake, nanoparticles were disproportionately enriched in macrophages and DCs relative to T cells (Figure 5, G and H). These results suggest that the iBINP delivery platform can target tumors and TDLNs, where it is preferentially internalized by APCs.

### iBINP overcomes therapeutic resistance and induces durable antitumor immunity.

The efficacy of the codelivered iBINP platform was evaluated in a mouse model of CRC bearing naive MC38 syngeneic tumors. The intravenous administration every 3 days was initiated when the tumors attained volumes of approximately 100 mm^3^ (Figure 6A). In contrast to the partial antitumor response observed with STING-NP treatment, sustained inhibition and regression of the tumors were witnessed in the iBINP-treated mice. This discrepancy is attributable to IDO1 inhibition that reversed the immunosuppressive TME (Figure 6, B and C). Transient weight loss was observed in the mice receiving intravenous free MSA-2 (Supplemental Figure 6A). In stark contrast, all nanoparticle treatments were well tolerated. To probe whether iBINP treatment regimen induced a long-term immunological memory, mice with complete regression of MC38 tumors were rechallenged with subcutaneous MC38 or irrelevant B16-OVA implantation. The cured mice completely rejected the emergence of MC38 tumors but not were sufficient to control B16-OVA tumor growth, indicating a durable tumor-specific immune memory (Figure 6D). Furthermore, we evaluated the efficacy of iBINP in a more clinically relevant, large tumor model (i.e., treatment was initiated at ~500 mm^3^ in volume). iBINP delayed tumor growth and extended mouse life span compared with the FDC treatment, supporting its potential for treating advanced tumors (Figure 6E).

To further highlight the superiority of the binary system developed herein, a STING therapy–resistant tumor model was established in mice. The mice were administered STING-NP for 3 cycles to develop the STING therapy–resistant MC38 subcutaneous tumor model (MC38/R; Figure 6F). Monitoring of tumor growth kinetics and overall survival of the mice verified the resistance of MC38/R tumors to STING therapy (Supplemental Figure 6, B and C). Furthermore, IHC analysis revealed a progressive increase in IDO1 expression and the numbers of Tregs in the third generation of tumors (S3), which is indicative of tumor immune evasion and the potentially suboptimal efficacy of STING agonists (Supplemental Figure 6D). Despite an aggressive tumor burden, the iBINP therapy continued to exert robust tumor-suppressive effects, extending the survival of mice bearing immunosuppressive MC38/R tumors (Figure 6, G and H) without causing any loss of body weight (Supplemental Figure 6E). Immunofluorescence staining of the tumor sections for CD8a and granzyme B (GZMB) revealed that codelivered immunomodulatory agents (iBINP) elicited a potent cytotoxic CD8^+^ T cell response (Figure 6I and Supplemental Figure 6F). In addition, immunohistochemical staining for FOXP3 revealed that STING agonist monotherapy led to an increase in intratumoral Tregs. In contrast, all treatments containing the IDO1 inhibitor, including IDO1-NP and iBINP, reduced the infiltration of these immunosuppressive cells (Supplemental Figure 6G).

To explore the role of IDO1 in mediating resistance, we thus established IDO1-overexpressing MC38 tumors (Supplemental Figure 6H), and, in parallel, we included an *Ido1*-knockout cancer model to examine the effects of our binary design rationale (Figure 6, J and K). Compared with naive MC38 tumors, STING-NP monotherapy was largely ineffective in the IDO1-enforced model, indicating that high IDO1 confers STING therapy resistance (Figure 6L). In the WT 4T1 breast cancer model with high IDO1 expression, the efficacy of STING-NP monotherapy was attenuated and lower than combinatory iBINP therapy (Figure 6M). In contrast, when *Ido1* was knocked out from the tumor cells (4T1*^Ido1-KO^*), the activity of STING-NP monotherapy was recovered, showing similar tumor growth inhibition to iBINP treatment (Figure 6N and Supplemental Figure 6I). Taken together, these results confirmed that the nanotherapeutic strategy using iBINP is potentially capable of overcoming STING-induced therapeutic resistance and immune evasion, thereby highlighting the rational design for priming immune responses.

### Remodeling of TME by iBINP.

The impact of codelivering the STING agonist and IDO1 inhibitor on the immune system was evaluated by analyzing the immune cell phenotypes in the tumor tissues and immune organs (Supplemental Figure 7, A and B). Notably, the combination therapy with iBINP resulted in T cell expansion, particularly that of the CD8^+^ T cells, within the tumor-infiltrating CD3^+^ T cell population (Figure 7A and Supplemental Figure 7C). The increased proportion of CD8^+^/CD4^+^ cells in mice treated with STING-NP/iBINP compared with that obtained with the other treatments further supported the favorable T cell response (Figure 7B). Of note, iBINP treatment reduced the frequency of intratumoral Tregs (Figure 7C and Supplemental Figure 7D), resulting in a dramatically elevated CD8^+^/Treg ratio that favored a productive antitumor immune environment (Figure 7D). To evaluate functional T cells, we analyzed several key biomarkers on tumor-infiltrating CD8^+^ T cells. Both STING-NP and iBINP regimens enhanced the expression of the cytotoxic effector GZMB, cytokines such as IFN-γ, and proliferation marker Ki67, supporting the potent T cell activation (Figure 7, E–G, and Supplemental Figure 7E). The production of specific proinflammatory cytokines such as IFN-β, IFN-γ, IL-6, and TNF-α in tumors was then assessed using ELISA (Figure 7H). Both STING-NP and iBINP promoted the secretion of these cytokines in the tumor sites for up to 24 hours after administration (Figure 7I). By contrast, the administration of FDC and IDO1-NP monotherapy failed to trigger the release of these cytokines over and above that observed in the saline treatment group, further substantiating the synergistic effects and superior efficacy of the codelivery system. To further assess the potential risk of serious side effects such as cytokine storm, ELISA was conducted to measure the levels of various cytokines in mouse serum. The animals treated with STING-NP and iBINP exhibited elevated levels of circulating cytokines 8 hours after treatment; the levels, however, declined spontaneously after 24 hours of administration (Figure 7J), supporting the high tolerability of iBINP for therapeutic applications.

Subsequent analysis revealed upregulation of the costimulatory markers CD80/CD86 and MHC-II on DCs collected from LNs following iBINP administration (Supplemental Figure 7, F and G). Furthermore, STING therapy was observed to increase the proportion of the cytolytic CD8^+^ T cells in the spleen (Supplemental Figure 7H). The population of Tregs cells was therefore analyzed. As expected, STING-NP treatment increased the proportion of Tregs cells in spleen, whereas the combined treatment with iBINP attenuated the proportion of Tregs (Supplemental Figure 7I).

### Therapeutic efficacy of iBINP across multiple challenging cancer models.

Having obtained favorable outcomes in naive and STING-resistant tumor models, the efficacy of the iBINP therapy was further evaluated in other models of cancer. Cancer metastasis is the leading cause of death globally (31). We thus assessed its ability to prevent postsurgical metastasis in an orthotopic 4T1-luc breast cancer model. Following treatments, primary tumors were surgically resected, and mice were monitored for metastatic relapse by in vivo imaging system (IVIS) (Figure 8A). The IVIS imaging results showed that iBINP had antimetastatic effect, whereas control groups developed extensive metastatic disease (Figure 8B). This eventually contributed to a survival benefit, with half of iBINP-treated mice being tumor-free and 25% surviving the entire study period (Figure 8, C and D). These results were consistent with H&E staining of lungs and TDLNs; a remarkable reduction in metastatic foci in the iBINP-treated mice was observed (Supplemental Figure 8, A and B).

Finally, we extended the efficacy testing to a clinically relevant colorectal cancer model in mice that were induced by chronic inflammatory conditions (Figure 8E). This colitis-associated colorectal cancer (CAC) model was established in C57BL/6J mice by intraperitoneally injecting azoxymethane (AOM) followed by 3 cycles of free drinking of dextran sodium sulfate (DSS) (32). The iBINP therapy was found to be well tolerated in the CAC mouse model, as indicated by the absence of weight loss compared with that of the healthy controls (Figure 8F). Disease activity index (DAI) scores were employed for evaluating the health status of the CAC mouse model subjected to various treatments, which revealed that symptoms such as fecal occult blood, diarrhea, and weight loss were alleviated with iBINP treatment over time (Figure 8G). Additionally, the sizes and numbers of tumors were found to be notably suppressed upon iBINP treatment (Figure 8, H and I, and Supplemental Figure 8D). Colon length, a crucial indicator of the progression of CRC, was found to vary with different treatments due to differences in the tumor burden. Remarkably, iBINP-treated mice showed normal colon length, which was akin to that of healthy controls (Figure 8J). H&E and Ki67 staining corroborated the antitumor efficacy of the treatments, with the tumor sections from iBINP-treated mice displaying fewer colonic nodules and lower expression of Ki67 (Supplemental Figure 8, D and E). Furthermore, the expression of IDO1 was also elevated in tumors from the iBINP-treated mice owing to potent STING activation (Supplemental Figure 8F). To further elucidate the effect of different treatments on antitumor immunity, the colons from the mice were analyzed for CD8a and FOXP3 expression using IHC (Supplemental Figure 8, G and H). Differential changes were also observed in the size and weight of mesenteric lymph node (mLNs). Consistent with the observations of tumor growth, the mLNs from saline-treated mice were larger than those from the other groups (Figure 8, K and L). H&E staining of the mLNs confirmed the absence of metastatic burden but revealed the presence of inflammatory cells in the saline-treated mice (Figure 8M). Collectively, these results provide compelling evidence that STING activation and IDO restriction conferred by iBINP treatment effectively control the tumor growth and metastatic burden in two distinct and highly challenging preclinical models.

## Discussion

The immune-desert TME is devoid of cytotoxic CD8^+^ T lymphocytes, NK cells, and APCs, which necessitates the development of therapeutic strategies for overcoming resistance to immune checkpoint blockade therapy and prime T cell–based antitumor immunity (21, 24, 33, 34). The STING pathway triggers innate immune responses to cytosolic double-stranded DNA (dsDNA) in cancer cells and is a major determinant of T cell infiltration (9, 35). The tumor-derived cytosolic dsDNA binds cGAS, which produces the second messenger cGAMP that subsequently binds STING to stimulate the type I IFN–driven inflammatory response, including the production of T cell chemokines (36–38). However, these CDNs exhibit poor drug-like characteristics, limiting their clinical applicability. Moreover, the clinical outcomes associated with the intratumoral administration of STING agonists are underwhelming. These issues have been addressed through the development of several synthetic nonnucleotide STING agonists (8, 39, 40). However, the disparate roles of pharmacological STING activation complicate the therapeutic outcomes associated with anticancer therapy that relies on STING agonists. Treatment with STING agonists can induce antitumor responses via the increased secretion of IFNs and lymphocyte infiltration, which contributes to tumor control. An enhancement in productive T cell priming via cDC1 occurs under conditions of STING activation (9). Conversely, STING downregulation may contribute to the development of resistance to immune effectors in various models of cancer (41). Several research groups, including ours, have demonstrated that stimulation of the STING pathway elicits a robust immune response, which accompanies an increase in the expression of canonical immune-stimulatory genes. These results compellingly confirm the antitumorigenic role of STING/IFN signaling. However, several other studies have shown that sustained exposure of TME to STING stimulation potentially leads to adverse effects such as cytokine storms and the death of immune cells (42). Moreover, protumorigenic effects of the cGAS/STING pathway were observed in some cancer models. STING activation results in tumor outgrowth and therapeutic resistance (18, 19). We indeed verified that treatment with STING agonists such as MSA-2 induced IDO1 overexpression in cells of the tumor as well as those of the immune system. Activation of the IDO pathway leads to the depletion of Trp and undesired changes in downstream factors that inhibit effector T cells and promote the proliferation and differentiation of Tregs, ultimately favoring an immune-suppressive TME.

To address the abovementioned contradiction and overcome STING–induced immunoregulatory mechanisms, we applied a noncovalent chemical strategy to generate the immunomodulatory iBINP that facilitate the activation of the innate immune response while simultaneously restricting immune escape. This platform was constructed from the MSA-2 (STING agonist) and NLG919 (IDO1 inhibitor) prodrugs. MSA-2, a recently identified small-molecule nonnucleotide STING agonist, holds great promise as an immuno-oncology agent; however, its clinical application has been impeded by delivery obstacles, including low oral bioavailability, limited cellular uptake, and systemic inflammatory toxicity (8). For example, we found that intravenous administration of free MSA-2 caused body weight loss, indicating considerable toxicity. To expand the repertoire of these immunomodulatory agents, this potent STING agonist was utilized for the development of a self-deliverable and self-activated nanoplatform amenable to systemic administration. Our “PUFAylation” approach, exploiting a polyunsaturated fatty acid (e.g., DHA) for chemical drug derivatization, not only addresses delivery-associated challenges, but also confers an intrinsic capacity with the tropism to immune cells. Our data indeed have shown that this binary pharmacology platform leads to preferential uptake of nanotherapeutics by desired immune cells (Figure 5). Ultimately, enhancement in tumoral and lymphatic delivery, accompanied by simultaneous partitioning to the key immune cells, far surpasses those achievable with simple coadministration of free drugs.

The IDO pathway plays an important role in immune tolerance and immune evasion by tumor cells (43). IDO1, an important indicator of T cell regulation, is closely associated with the clinical responses to immunotherapy (44). However, the clinical development of IDO1 inhibitors, including NLG919 used in this study, has been largely unsuccessful (45). The possible reasons could be considered as delivery obstacles such as suboptimal pharmacokinetics, low tumor penetration, and/or the heterogenicity in IDO1 expression across different cancer types and individual patients. Interestingly, in our study, we observed the relapse of subcutaneous MC38 tumors after 3 doses of STING monotherapy, while iBINP treatment exhibited enhanced in vivo efficacy in driving tumor regression and inducing durable, tumor-specific immune memory. Furthermore, in vivo studies using the MSA-2–resistant tumor model demonstrated the superior antitumor efficacy of iBINP compared with that of monotherapies with each component drug. These findings imply that addressing an immunosuppressive TME, such as inhibition of the IDO1 escape mechanism, can lead to boosted antitumor immunity. To further provide unequivocal evidence for this hypothesis, efficacy studies using Ido1-expressing and Ido1-knockout 4T1 breast cancer models showed that the IDO1-NP potently suppressed tumor growth with high Ido1 expression. Conversely, in tumors lacking expression of IDO1, IDO1-NP monotherapy failed to show similar activity, confirming that the superiority of the iBINP platform is dependent on inhibitory rewiring of the IDO1 pathway.

In summary, our findings reveal an immunoregulatory circuit in cancer, with STING monotherapy contributing to IDO1-induced immune evasion via the IFN-γ–IDO axis, which subsequently subdues T cell–mediated antitumor responses. To relieve this negative circuit, a noncovalent binary chemical strategy has been described herein, which addresses the immunosuppressive mechanism. STING activation promotes the secretion of IFN-related cytokines, which further reinforces the DC-driven cross-priming of the antitumor CD8^+^ T cell–mediated immunity and leads to tumor regression. A simultaneous inhibition of IDO1 was incorporated herein to prevent immune escape attributable to STING-induced regulatory mechanisms. Consequently, this synergistic iBINP system increased the proportion of intratumoral CD8^+^ T cells while decreasing the infiltration of Tregs. Collectively, this work highlights that simultaneously targeting multiple vulnerabilities via rational chemical approaches may offer considerable opportunities for achieving synergistic immune responses to elevate the efficacy and success rate of immunotherapy in cancer.

## Methods

### Sex as a biological variable.

Both male and female C57BL/6 mice were used for the MC38 and B16-OVA tumor models. Only female BALB/c mice were used for the 4T1 tumor models (both orthotopic and subcutaneous). In the models where both sexes were included, no sex-specific differences in therapeutic outcomes were observed. Therefore, sex was not considered as a biological variable in this study.

### Compounds.

DHA was purchased from MedChemExpress (HY-B2167). DTT (A100281) was purchased from Sangon Biotech. Porcine liver esterase (PLE, 46058) was obtained from Sigma Aldrich. 1,2-Distearoyl-sn-glycero-3-phosphoethanolamine-N- [methoxy (polyethylene glycol) 2000] (DSPE-PEG2000, F01008) was purchased from A.V.T. Pharmaceutical Co. Ltd. All other and solvents were purchased from J&K Chemical or TCI Development Co. Ltd.

### Synthesis of prodrugs based on MSA-2 and NLG919.

The chemical structures of the synthesized MSA-2 and NLG919 prodrugs were characterized using proton nuclear magnetic resonance (¹H NMR) spectroscopy. Synthesis schemes are shown in Supplemental Figure 9. Detailed synthetic procedures are included in Supplemental Methods.

### Cell lines and culture.

The murine colon adenocarcinoma cell line MC38, murine breast cancer cell line 4T1, HEK293T cells, and human colon adenocarcinoma cell line LoVo were purchased from the Chinese Academy of Sciences Cell Bank. The mouse melanoma cell lines B16-OVA and 4T1-luc cell line were purchased from Bowers Type Culture Collection. Cells were cultured in RPMI-1640 (Biological Industries) or DMEM (Biological Industries) supplemented with 10% FBS (Vazyme, F101) and 1% penicillin-streptomycin (BDBIO, A200-100) at 37°C in a humidified atmosphere with 5% carbon dioxide. Bone marrow–derived DCs (BMDCs) were obtained from the bone marrow of C57BL/6 mice and human peripheral blood mononuclear cells (hPBMCs) were cultured in RPMI-1640 medium supplemented with 10% heat-inactivated FBS, 1% penicillin-streptomycin, 5 ng/mL IL-4 (Abclonal, RP01161), and 20 ng/mL murine GM-CSF (Abclonal, RP01206). The culture medium was partially replaced on days 3 or 4, and nonadherent cells were collected for further experiments on days 6–8.

### Tumor models.

The MC38 tumor model used for the evaluation of the antitumor efficacy of the treatment was obtained via the subcutaneous injection of MC38 cells (1 × 10^6^ cells) into the right flank of C57BL/6 mice aged 6–8 weeks. The tumor was then allowed to grow for 7 days, and after a tumor size of approximately 100 mm^3^ was attained, the mice were treated with various combinations of drugs. The treatments were administered via the tail vein on days 0, 3, and 6, while free MSA-2 was administered orally or via tail vein injection. Tumor growth and body weight were monitored and recorded every 2–3 days. Tumor volume (*V*) was calculated using the following formula: *V* = (length × width^2^)/2.

The MSA-2–resistant MC38 tumor model was obtained by conducting 3 cycles of selection for the resistant tumors. Specifically, the C57BL/6 mice were subcutaneously injected with the tumor cell line MC38. When the tumors attained volumes of approximately 100 mm^3^, STING-NP (equivalent to a 30 mg/kg dose of MSA-2) was administered thrice via tail vein injection. The tumor growth was then monitored, and nonresponding (NR) mice (defined as those exhibiting continuous tumor growth, with no effect of the drug) were selected. The tumors of NR mice were excised, cut into uniform small pieces of approximately 10 mm^3^ volume, and subcutaneously transplanted into a new batch of C57BL/6 mice. Three such cycles were carried out to establish an MSA-2–resistant MC38 tumor model. Tumor volume and survival were monitored as previously described.

The AOM/DSS–induced CAC model was established as follows: WT C57BL/6 mice were intraperitoneally administered a single dose (10 mg/kg) of AOM (MP Biomedicals, 218397125). Seven days following the AOM administration, 2.5% DSS (MP Biomedicals, 9011-18-1) (w/v) was added to the drinking water for a duration of 1 week. Primary tumors were found to develop after 3 such cycles of intake of 2.5% DSS via drinking water. The CAC mice were then administered FDC or the iBINP at a dosage equivalent to 30 mg/kg MSA-2/10 mg/kg NLG919. Body weights of the mice were recorded every 3 days from the initiation of treatment. The mice were euthanized at the end of the study, and the colon was collected for analyzing the numbers and sizes of the tumors as well as colon weight and length. The tissues were fixed with 4% paraformaldehyde and subjected to H&E as well as immunofluorescence staining.

For the orthotopic breast cancer model, female BALB/c mice (8 weeks old) were anesthetized, and 4T1-luc cells (1 × 10^5^) expressing luciferase were injected into the fourth mammary fat pad. Tumor growth was monitored by palpation. Seven days after inoculation, mice were randomly assigned to treatment groups and received intravenous injections of Saline, STING-NP, IDO1-NP, FDC, or iBINP on days 7, 10, and 13 post-inoculations. On day 14, the primary tumors were surgically resected from all mice under anesthesia. Post-surgical monitoring for metastatic relapse and survival was conducted and performing bioluminescence imaging using an IVIS (Biolight Biotechnology Co. Ltd.) on days 35, 50, 65, and 80 after tumor cell injection.

### IDO1 enzyme activity assay.

MC38 cells were plated at a density of 4 × 10^4^ cells per well in RPMI-1640 media (phenol red-free) supplemented with 80 μM L-tryptophan (L-Trp, TCI, T0541). To induce IDO1 expression, 50 ng/ml of mouse recombinant IFN-γ (Abclonal, RP01070) was added to each well and incubated for 24 hours. Subsequently, free NLG919 or IDO1-NP (NLG919, 10 μM) was introduced into the cell culture, followed by further incubation for 24 hours at 37°C. The culture supernatant (200 μL) was collected from each well for further analysis, as described previously (46). Briefly, the supernatant from each well was mixed with 10 μL of 30% trichloroacetic acid (TCI, T0369) to precipitate proteins. Following centrifugation, the concentrations of Trp and L-Kynurenine (L-Kyn, TCI, K0016) in the cleared supernatant were quantified by high-performance liquid chromatography (HPLC). The levels of Trp and Kyn were determined by monitoring absorbance at 280 nm and 360 nm, respectively.

### scRNA-seq and analysis.

Cells derived from MC38 xenograft tumors on day 7 after treated with MSA-2 (intratumoral) were sorted for scRNA-seq. scRNA-seq was performed using the 10X Genomics Chromium Next GEM Single Cell 3′ Reagent Kits by Shanghai OE Biotech Co. Ltd. Subsequently, samples were processed following the manufacturer’s protocol and sequenced on an Illumina NovaSeq sequencer. The Cell Ranger analysis pipeline (v7.1.0) was employed to generate gene count matrices for each cell per sample. These matrices were imported into Seurat (v5) for integration and subsequent analyses. After quality filtering, a total of 29,003 high-quality immune cells (14,386 from saline-treated tumors and 14,617 from MSA-2–treated tumors), with a median expression of 2,858 genes, were retained for further analysis. 

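The deposited matrices hold 14386 barcodes for untreated and 14617 for MSA-2 tumors, with medians of 2809 and 2918 detected genes and of 8372 and 8661 UMIs per barcode, and 198135335 and 204387165 UMIs in total. Over both libraries the median was 2858 genes. Epithelial-like tumor cells are among these barcodes as well as immune cells. Fewer than 500 genes were detected in 253 untreated and 591 MSA-2 barcodes, and mitochondrial genes held over 20% of UMIs in 141 and 84. Scrublet called 732 untreated barcodes (5.09%) and 579 MSA-2 barcodes (3.96%) as doublets, below the 11.5% and 11.7% expected from the number of barcodes. After these filters the median depth was 8280 and 9295 UMIs per cell, and 582 untreated and 1331 MSA-2 cells had fewer than 1500 UMIs. Fewer than 1000 genes were detected in 1111 untreated and 3776 MSA-2 barcodes.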

To visualize clustering results, nonlinear dimensional reduction was performed using the t-distributed stochastic neighbor embedding (t-SNE) method. Cluster biomarkers were identified using the FindAllMarkers function. Clusters were defined based on highly expressed genes specific to each cluster. DEGs were selected using the FindMarkers function (test.use = presto) in Seurat. *P* < 0.05 and |log_2_foldchange| > 0.58 was set as the threshold for significantly differential expression. Gene Ontology enrichment and KEGG pathway enrichment analysis of DEGs were performed using R based on the hypergeometric distribution.

### Statistics.

Statistical analysis was conducted using Prism 9.0 (GraphPad) and R (v4.1.3) software. The results are expressed as mean ± SD as specified. The number of independent experiments or replicates and details of the tests employed for statistical analysis, including 2-tailed unpaired Student’s *t* test as well as 1-way or 2-way ANOVA, are provided in the figure legends. Survival curves were generated using the Kaplan-Meier method, and *P* values between groups were calculated using the log-rank test. A *P* value less than 0.05 was considered significant.

### Study approval.

All animal studies were conducted in accordance with institutional guidelines for the care and use of laboratory animals. All protocols for animal experiments were approved by the Ethics Committee of the First Affiliated Hospital, Zhejiang University School of Medicine. The use of deidentified human specimens in this study was approved by the Ethics Committee of the First Affiliated Hospital, Zhejiang University School of Medicine (approval no. [2025B] IIT-0986). The requirement for written informed consent was waived by the ethics committee because the research involved no direct contact with participants and posed no risks to privacy or commercial interests.

### Data availability.

Values for all individual data points are reported in the Supporting Data Values file. All unedited blots are also included in the raw Western blot document. The scRNA-seq data reported in this paper have been deposited in NCBI’s Gene Expression Omnibus (GEO GSE306421). All other underlying data are available upon request.

## Author contributions

HW and FM designed the study. FM, HZ, SW, and BL conducted experiments. FM, BL, and XC analyzed the data. FM and HZ wrote the manuscript. HW and FM reviewed and revised the manuscript. HW supervised the study.

## Funding support

- “Pioneer” and “Leading Goose” R&D Program of Zhejiang Province grants (2025C01217).
- Natural Science Foundation of Shandong Province (ZR2023ZD59).
- National Natural Science Foundation of China (82273490 and 82073296).
- Nonprofit Central Research Institute Fund of Chinese Academy of Medical Sciences (2023-PT320-02).
- Research Project of Jinan Microecological Biomedicine Shandong Laboratory (JNL-2025007B).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
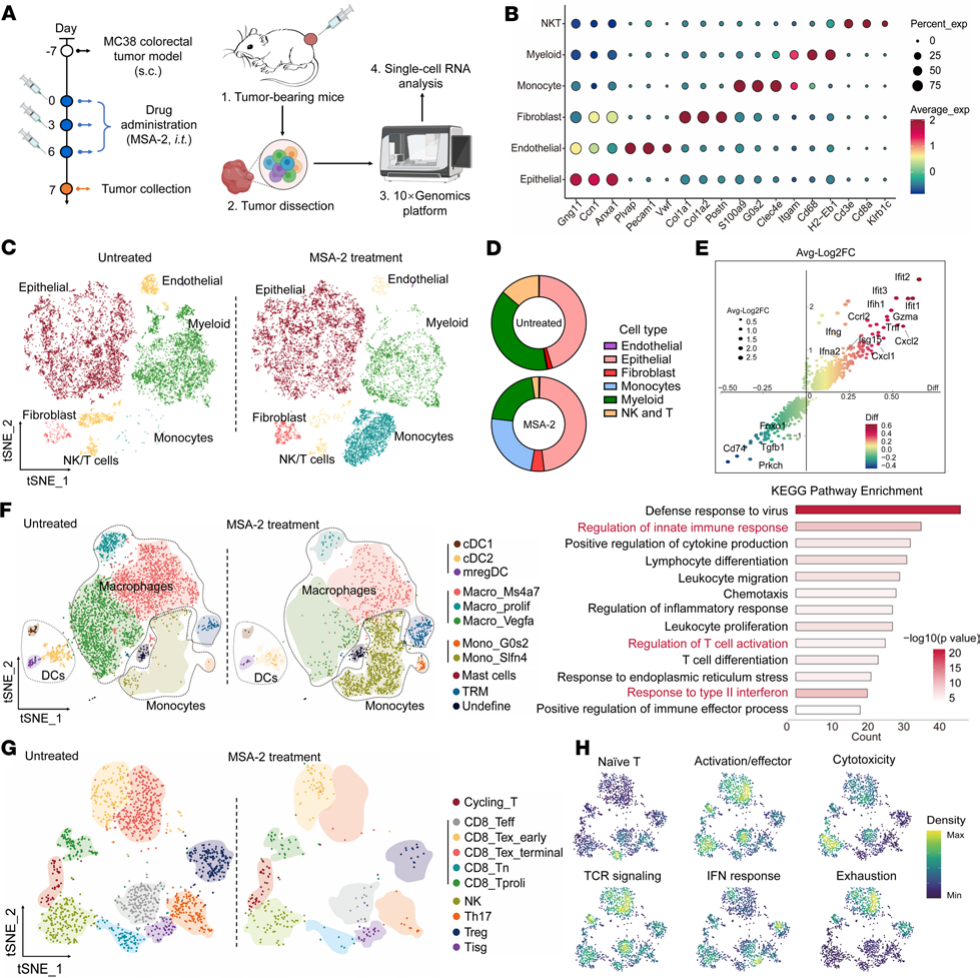
Intratumoral injection of MSA-2 elicits a potent proinflammatory response and causes immune cell death. (**A**) Schematic representation of single-cell transcriptome analysis. i.t., intratumoral, s.c., subcutaneous. Created with BioRender. (**B**) Dot plot showing marker gene expression across identified cell clusters. (**C**) The t-SNE plots of scRNA-seq data from the MC38 tumors. The suspended single cells were divided into 6 clusters, and each cluster was manually defined as a specific cell population. (**D**) The proportion of cells of each cluster in the tumor tissue obtained from the cohort. (**E**) Analysis of the expression of DEGs, showing up- and downregulated genes across all types of immune cells following MSA-2 treatment (top). KEGG enrichment analysis of DEGs after treatment with MSA-2 (bottom). (**F**) t-SNE plot of the subclusters of myeloid cells and monocytes. (**G**) t-SNE plot of the subclusters of NK and T cells. (**H**) Density plot of NK/T cells. The cells were functionally classified into 6 groups, including the naive, activated and effector, cytotoxic, TCR-signaling, IFN-responding, and exhausted T cells.

**Figure 2:**
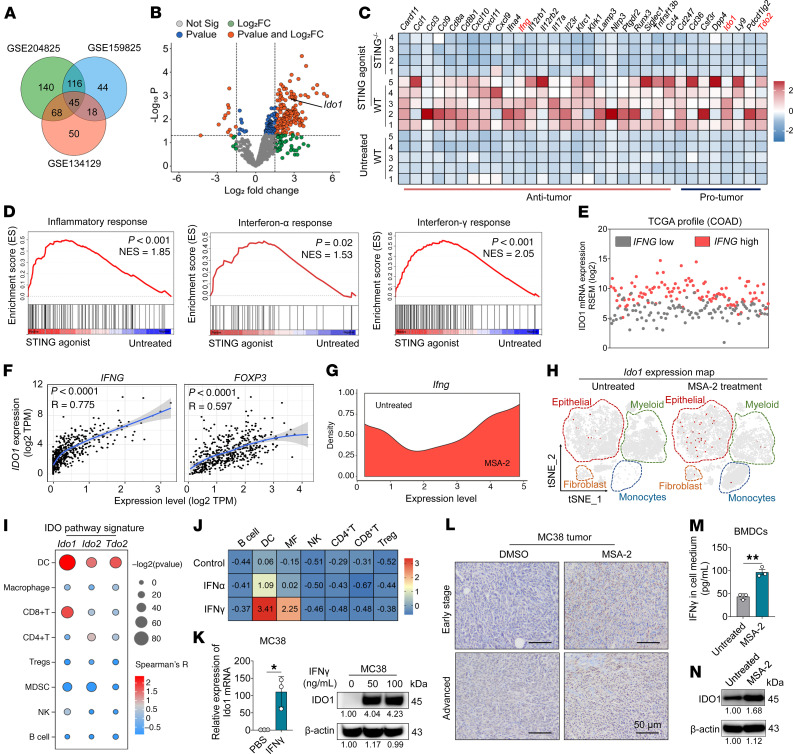
STING pathway activation upregulates the expression of *Ido1*. (**A**) Venn diagram showing the intersection of DEGs from the 3 GEO databases (GSE204825, GSE159825, and GSE134129). (**B**) Volcano plot illustrating changes in gene expression after the administration of STING agonist, with the *Ido1* gene marked by an arrow. (**C**) Heatmap of DEGs, excluding some genes with unclear functions. The DEGs were divided into 2 clusters of antitumor and protumor genes. (**D**) GSEA analysis demonstrating the enrichment of DEGs in various pathways. (**E** and **F**) Analysis of the correlation between the expression of *IDO1* and that of the genes (*IFNG* or *FOXP3* in patients with colon adenocarcinoma [COAD]) using the TCGA database. (**G**) Expression of *Ifng* across all types of immune cells. (**H**) Feature plot of *Ido1* showing inducible patterns of expression upon MSA-2 administration. Red indicates *Ido1*^hi^ cells. (**I**) Expression of signature genes of the IDO pathway (*Ido1*, *Ido2*, and *Tdo2*) in various immune cells. (**J**) Alterations in *Ido1* gene expression following stimulation with IFN-α and IFN-γ. (**K**) Quantitative real-time PCR analysis of *Ido1* and Western blot analysis of the protein IDO1 in IFN-γ–treated MC38 tumor cells (*n* = 3). β-Actin was used as internal control. (**L**) IHC staining of *Ido1* at the tumor site with or without MSA-2 administration. Early-stage and advanced tumors represent tumor volumes of approximately 500 and 1,500 mm^3^, respectively. Scale bar: 50 μm. (**M**) IFN-γ secretion was assessed using ELISA (*n* = 3). (**N**) Western blot analysis of IDO1 protein expression in MSA-2–treated or untreated BMDCs. Data are depicted as the mean ± SD. *P < 0.05, **P < 0.01, as determined by Student’s *t* test.

**Figure 3:**
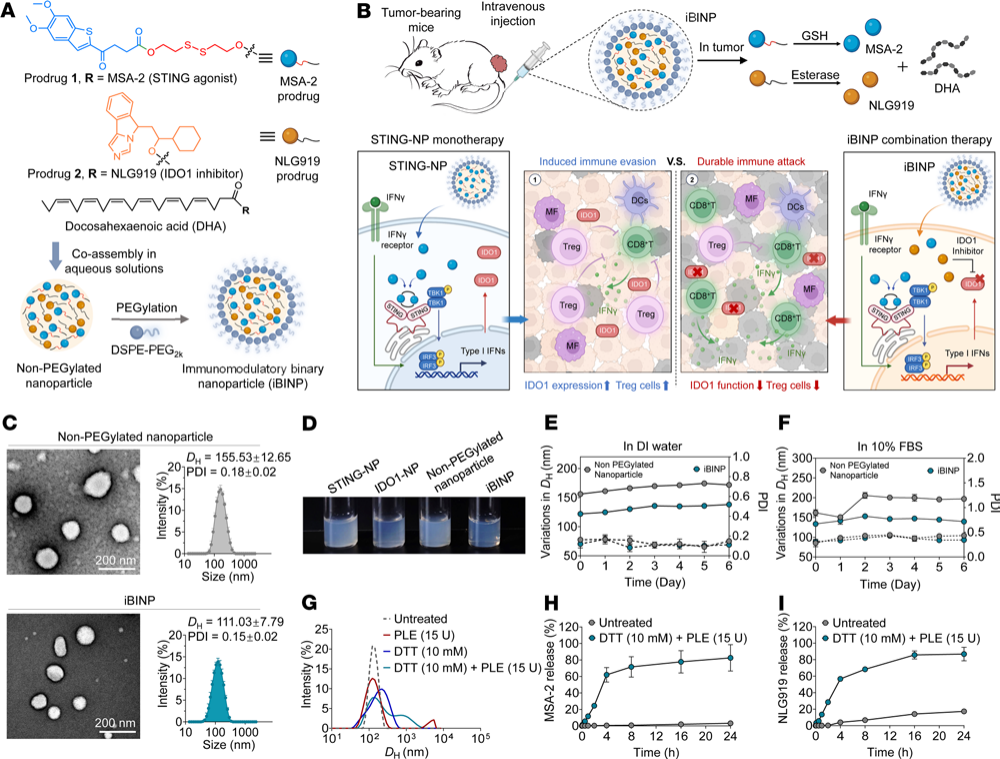
Preparation and characterization of the iBINP. (**A**) Structural formula and schematic representation of the synthesis route of the STING agonist MSA-2 and the IDO1 inhibitor NLG919. (**B**) Diagrammatic representation of the dual prodrug regimen. Created with BioRender. (**C**) Electron microscopy imaging and size distribution plot of co-loaded nanoparticle self-assemblies (*n* = 3). Scale bar: 200 nm. (**D**) Visual appearance of the solutions of the various nanoparticles. STING-NP and IDO1-NP represent MSA-2 and NLG919 prodrugs assembled in aqueous solutions, respectively. Non-PEGylated nanoparticle and iBINP represent coloaded nanoparticle assemblies in the absence or presence of DSPE-PEG_2000_, respectively. Evaluation of the stability of nanoparticles in the presence or absence of DSPE-PEG_2000_ in (**E**) DI water or (**F**) 10% FBS by monitoring changes in particle size and PDI (*n* = 3). (**G**) Changes in particle size of nanoparticle assemblies under conditions that simulate various in vivo TME. Drug release profiles of (**H**) MSA-2 and (**I**) NLG919 prodrugs (*n* = 3). Data are presented as mean ± SD.

**Figure 4:**
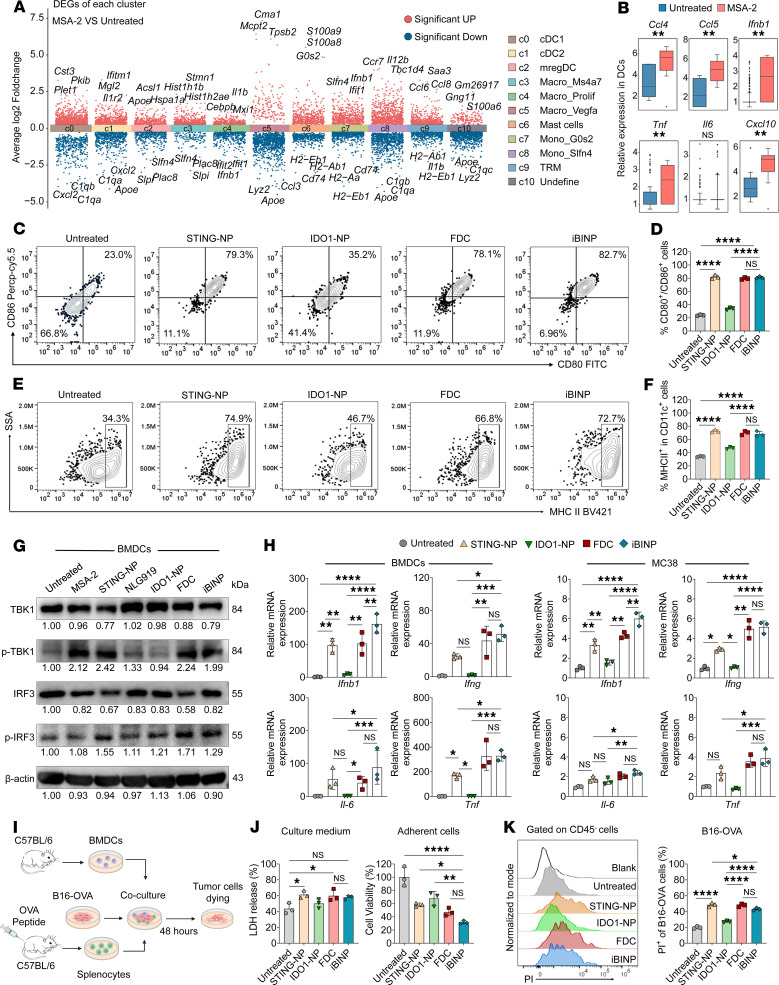
Combination therapy with STING agonist and IDO1 inhibitor improves antitumor immunotherapy under in vitro conditions. (**A**) Violin plot showing differentially expressed genes (DEGs) in myeloid and monocyte clusters from MC38 tumors after MSA-2 treatment, based on scRNA-seq analysis. (**B**) Relative expression of key cytokine and chemokine genes in dendritic cells (DCs) after MSA-2 treatment. (**C**–**E**) Flow cytometric analysis of DC maturation. Representative plots and quantification of the costimulatory molecules CD80/CD86 (**C** and **D**) and MHC class II (**E** and **F**) on bone marrow–derived dendritic cells (BMDCs) after various treatments (*n* = 3). (**G**) Western blot analysis evaluating the phosphorylation status of proteins associated with the STING pathway. (**H**) Quantitative real-time PCR (qRT-PCR) analysis of inflammation-associated genes (*Ifnb1*, *Ifng*, *Il6*, and *Tnf*) in BMDCs subjected to different treatments (*n* = 3). (**I**) Schematic representation of the in vitro validation of drug-enhanced cytotoxicity mediated by antigen-specific CD8^+^ T cells. Created with BioRender. (**J**) Evaluation of cytotoxicity using LDH assay and CCK8 assay for evaluating the viability of tumor cells (*n* = 3). (**K**) Flow cytometric analysis of specific cell death, showing the percentage of PI^+^ cells in the target B16-OVA population (*n* = 3). Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. One-way ANOVA was employed for the evaluation, with Tukey’s correction for multiple comparisons.

**Figure 5:**
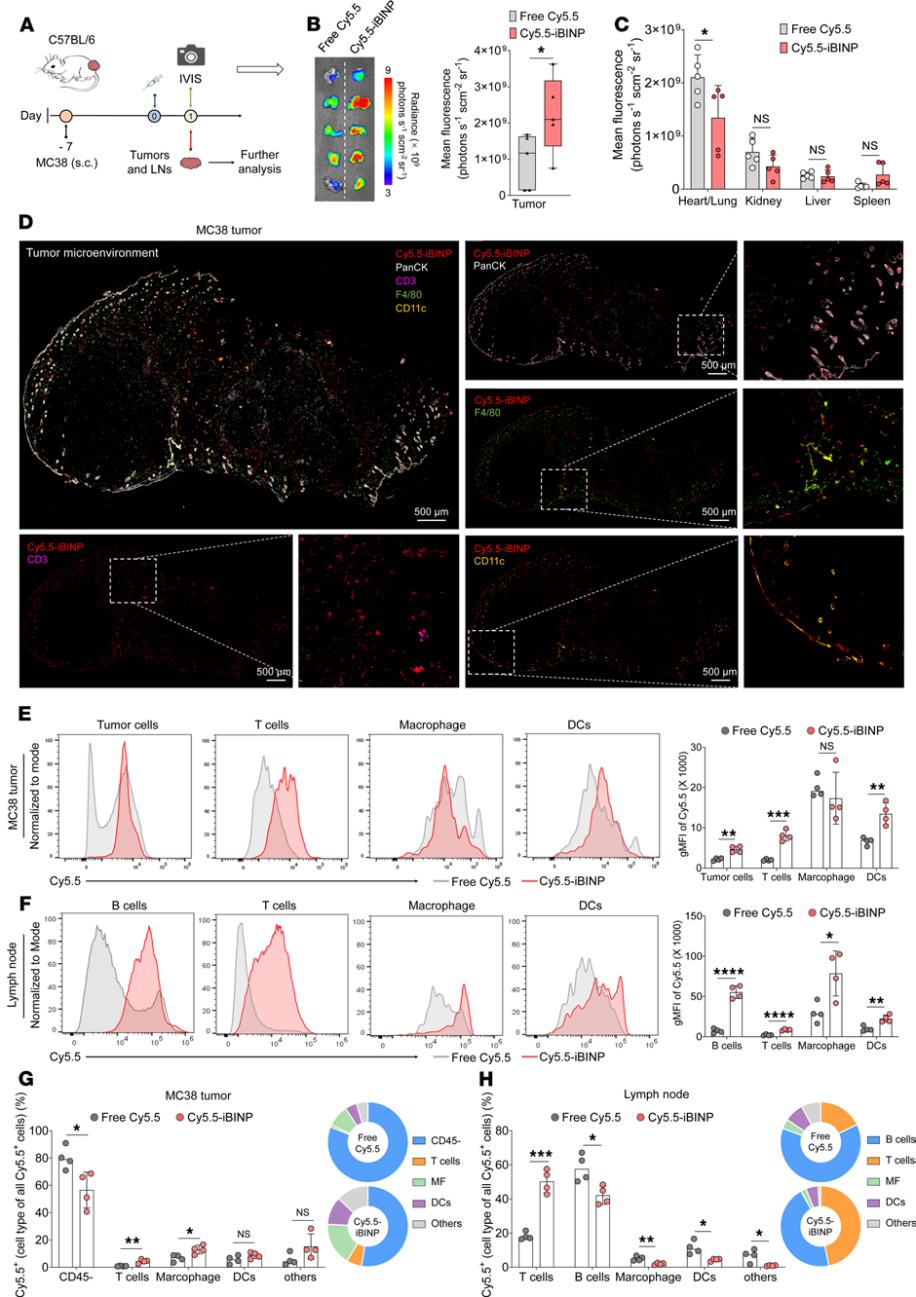
iBINP enhances tumor accumulation and lymphatic delivery, promoting immune cell targeting. (**A**) Schematic of the experimental design for evaluating the biodistribution of Cy5.5-labeled nanoparticles in mice bearing subcutaneous MC38 tumors. (**B**) Ex vivo fluorescence imaging showing tumor accumulation of Cy5.5-labeled nanoparticles (Cy5.5-iBINP) compared with free Cy5.5 dye. The bar chart shows the quantification of mean fluorescence intensity in the tumors (*n* = 5). (**C**) Ex vivo fluorescence quantification in major organs shows the biodistribution profile of the nanoplatform compared with free Cy5.5 dye (*n* = 5). (**D**) Immunofluorescence images of a MC38 tumor section after injection, showing the spatial distribution of tumor cells (PanCK, white), T cells (CD3, violet), macrophages (F4/80, green), and DCs (CD11c, orange). Scale bar: 500 μm. (**E** and **F**) Flow cytometric analysis of nanoparticle uptake by different cell populations within MC38 tumors (**E**) or TDLNs (**F**). (**G** and **H**) Quantification of the cellular distribution of Cy5.5^+^ cells within the MC38 tumor (**G**) or TDLNs (**H**) (*n* = 4). The bar chart and corresponding pie charts show the percentage of total Cy5.5^+^ cells in specific type of cells. Data are presented as mean ± SD. Statistical analysis by Student’s *t* test (**B**, **C**, **E**, and **F**). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
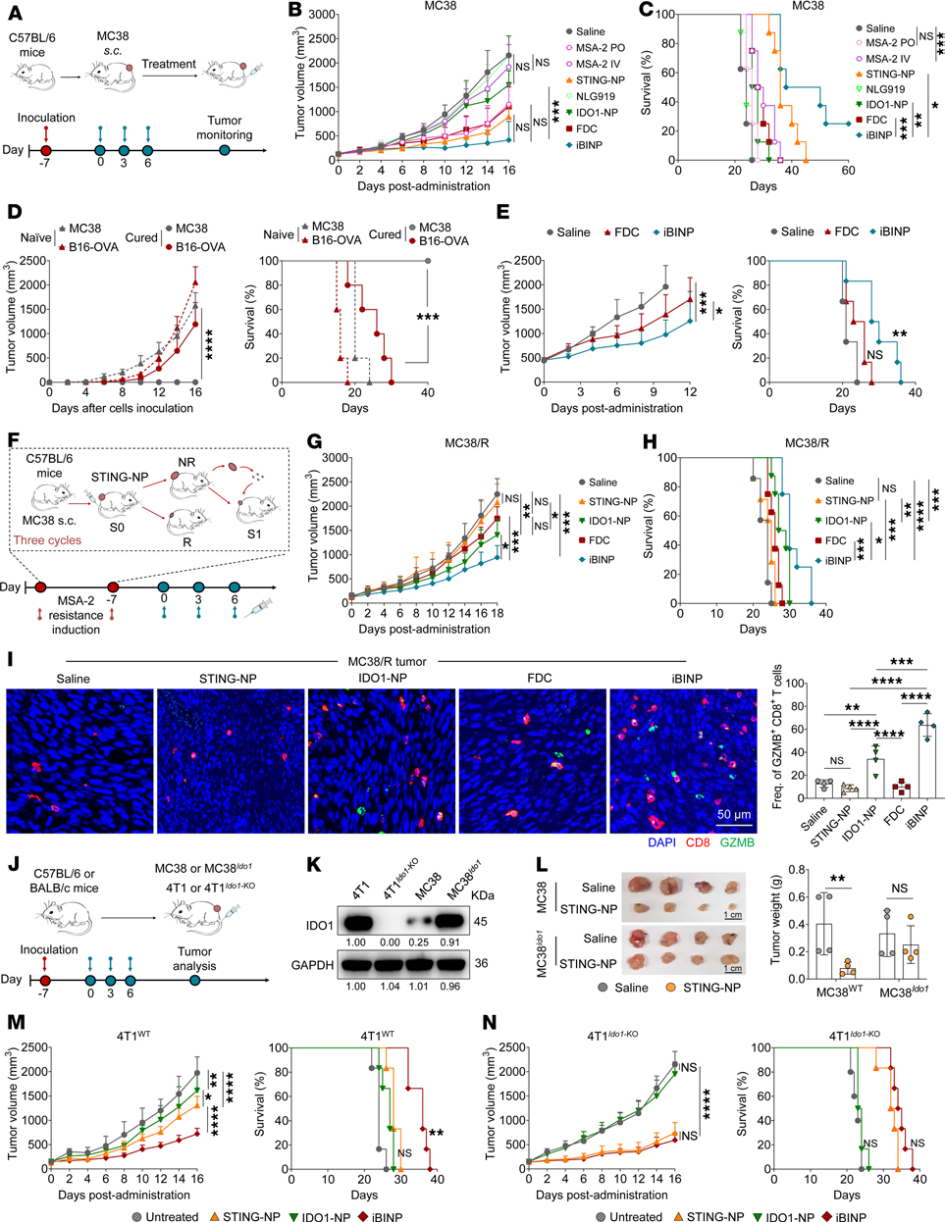
iBINP overcomes acquired resistance to STING monotherapy by targeting the IDO1 feedback loop. (**A**) Schematic representation of the experimental protocol employed for the MC38 subcutaneous tumor model. (**B**) Tumor growth kinetics and (**C**) survival analysis of MC38 tumors treated with different formulations (*n* = 8 mice/group). (**D**) Tumor rechallenge experiment in iBINP-cured mice (*n* = 5 mice/group). (**E**) Efficacy of iBINP in a large, established MC38 tumor model, showing tumor growth and survival (*n* = 6 mice/group). (**F**) Schematic illustrating the in vivo generation of a STING agonist–resistant MC38 model (MC38/R). (**G**) Tumor growth curves of mice bearing the established MC38/R tumors, following treatment with saline, STING-NP, IDO1-NP, FDC, or iBINP. (**H**) Survival analysis of the MC38/R tumor-bearing mice after treatments (*n* = 7 for saline and STING-NP; *n* = 8 for other groups). (**I**) Representative images show staining for CD8^+^ T cells (green), granzyme B (GZMB, red), and nuclei (DAPI, blue). The bar chart shows the quantification of the frequency of GZMB^+^CD8^+^ T cells (*n* = 4). Representative source images for the analysis are shown in Supplemental Figure 6F. Scale bar: 50 μm. (**J**) Schematic of the experiment designed to test therapy response in MC38^Ido1^ and 4T1*^Ido1-KO^* tumors. (**K**) Western blot analysis verifying the protein expression of *IDO1* in MC38^Ido1^, MC38, 4T1, and 4T1*^Ido1-KO^* cell lines. (**L**) Representative images of excised tumors and a bar chart showing the tumor weight from mice treated with saline or STING-NP (*n* = 4). Scale bar: 1 cm. (**M** and **N**) Comparison of therapeutic efficacy in WT versus Ido1-knockout 4T1 tumor models. Shown are the tumor growth curves and corresponding survival analyses for mice bearing 4T1*^WT^* tumors (**M**) or 4T1*^Ido1-KO^* tumors (**N**) after treatment with the indicated formulations (*n* = 5–6 mice/group). Data are presented as mean ± SD. Statistical analysis by 2-way ANOVA with Turkey’s multiple comparisons test (**B**, **D**, **E**, **G**, **M**, and **N**), log-rank test (**C**–**E**, **H**, **M**, and **N**), 1-way ANOVA with Turkey’s multiple comparisons test (**I**), or Student’s *t* test (**L**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 7:**
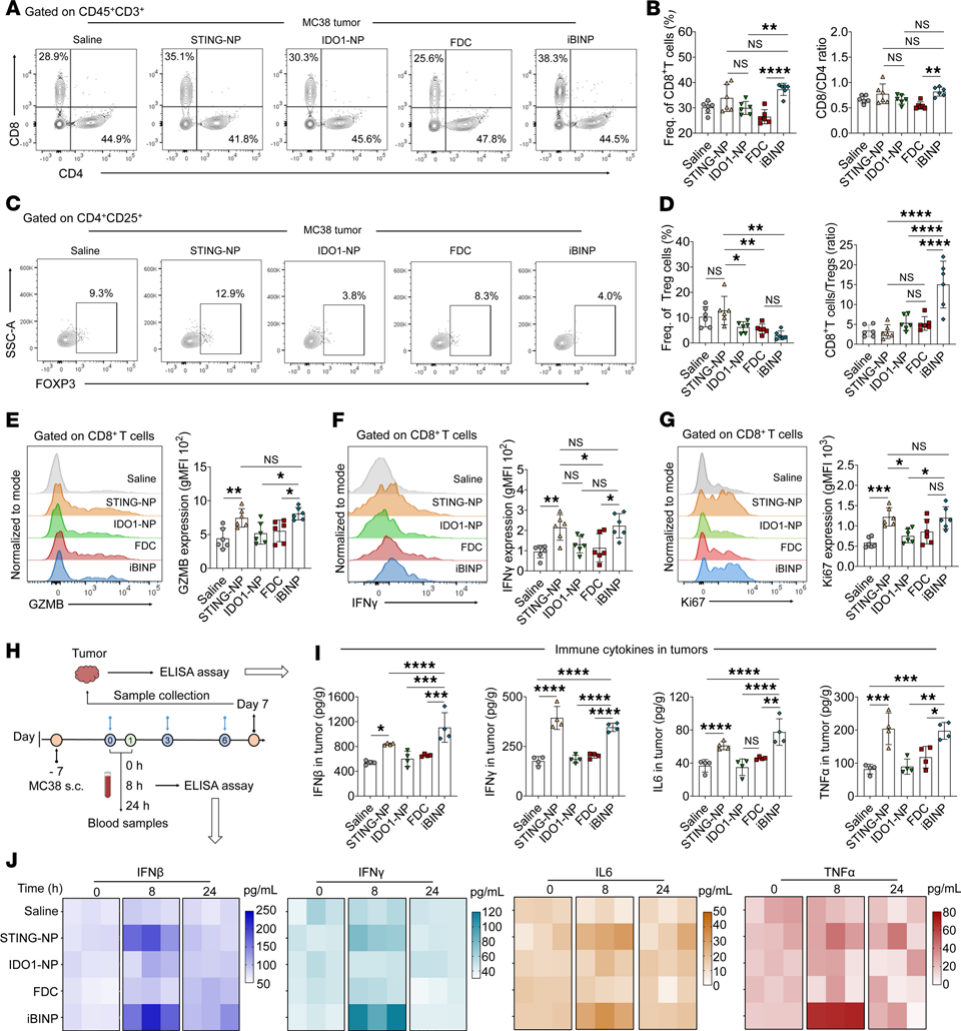
iBINP reshapes the tumor immune microenvironment by reducing Tregs to unleash cytotoxic T cell potential. (**A** and **B**) Flow cytometric analysis of tumor-infiltrating T lymphocytes (TILs) in MC38 tumors. (**A**) Representative plots show CD4^+^ and CD8^+^ populations gated on live CD45^+^CD3^+^ cells. (**B**) Quantification shows the frequency of CD8^+^ T cells and the CD8^+^/CD4^+^ ratio (*n* = 6). (**C** and **D**) Analysis of intratumoral Tregs. (**C**) Representative plots and (**D**) quantification of Treg frequency and the CD8^+^/Tregs ratio. (**E**–**G**) Functional analysis of tumor-infiltrating CD8^+^ T cells (*n* = 6). Representative histograms and quantification of the geometric mean fluorescence intensity (gMFI) for the cytotoxic effector molecule GZMB (**E**), IFN-γ (**F**), and the proliferation marker Ki67 (**G**) (*n* = 6). (**H**) A schematic of the sample collection timeline is shown. (**I**) Evaluation of the release of the proinflammatory cytokines IFN-β, IFN-γ, IL-6, and TNF-α using ELISA (*n* = 4). (**J**) Evaluation of the secretion of IFN-β, IFN-γ, IL-6, and TNF-α in serum samples from mice of the various groups using ELISA at 0, 8, and 24 hours after administration (*n* = 3). Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. One-way ANOVA along with Tukey’s multiple comparison test were employed.

**Figure 8:**
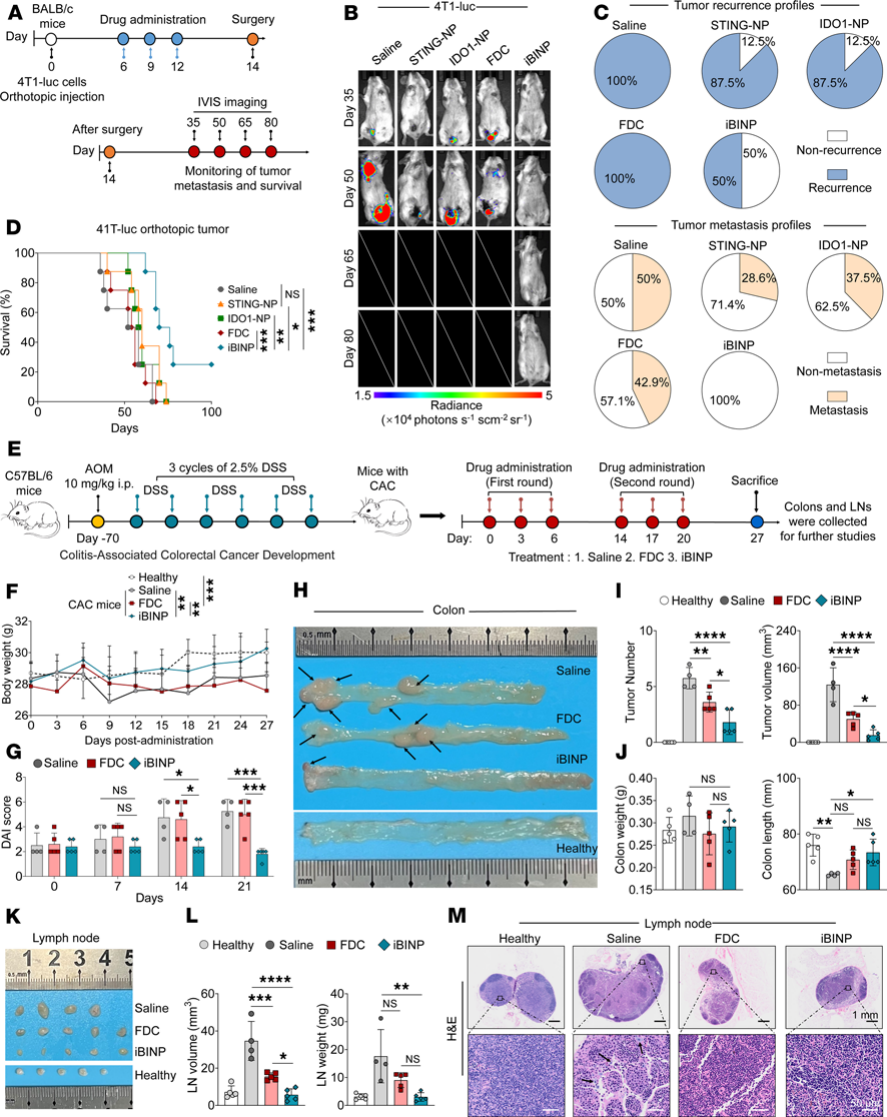
iBINP demonstrates robust therapeutic efficacy in both metastatic breast cancer and primary colorectal cancer models. (**A**) Schematic of the experimental design. Primary 4T1-tumors were surgically resected on day 14 after 3 doses of treatment, followed by long-term monitoring for metastasis. (**B** and **C**) In vivo bioluminescence imaging of tumor metastasis. Representative images of mice at the indicated time points (**B**) and analysis of tumor recurrence and metastasis profiles (**C**). (**D**) Survival analysis of mice from each treatment group (*n* = 8 mice/group). (**E**) Schematic illustration of immunotherapy in the CAC tumor model. Mice were treated with saline, FDC, or iBINP thrice a week for a period of 2 weeks, with a 1-week break in between. Colon and mLNs were collected for further analysis on day 27 (*n* = 4 for healthy; *n* = 5 for other groups). (**F**) Body weight of CAC mice of the various treatment groups after administration of the drugs. (**G**) DAI score of mice from the different treatment groups. (**H**) Representative images of colons from mice of the various treatment groups, with primary intestinal tumors indicated by black arrows. Various parameters such as (**I**) tumor numbers and total tumor volume as well as (**J**) size of the colon tumors and colon length demonstrated tumor progression within mice of the different groups. (**K**–**M**) Analysis of mLNs. Representative images of excised mLNs (**K**), quantification of LN volume and weight (**L**), and representative H&E-stained sections of mLNs (**M**). Scale bar: 1 mm (top); 50 μm (bottom). Data are presented as the mean ± SD. Statistical significance was determined by 1-way (**G**, **I**, **J**, and **L**) or 2-way ANOVA (**F**) for comparisons, and the log-rank test was used for survival analysis (**D**). NS, not significant, *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

# Supplementary material for: Targeting STING-induced immune evasion with nanoparticulate binary pharmacology improves tumor control in mice
**Source:** J Clin Invest. 2025 Oct 23;135(24):e192397. doi: 10.1172/JCI192397
**Supplement:** Supplemental data

---

**Supplemental information for**

***Targeting STING–induced immune evasion with nanoparticulate binary pharmacology improves tumor control in mice***

*Fanchao Meng,<sup>1,2</sup> Hengyan Zhu,<sup>1</sup> Shuo Wu,<sup>1</sup> Bohan Li,<sup>1</sup> Xiaona Chen,<sup>1</sup> and Hangxiang Wang<sup>1,2,\*</sup>*

**This PDF file includes:**

Supplemental Figures 1 to 9

Supplemental materials and methods

**Supplemental Figure 1**

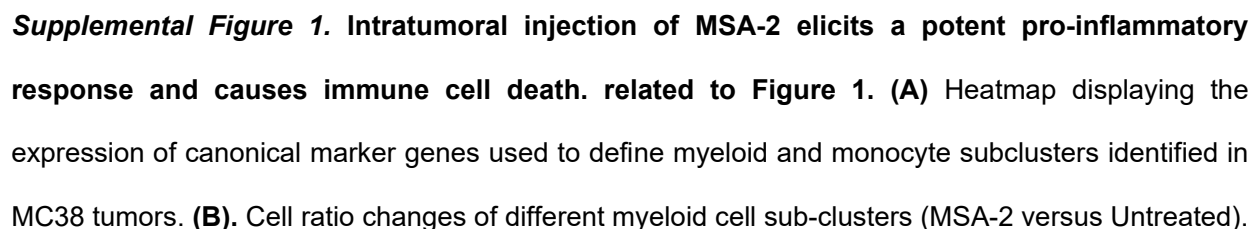

(C). Cell ratio changes of different NK/T cell sub-clusters (MSA-2 versus Untreated). (D). t-SNE plots showing the expression of functional cell markers in different NK/T cell populations. (E-F) The bubble plot primarily illustrated the cell communication between cDC1 and cDC2 cells and T cells. (G-H) The clustering heatmap shows the extent of cell communication between DC cells and T cells within the untreated and MSA-2 intratumoral injection groups.

## Supplemental Figure 2

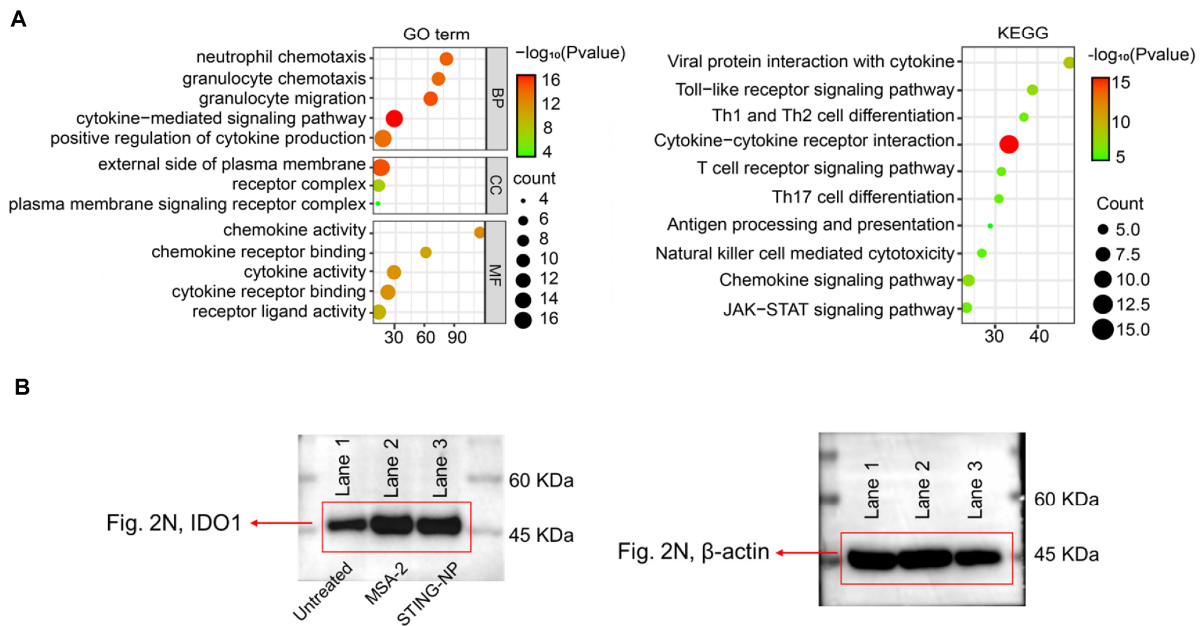

**Supplemental Figure 2. STING pathway activation upregulates the expression of *Ido1*.** related to Figure 2. (A) Analysis of GO and KEGG terms of the overlapping DEGs from GEO datasets (GSE134129, GSE159825, and GSE204825). The input for GO/KEGG Enrichment Analysis were based on *P* Value. Significance *P* was determined using the DESeq2 corrected for multiple comparisons. (B) Full and uncropped blot related to Figure 2N. The blot shows the full image for the western blot presented in Figure 2N. The lane 3, corresponding to the STING-NP treatment group, was not included in the main figure to maintain narrative consistency with the main text, as the STING-NP group is introduced later in the manuscript.

**A**

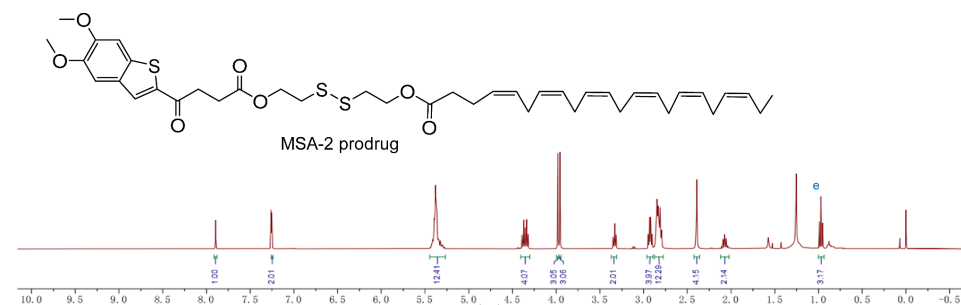

**B**

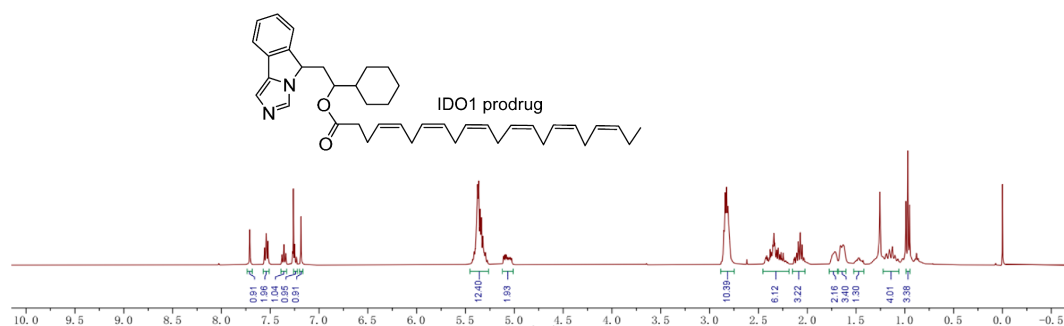

**C**

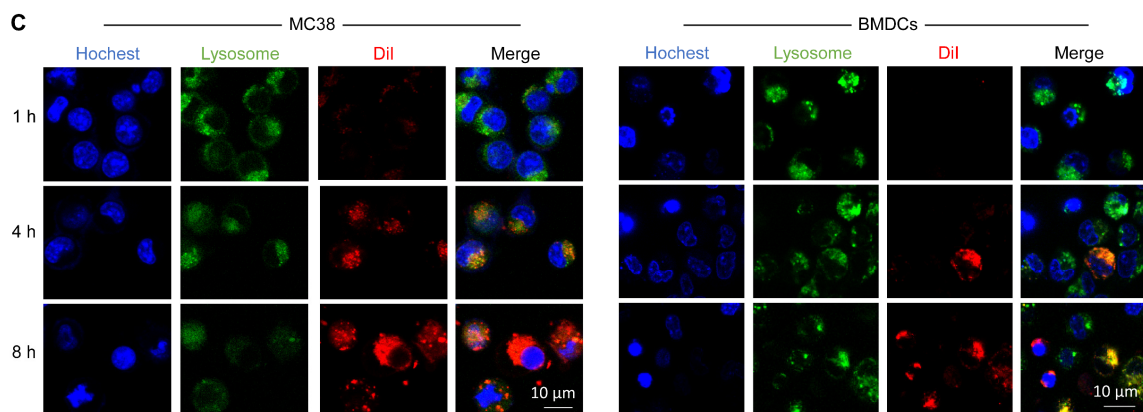

4

---

Confocal laser scanning microscopy images showing the time-dependent cellular uptake and intracellular trafficking of Dil-labeled iBINP (red) in MC38 tumor cells and bone marrow-derived dendritic cells (BMDCs). Cell nuclei were stained with Hoechst 33342 (blue), and lysosomes were stained with LysoTracker Green (green). Co-localization of Dil with LysoTracker at early time points (1 h, 4 h) followed by separation at a later time point (8 h) indicates efficient endo-lysosomal escape of the nanoparticles. Scale bar, 10  $\mu$ m.

## Supplemental Figure 4

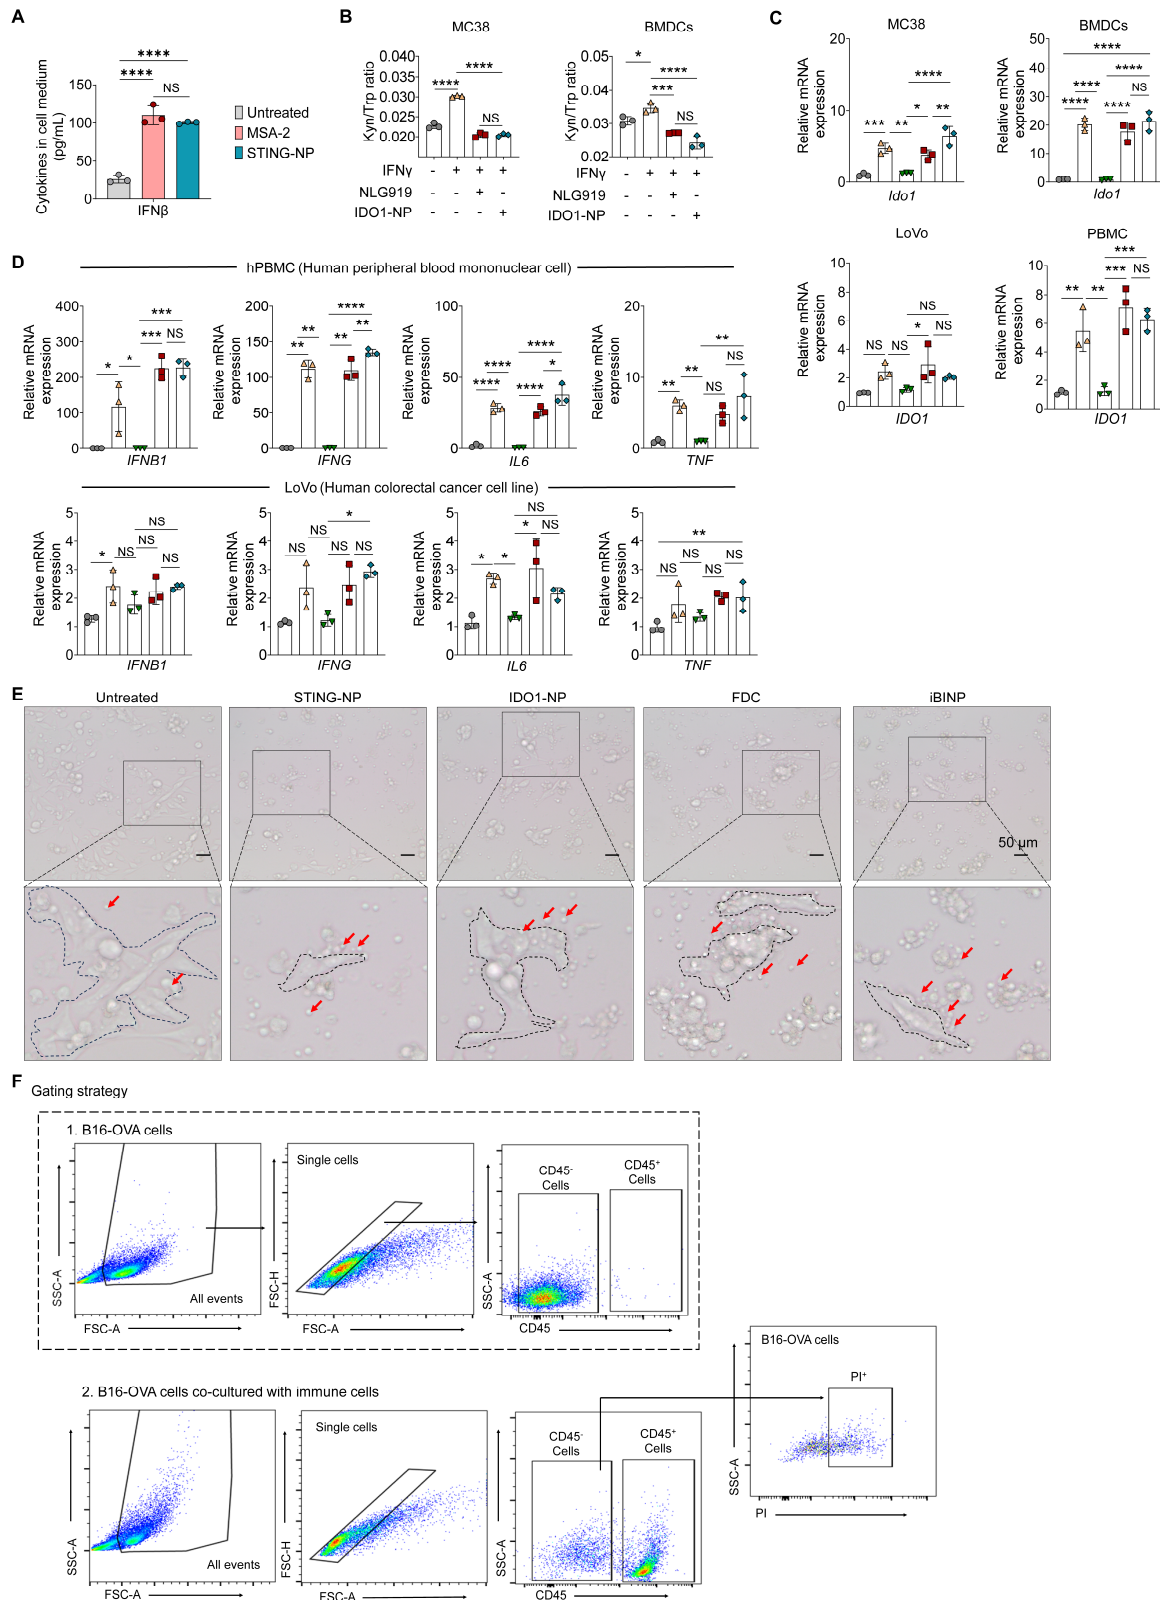

**Supplemental Figure 4. Combination therapy with STING agonist and IDO1 inhibitor improves antitumor immunotherapy under *in vitro* conditions, related to figure 4. (A) ELISA quantification**

---

of IFN $\beta$  secreted by bone marrow-derived dendritic cells (BMDCs) after treatment with free MSA-2 or STING-NP ( $n = 3$ ). **(B)** Kynurenine/Tryptophan (Kyn/Trp) ratio in the supernatant of IFN $\gamma$ -stimulated MC38 cells and BMDCs treated with free NLG919 or IDO1-NP ( $n = 3$ ). **(C)** qRT-PCR analysis showing upregulation of *IDO1* mRNA in tumor or immune cells ( $n = 3$ ). **(D)** Representative bright-field microscopy images of B16-OVA cells after 24 hours of co-culture with CTLs under different treatment conditions: Untreated, STING-NP, IDO1-NP, FDC, and iBINP. The bottom row shows magnified views of the areas indicated by the boxes in the top row. **(E)** Representative microscopy images of B16F10-OVA tumor cells co-cultured with OVA-specific cytotoxic T lymphocytes (CTLs) after various treatments. Pronounced adhesion of CTLs to tumor cells is observed in STING-NP, FDC, and iBINP-treated groups, indicative of immune recognition. Scale bar, 50  $\mu$ m. **(F)** Flow cytometry gating strategy for the tumor cell killing assay shown in Fig. 4K. Live, single cells were first gated, followed by identification of the CD45-negative tumor cell population to specifically analyze their viability via propidium iodide (PI) staining. Statistical significance was determined by one-way ANOVA with Tukey's multiple comparison test. Data is depicted as the mean  $\pm$  SD. NS, not significant.  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

## Supplemental Figure 5

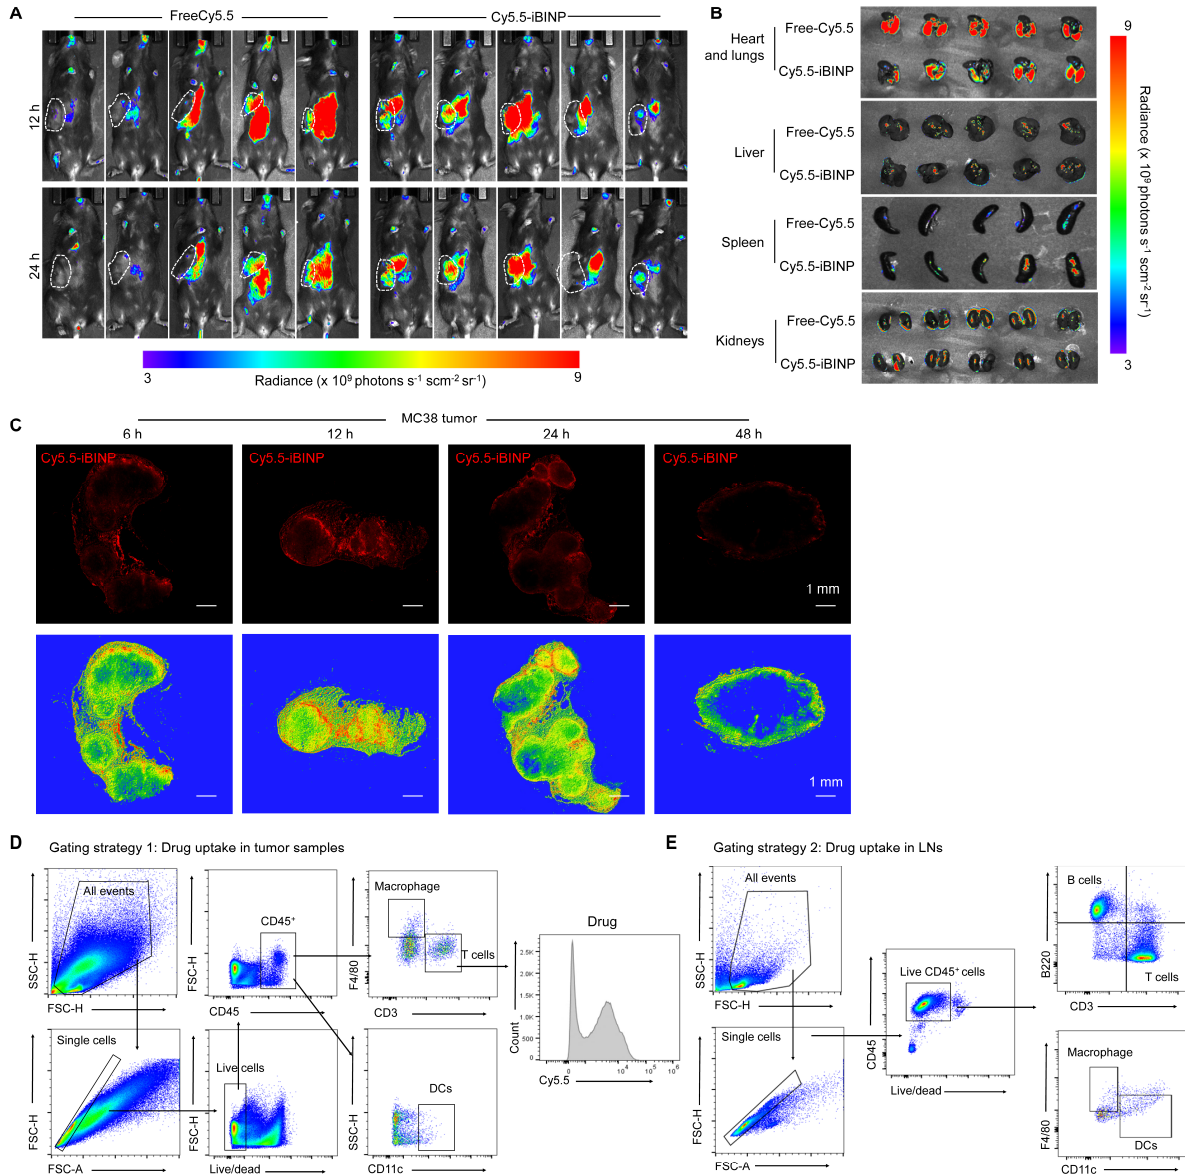

**Supplemental Figure 5. iBPNP enhances tumor accumulation and lymphatic delivery, promoting immune cell targeting, related to figure 5. (A)** In vivo fluorescence imaging of MC38 tumor-bearing mice at 12 and 24 hours after intravenous injection of free Cy5.5 or Cy5.5-labelled nanoplateform (Cy5.5-iBPNP). Tumor regions are outlined with dashed lines ( $n = 5$  mice/group). **(B)** Ex vivo fluorescence imaging of major organs (heart, lungs, liver, spleen, kidneys) harvested from mice 24 hours post-injection, showing the biodistribution of free Cy5.5 versus the nanoplateform ( $n = 5$  mice/group). **(C)** Time-course in vivo fluorescence imaging of MC38 tumors showing sustained accumulation of Cy5.5-iBPNP over 48 h. **(D, E)** Flow cytometry gating strategies used to identify major

immune cell populations and quantify nanoparticle uptake (Cy5.5<sup>+</sup> cells) in dissociated tumors (**D**) and tumor-draining lymph nodes (LNs) (**E**). Cell populations include tumor cells (CD45<sup>-</sup>), T cells (CD45<sup>+</sup>CD3<sup>+</sup>), macrophages (CD45<sup>+</sup>F4/80<sup>+</sup>), dendritic cells (CD45<sup>+</sup>CD11c<sup>+</sup>), and B cells (CD45<sup>+</sup>B220<sup>+</sup>).

### Supplemental Figure 6

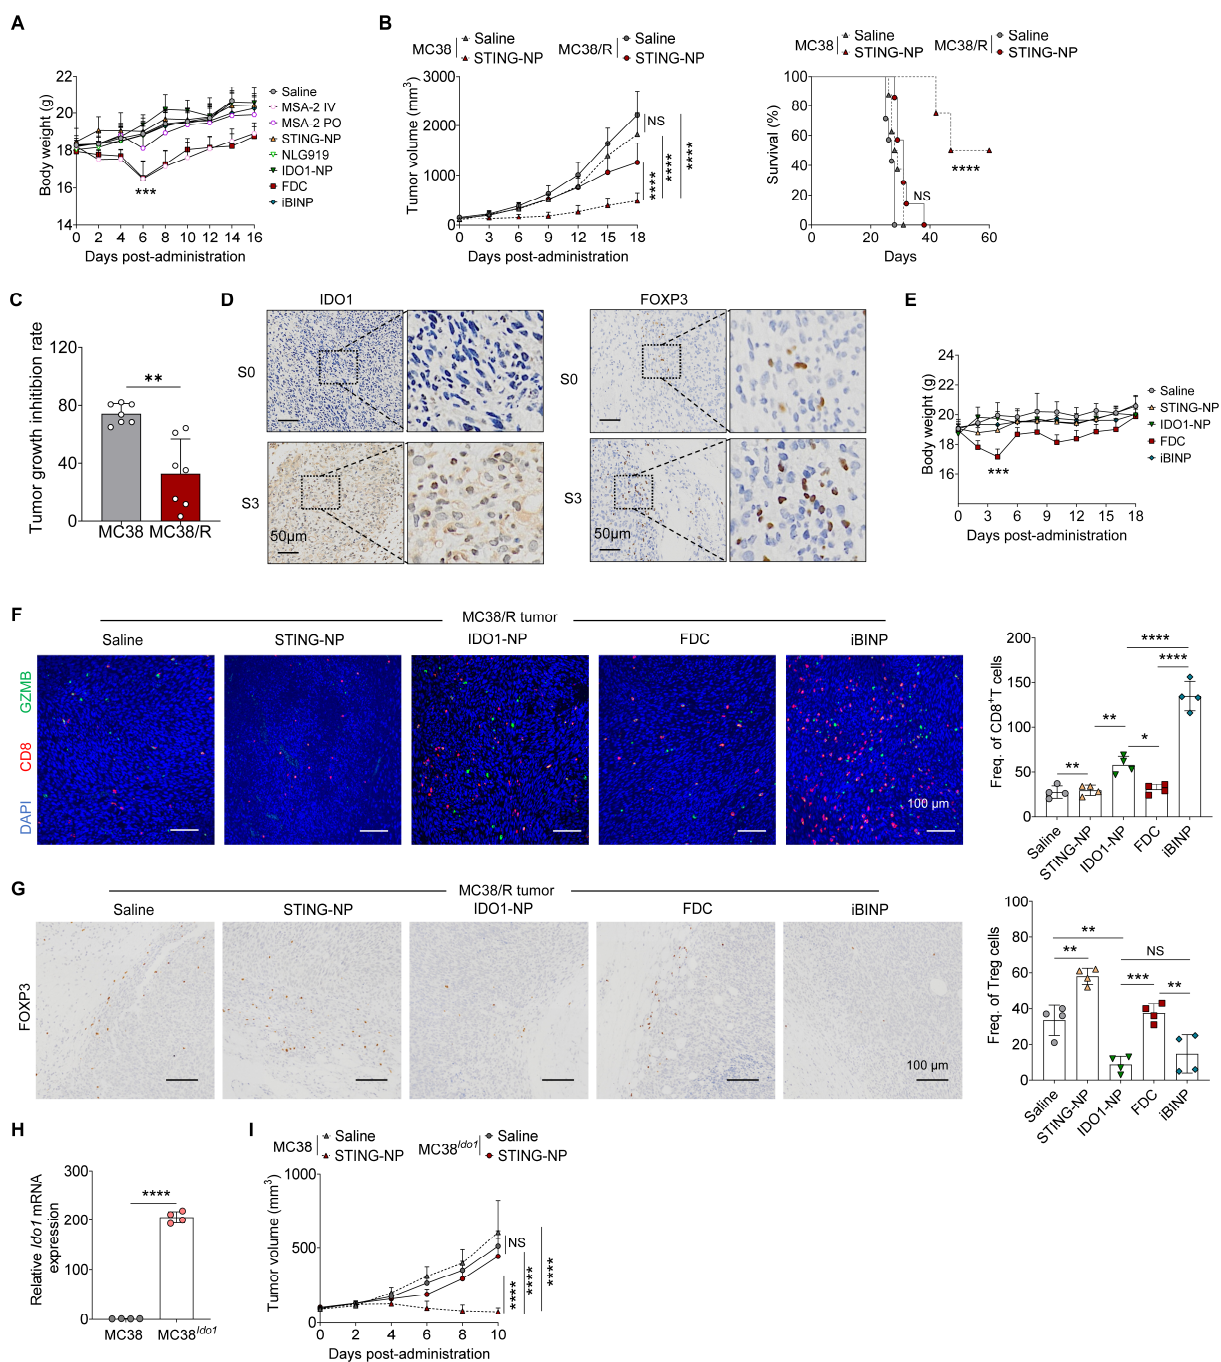

---

**Supplemental Figure 6. iBINP overcomes acquired resistance to STING monotherapy by targeting the IDO1 feedback loop, related to figure 6. (A)** Body weight of mice bearing MC38 tumors during treatment with various formulations, including Saline, free STING agonist (MSA-2, p.o. or i.v.), free IDO inhibitor (NLG919), single-drug nanoparticles (STING-NP, IDO1-NP), a free drug combination (FDC), and the integrated nanoplatform (iBINP) ( $n = 8$  mice/group). **(B)** Tumor growth curves **(B)** and survival analysis of mice bearing MC38 tumors treated with Saline or STING-NP ( $n = 8$  for parental MC38 tumors;  $n = 7$  for MC38 tumors). **(C)** Tumor growth inhibition rates in parental MC38 tumors versus MC38/R tumors. **(D)** Immunohistochemistry (IHC) staining showing a progressive increase in IDO1 expression and FOXP3<sup>+</sup> Treg infiltration in successive generations (S0 to S3) of STING-agonist resistant tumors. Scale bar, 50  $\mu$ m. **(E)** Body weight of mice bearing MC38/R tumors during treatment ( $n = 7$  for Saline and STING-NP;  $n = 8$  for other groups). **(F)** Representative immunofluorescence images and quantification of intratumoral CD8<sup>+</sup> T cells (green) and granzyme B (GZMB, red) expression in MC38/R tumors from different treatment groups. Shown are representative lower-magnification images corresponding to the higher-magnification fields presented in Figure. 6I. Nuclei were stained with DAPI (blue) ( $n = 4$ ). Scale bar, 100  $\mu$ m. **(G)** Representative immunohistochemistry images and quantification of intratumoral FOXP3<sup>+</sup> regulatory T cells (Tregs) in MC38/R tumors ( $n = 4$ ). **(H)** Verification of the overexpressing of *Ido1* mRNA in MC38<sup>Ido1</sup> cell line. **(I)** Tumor growth curves of mice bearing MC38 or MC38<sup>Ido1</sup> Tumors treated with Saline or STING-NP ( $n = 4$  mice/group). Data are presented as mean  $\pm$  SD. Statistical analysis by two-way ANOVA with Turkey's multiple comparisons test (A, B, E, G, I), log-rank test (B), one-way ANOVA with Turkey's multiple comparisons test (F, G), or Student's t test (C, H). NS, not significant, \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

## Supplemental Figure 7

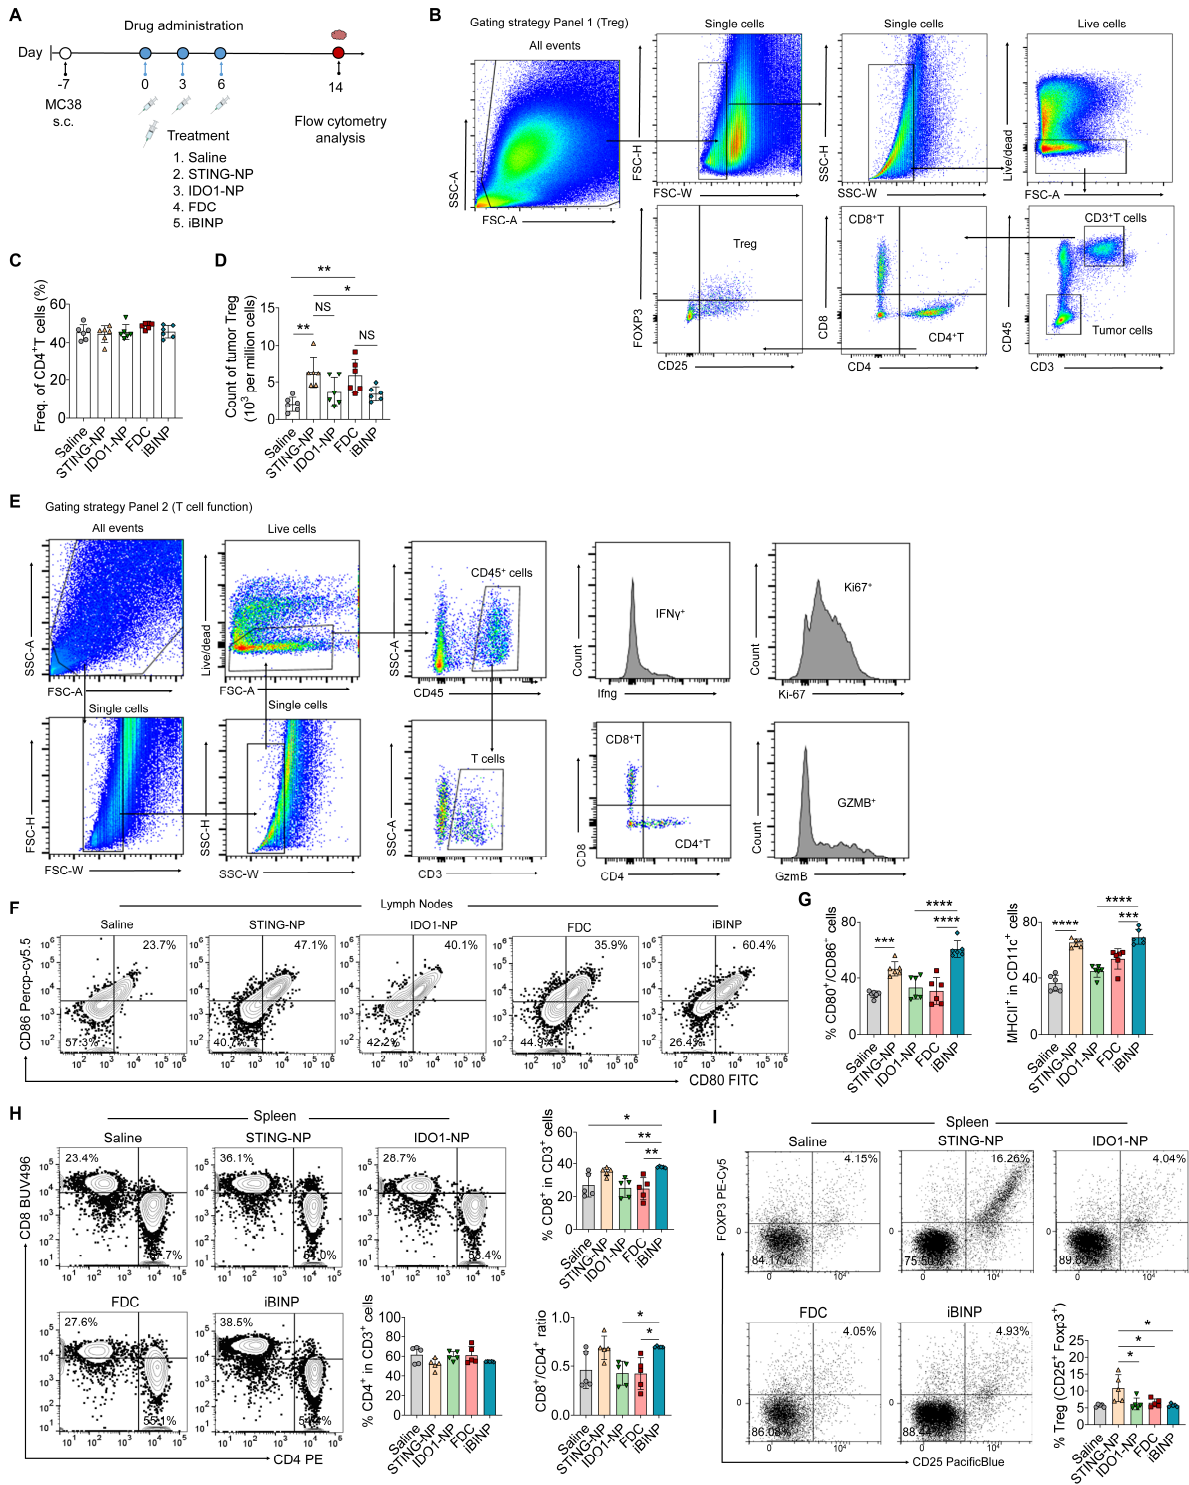

**Supplemental Figure 7. iBINP reshapes the tumor immune microenvironment by promoting a robust cytotoxic T cell response, related to figure 7. (A)** Schematic of the treatment and analysis schedule for the subcutaneous MC38 tumor model. Mice were treated with Saline, STING-NP, IDO1-NP, FDC, or iBINP. **(B)** Representative flow cytometry gating strategy for identifying intratumoral

---

regulatory T cells (Tregs; CD3<sup>+</sup>CD4<sup>+</sup>CD25<sup>+</sup>FOXP3<sup>+</sup>). Live single cells were sequentially gated to identify the target population. **(C)** Quantification of the frequency of CD4<sup>+</sup> T cells within the CD3<sup>+</sup> T cell population in MC38 tumors (*n* = 6 mice/group). **(D)** Quantification of the absolute number of Tregs per million cells within tumors from treated mice (*n* = 6 mice/group). **(E)** Representative gating strategy for analyzing T cell function. Live, single CD45<sup>+</sup> immune cells were gated for CD3<sup>+</sup> T cells, which were further subdivided into CD4<sup>+</sup> and CD8<sup>+</sup> populations for analysis of interferon- $\gamma$  (IFN $\gamma$ ), Ki67, and granzyme B (GZMB) expression. **(F, G)** Flow cytometric analysis showing the expression of co-stimulatory markers CD80/CD86 **(F)** and MHC-II **(G)** on dendritic cells (CD11c<sup>+</sup>) from tumor-draining LNs (*n* = 6 mice/group). **(H)** Representative plots show CD4<sup>+</sup> and CD8<sup>+</sup> T cell populations gated on live CD3<sup>+</sup> cells. Bar graphs show quantification of their respective frequencies and the overall CD8<sup>+</sup>/CD4<sup>+</sup> ratio (*n* = 5 mice/group). **(I)** Analysis of splenic Tregs. Representative plots and quantification of the frequency of Tregs (CD25<sup>+</sup>FOXP3<sup>+</sup>) within the CD4<sup>+</sup> T cell gate (*n* = 5 mice/group). Data are presented as mean  $\pm$ SD. Statistical significance was determined by one-way ANOVA with Tukey's multiple comparison test. NS, not significant. *P* < 0.05, \*\* *P* < 0.01, \*\*\* *P* < 0.001, \*\*\*\* *P* < 0.0001.

**A**

Lung

Saline STING-NP IDO1-NP FDC iBINP

H&E

2 mm

**B**

TDLN

Saline STING-NP IDO1-NP FDC iBINP

H&E

1 mm

**C**

Colon

Saline FDC iBINP Healthy

1 2 3 4 5 6 7 8

**D**

Healthy Saline FDC iBINP

H&E

1 mm

50 μm

**E**

Healthy Saline FDC iBINP

K67

1 mm

50 μm

**F**

Healthy Saline FDC iBINP

IDO1

1 mm

50 μm

**G**

Healthy Saline FDC iBINP

CD8 /DAPI

FOXP3 /DAPI

50 μm

**H**

Frequency of CD8<sup>+</sup>T cells

Frequency of Tregs

NS NS NS NS NS \*\* NS NS

Healthy Saline FDC iBINP

13

indicates upregulated expression at the tumor site. **(G)** Representative immunofluorescence images following co-staining of sections of colon obtained from mice of each treatment group for CD8 and FOXP3 (red) and DAPI (blue). **(H)** Quantification of the frequency of CD8<sup>+</sup> T cells and Tregs in the colons of different groups based on immunofluorescence staining ( $n = 3$ ). Data is presented as the mean  $\pm$  SD. One-way ANOVA was employed for statistical analysis. NS, not significant. \*\*  $P < 0.01$ . Scale bar is 1 mm (E, F, G, top panel) and 50  $\mu$ m (E, F, G bottom panel, and H).

### Supplemental Figure 9

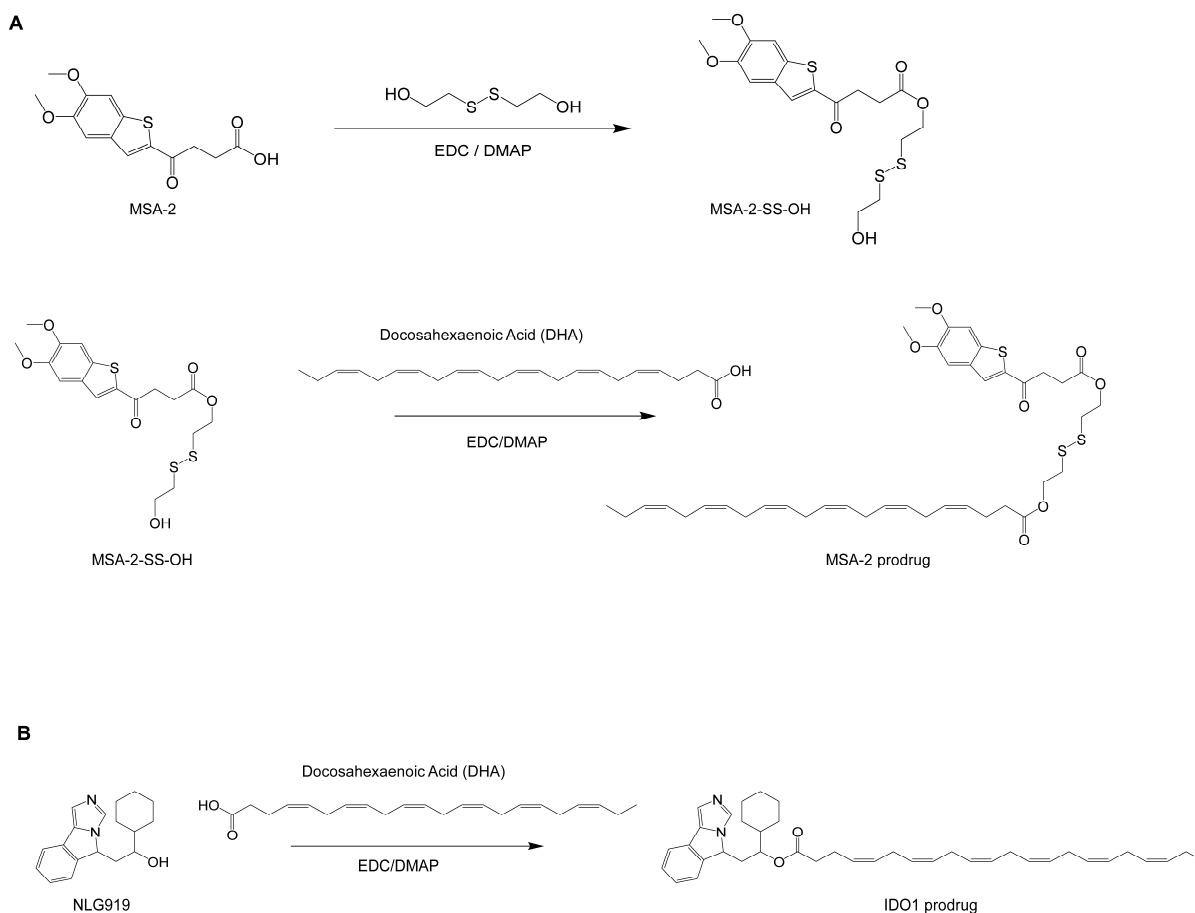

**Supplemental Figure 9. Synthesis scheme of MSA-2 and IDO1 inhibitor prodrugs.** **(A, B)** Two-step chemical synthesis route for the MSA-2 prodrug **(A)** and the NLG919 prodrug **(B)**. The parent drug is first conjugated with a disulfide linker (for MSA-2) or directly prepared for esterification. In the second step, the intermediate is reacted with docosahexaenoic acid (DHA) via an ester bond using EDC/DMAP as coupling agents to yield the final amphiphilic prodrug capable of self-assembly.

---

## ***Supplemental materials and methods***

### ***Animals***

Female BALB/c and male or female C57BL/6 mice (6-8 weeks) were sourced from the Laboratory Animal Center of Hangzhou Medical College (Hangzhou, China). The animal facility maintained a specific pathogen-free (SPF) environment with a 12/12 h light/dark cycle, a temperature of 23–26 °C, and humidity between 40–60%. In compliance with institutional animal ethics guidelines and welfare regulations, mice were humanely euthanized by CO<sub>2</sub> inhalation once they reached the experimental endpoints approved by institutional animal ethics committee.

### ***Materials***

BD Pharmingen™ PI Staining Buffer (550825) was purchased from BD Biosciences. Hieff Trans® Universal Transfection Reagent (40808ES03) was purchased from Yeasen Biotechnology Co., Ltd. D-Luciferin, Potassium Salt D (Yeasten, 40902ES03) was used for in vivo imaging.

### ***Antibodies***

For Western Blotting assay, anti-IRF3 rabbit mAb (D83B9, #4302), anti-phospho-IRF3 (Ser396) rabbit mAb (4D4G, #4947), anti-TBK1 rabbit mAb (D1B4, #3504), anti-phospho-TBK1 (Ser172) rabbit mAb (D52C2, #5483) and anti-β-actin mouse mAb (8H10D10, #3700) were used and purchased from Cell Signaling Technology (USA). Anti-IDO1 rabbit mAb (EPR28349-89, ab311847) were used and purchased from Abcam.

For Flow cytometry assay, APC anti-mouse CD45 (30-F11, Biolegend, 103112), BUV395 Rat Anti-Mouse CD45(30-F11, BD Biosciences, 564279), PE/Cy7 anti-mouse CD11c (N418, Biolegend, 117318), FITC anti-mouse CD80 (16-10A1, Biolegend, 104706), Percp/Cy5.5 anti-mouse CD86 (GL-1, Biolegend, 105028) and Brilliant Violet 421 anti-mouse I-A/I-E (M5/114.15.2, Biolegend, 107632). FITC anti-mouse CD3 (17A2, Biolegend, 100228), BUV661 anti-mouse CD4 (GK1.5, BD Biosciences, 612974), PE anti-mouse CD4(H129.19, Biolegend, 130310), BUV496 anti-mouse CD8a (53-6.7, BD Biosciences, 750024), PE/Cyanine7 anti-mouse CD8a (53-6.7, Biolegend, 100722), PE/Cy5 anti-mouse FOXP3 (FJK-16s, eBioscience™, 15-5773-80), Brilliant Violet 421 anti-mouse CD25 (A18246A, Biolegend, 113705), Brilliant Violet 605™ anti-mouse CD25 antibody (PC61, Biolegend, 102036),

---

BV421 anti-mouse Ki67 (16A8, Biolegend, 652411), BV421 anti-mouse FOXP3 (MF-14, Biolegend, 126419), APC anti-human/mouse Granzyme B (QA16A02, Biolegend, 372203), PE/Cyanine7 anti-mouse IFN $\gamma$  (XMG1.2, Biolegend, 505826), Alexa Fluor® 647 anti-IDO1 (2E2/IDO1, Biolegend, 654003) and Zombie Aqua™ Fixable Viability Kit (Biolegend, 423102) were used for cell staining. For intracellular staining of FOXP3, Granzyme B, IFN $\gamma$ , and Ki67, cells were fixed and permeabilized using a FOXP3/Transcription factor staining buffer set (eBioscience™, 00-5523-00) according to the manufacturer's protocol prior to antibody incubation.

### ***Characterization***

All reactions were performed in a dry atmosphere. Thin layer chromatography (TLC) was performed on silica gel 60 F254 precoated aluminum sheets (Merck) and visualized using fluorescence quenching. Chromatographic purification was performed using flash column chromatography on silica gel (neutral, Qingdao Haiyang Chemical Co., Ltd). <sup>1</sup>H nuclear magnetic resonance (NMR) spectra were recorded on a Bruker 400 spectrometer (Bruker BioSpin Corporation, USA) at 400 MHz in CDCl<sub>3</sub> or DMSO-d<sub>6</sub>. Chemical shifts were calibrated to the residual solvent peak or tetramethylsilane (= 0 ppm). High-resolution mass spectrometry (HRMS)-ESI was performed using an AB TripleTOF 5600 plus System (AB SCIEX, Framingham, USA). UV absorption spectra were recorded with a UV-vis spectrometer (Shimadzu, UV-2700). Reverse-phase high performance liquid chromatography (RP-HPLC) was conducted using a Hitachi Chromaster 5000 system (Hitachi, Japan) with a YMC-Pack ODS-A column (5  $\mu$ m, 250  $\times$  4.6 mm). All HPLC runs used linear gradients of acetonitrile (solvent A) and water (solvent B) containing 0.1% trifluoroacetic acid (TFA, TCI, T0431).

### ***Synthesis of MSA-2***

Succinic anhydride (3.1 g, 30.9 mmol) and aluminum trichloride (2.7 g, 20.6 mmol) were dissolved in dichloromethane (DCM, 10 mL) and stirred at 0°C for 1 h. Subsequently, 5,6-dimethoxybenzo[b]thiophene (2.0 g, 10.3 mmol) dissolved in 40 mL of DCM was added dropwise to the reaction solution over 30 minutes. The reaction mixture was then stirred at 45°C for 6 hours. Upon confirming the completion of the reaction via TLC, the reaction mixture was poured into ice water and the solution pH was adjusted to 10 with sodium hydroxide. The filtrate obtained through filtration was further acidified to pH 2 with concentrated hydrochloric acid. The desired product precipitated as a

---

solid, which was collected by filtration. Finally, the precipitate was washed with water and DCM to yield a solid product (2.6 g, 85.6%).

### ***Synthesis of MSA-2-SS-OH***

To a solution of MSA-2 (200 mg, 0.68 mmol, 1.0 eq) in dry dichloromethane (DCM, 5 mL) was added 2,2'-DITHIODIETHANOL (157.2 mg, 1.0 mmol, 1.5 eq), 4-dimethylaminopyridine (DMAP) (166.2 mg, 1.4 mmol, 2.0 eq) and 1-(3-dimethylaminopropyl)-3-ethylcarbodiimide (EDC) (211 mg, 1.4 mmol, 2.0 eq). The reaction mixture was stirred at 45°C for 4 h and the solvent was removed by evaporation. The residue was dissolved in DCM and washed with 5% citric acid, saturated NaHCO<sub>3</sub> and brine. The organic layer was dried over anhydrous Na<sub>2</sub>SO<sub>4</sub>, filtered, and evaporated under vacuum. The crude product was further purified by flash column chromatography on silica gel (DCM: methanol = 20:1) to afford the MSA-2-SS-OH as a pink solid (212 mg, 72.4%).

<sup>1</sup>H NMR (400 MHz, CDCl<sub>3</sub>) δ 7.90 (s, 1H), 7.25 (s, 2H), 4.40 (t, J = 6.0 Hz, 2H), 3.98 (s, 3H), 3.96 (s, 3H), 3.90 (t, J = 8.0 Hz, 2H), 3.34 (t, J = 6.0 Hz, 2H), 2.94 (t, J = 6.0 Hz, 2H), 2.88 (t, J = 6.0 Hz, 2H), 2.81 (t, J = 6.6 Hz, 2H).

### ***Synthesis of MSA-2 prodrug***

To a solution of MSA-2-SS-OH (300 mg, 0.70 mmol, 1.2 eq) in dry dichloromethane (DCM, 5 mL) was added DHA (190.8 mg, 0.58 mmol, 1.0 eq), DMAP (106.2 mg, 0.87 mmol, 1.5 eq) and EDC (135 mg, 0.87 mmol, 1.5 eq). The reaction mixture was stirred at 45°C for 4 h and the solvent was removed by evaporation. The residue was dissolved in DCM and washed with 5% citric acid, saturated NaHCO<sub>3</sub> and brine. The organic layer was dried over anhydrous Na<sub>2</sub>SO<sub>4</sub>, filtered, and evaporated under vacuum. The crude product was further purified by flash column chromatography on silica gel (DCM: methanol = 15:1) to afford the MSA-2-SS-OH as an orange solid (300 mg, 68%).

<sup>1</sup>H NMR (400 MHz, CDCl<sub>3</sub>) δ 7.89 (s, 1H), 7.25 (s, 2H), 5.45 - 5.27 (m, 12H), 4.36 (dt, J = 14.0, 6.0 Hz, 4H), 3.98 (s, 3H), 3.96 (s, 3H), 3.33 (t, J = 6.0 Hz, 2H), 2.93 (td, J = 6.0, 4.0 Hz, 4H), 2.83 (m, 12H), 2.39 (d, J = 4.0 Hz, 4H), 2.07 (m, 2H), 0.97 (t, J = 8.0 Hz, 3H).

### ***Synthesis of NLG919 prodrug***

---

To a solution of NLG919 (160 mg, 0.57 mmol, 1.0 eq) in dry DCM (5 mL) was added DHA (223.2 mg, 0.70 mmol, 1.2 eq), DMAP (104 mg, 0.85 mmol, 1.5 eq) and EDC (132 mg, 0.85 mmol, 1.2 eq). The reaction mixture was stirred at 45°C overnight and the solvent was removed by evaporation. The residue was dissolved in DCM and washed with 5% citric acid, saturated NaHCO<sub>3</sub> and brine. The organic layer was dried over anhydrous Na<sub>2</sub>SO<sub>4</sub>, filtered, and evaporated under vacuum. The crude product was further purified by flash column chromatography on silica gel (DCM: methanol = 10:1) to afford the NLG919 prodrug as an orange solid (188 mg, 61.7%).

<sup>1</sup>H NMR (400 MHz, CDCl<sub>3</sub>) δ 7.71 (s, 1H), 7.54 (dd, J = 8.0, 4.0 Hz, 2H), 7.36 (t, J = 8.0 Hz, 1H), 7.24 (dd, J = 8.0, 2.0 Hz, 1H), 7.17 (s, 1H), 5.45 - 5.26 (m, 12H), 5.12 - 5.01 (m, 2H), 2.88 - 2.79 (m, 10H), 2.45 - 2.19 (m, 6H), 2.15 - 2.02 (m, 3H), 1.72 - 1.68 (m, 2H), 1.66 - 1.62 (m, 3H), 1.50 - 1.43 (m, 1H), 1.22 - 1.06 (m, 4H), 0.96 (t, J = 8.0 Hz, 3H).

### ***Characterization of Nanoparticles***

To assess particle size distribution and zeta potential, nanoparticles were diluted in PBS and analyzed using a Malvern Nano ZS instrument (Malvern Panalytical, UK). For transmission electron microscopy (TEM), particles were deposited onto a carbon film-coated 200-mesh copper grid (S7), stained with a 2% solution of uranyl acetate for 30 seconds, and observed using a 120 kV Transmission Electron Microscope (TEM, Tecnai G2 Spirit, Thermo FEI). Additionally, the sample was imaged on a Talos F200C microscope (200 kV, Thermo FEI).

### ***Stability of nanoparticles***

The stability of non-PEGylated nanoparticles and Immunomodulatory binary nanoparticles (iBINP) was evaluated in ddH<sub>2</sub>O or PBS supplemented with 10% (v/v) fetal bovine serum (FBS) at 37°C. Dynamic light scattering analysis was employed to monitor changes in particle size and polydispersity index (PDI) for 7 days.

### ***In vitro drug release kinetics of nanoparticles***

The in vitro release of MSA-2 and NLG919, both in the presence and absence of Dithiothreitol (DTT, 10 mM) and porcine liver esterase (PLE, 15 U/L), was assessed via HPLC analysis. Nanoparticles containing approximately 5% drug loading (0.1 mg/mL MSA-2 and NLG919 equivalent concentration)

---

in phosphate-buffered saline (PBS) solutions were prepared, including PBS alone, PBS containing 10 mM DTT and 15 U/mL PLE. These nanoparticle solutions were then loaded into dialysis bags (Spectrum, molecular weight cutoff of 3.5 kDa) and dialyzed against PBS (pH 7.4) supplemented with 0.4% Tween-80 to simulate physiological conditions and facilitate drug release. The dialysis bags were incubated in an orbital shaking water bath at 37°C, with continuous shaking. At specified time intervals, aliquots of the releasing buffer were collected, and the total amount of released drugs was determined using analytical RP-HPLC. The RP-HPLC system employed acetonitrile/water as the mobile phase at a flow rate of 1.0 mL/min, with UV detection performed at wavelengths of 326 nm for MSA-2 and 220 nm for NLG919. The quantities of released compounds were calculated by generating standard curves.

### ***Cytotoxic T Lymphocyte (CTL) Killing Assay***

To generate antigen-specific CTLs, BMDCs from wild type C57BL/6 mice and splenocytes from OVA peptide (GenScript, RP10611) pulsed C57BL/6 mice were harvested and then cultured in the presence of 20 IU/mL of IL-2 (Abclonal, RP01384) for 2 days. The stimulated splenocytes and BMDCs were then co-cultured with B16F10-OVA cells at an effector-to-target ratio of 20:5:1. The BMDCs cells had been pre-treated with various drug formulations (STING-NP, IDO1-NP, FDC, or iBINP) for 24 h. After 48 h of co-culture, the cytotoxic activity was assessed. For the LDH release assay, the culture supernatant was collected, and LDH activity was measured using an LDH Cytotoxicity Assay Kit (Yeasen, 40209ES76) according to the manufacturer's protocol. The viability of the remaining tumor cells was evaluated using the CCK-8 assay (MCE, HY-K0301) and quantified by a microplate reader (Multiskan FC, Thermo Scientific) at 450 nm.

To precisely quantify cancer cell-specific death induced by CTLs, we employed a refined flow cytometry analysis. In this co-culture experiment, B16-OVA tumor cells were mixed with immune cells. To accurately distinguish between these two cell types and specifically assess the viability of the cancer cells, we utilized two key markers: CD45 and Propidium Iodide (PI). Samples were analyzed on a flow cytometer (CytoFlex LX, Beckman). Following gating on single cells, the tumor cell population was identified by gating on CD45-negative cells. The percentage of dead tumor cells was then quantified as the frequency of PI-positive cells within this CD45-negative gate.

### ***Confocal Laser Scanning Microscopy (CLSM)***

---

The cellular uptake and intracellular trafficking of nanoparticles were visualized by CLSM (Olympus, IX83-FV3000). MC38 cells or BMDCs were seeded onto glass-bottom dishes. The cells were then incubated with Dil-labeled iBINP (Yeasen, 710052ES10) at a final Dil concentration equivalent to 100 nM for 1, 4, or 8 h. After incubation, the cells were washed with PBS and stained with LysoTracker Green (Beyotime, C1047S) for 30 min to label lysosomes and Hoechst 33342 (Beyotime, C1029) for 15 min to label nuclei. After a final wash with PBS, the cells were imaged using a confocal laser scanning microscope. The red fluorescence signal represented nanoparticles, green for lysosomes, and blue for nuclei.

### ***In vivo Imaging and Biodistribution Analysis***

To evaluate the in vivo biodistribution and tumor-targeting capability of the nanoplatform, MC38 tumor-bearing C57BL/6 mice were injected intravenously with 100  $\mu$ L of free Cy5.5 dye (lumiprobe, 670C0) or Cy5.5-labeled iBINP (at an equivalent Cy5.5 dose, 1 mg/kg) in PBS. In vivo near-infrared fluorescence (NIRF) imaging was performed at predetermined time points using an IVIS imaging system. At 24 hours post-injection, mice were euthanized, and major organs (heart, lungs, liver, spleen, kidneys) and tumors were excised for ex vivo imaging. Tissues were washed in 1 $\times$  PBS and transferred to the imaging stage. Fluorescence was measured as average radiant efficiency, and regions of interest (ROIs) were drawn manually over the tumors and organs to quantify the signal using Living Image software.

### ***Cellular Uptake Analysis by Flow Cytometry***

To determine the cellular distribution of the nanoplatform within the tumor microenvironment and draining lymph nodes, tissues were harvested 24 hours post-injection. Tumors and lymph nodes were mechanically dissociated and enzymatically digested to obtain single-cell suspensions. The cells were then stained with a cocktail of fluorescently-labeled antibodies against surface markers, including CD45, CD3, F4/80, and CD11c. Cellular uptake of the Cy5.5-labeled nanoparticles was quantified by measuring the geometric mean fluorescence intensity (gMFI) of the Cy5.5 signal within specific cell populations using a flow cytometer (CytoFLEX LX, Beckman). The gating strategy involved first identifying live, single cells, followed by gating on CD45<sup>+</sup> immune cells, which were further subdivided

---

into T cells (CD3<sup>+</sup>), macrophages (F4/80<sup>+</sup>), and dendritic cells (DCs; CD11c<sup>+</sup>). CD45<sup>-</sup> cells were identified as tumor cells.

### ***Evaluation of immunoregulatory activity in tumor-bearing mice***

Mice were subcutaneously injected with MC38 cells ( $5 \times 10^6$  cells) into the right flank. Once tumors reached sizes of approximately 100 mm<sup>3</sup>, the mice were randomly divided into five groups (n = 5-6 per group). Treatment consisted of three intravenous injections of STING-NP, IDO1-NP, and iBINP, each containing an MSA-2 dose of 30 mg/kg and NLG919 dose of 10 mg/kg, administered on days 0, 3, and 6. Free MSA-2/NLG919 was used for comparison. Following treatment, mice were euthanized, and tumors, spleens, blood, and tumor-draining lymph nodes (TDLNs) were collected. For flow cytometric analysis, tumors were dissociated using scissors and digested in a solution containing 10 U/mL Deoxyribonuclease I (DNase I, Sigma-Aldrich, 260913) and 1 mg/mL Collagenase IV (Sigma-Aldrich, C5138) in RPMI 1640 media for 30 min at 37 °C. After digestion, tissues were lysed, strained through a 70 µm cell strainer (Biosharp, BS-70-XBS), and diluted to a concentration of  $2 \times 10^7$  cells/mL in PBS containing 2% fetal bovine serum (FBS) for staining with fluorescent antibodies. A volume of 100 µl of cell suspension for each flow test was transferred into a tube and treated with TruStain FcX (Biolegend, 101320) according to the manufacturer's instructions. Samples were then stained with several panels of antibodies, cells were washed twice, suspended in PBS, and analyzed using a CytoFlex LX flow cytometer, with data analyzed using CytExpert 2.5 software.

### ***Online datasets analysis***

To identify potential differentially expressed genes after STING agonists treatment, we screened genes that may be differentially expressed in mouse tumor models post treatments from the GEO datasets (GSE204825, GSE159825 and GSE134129). A total of 45 overlapped DEGs (FDR < 0.01,  $|\log FC| \geq 1$ ) were detected were identified by intersecting those datasets. For further data analysis, Gene set enrichment analysis (GSEA) GSEA was performed on the normalized data using the GSEA tool (<http://www.broad.mit.edu/gsea/>). The *P* values of the differences between the two gene sets were analyzed with the Kolmogorov–Smirnov test. Tumor Immune Estimation Resource (TIMER 2.0) was used to identify the correlation of the IDO pathway signature gene expression (*Ido1*, *Ido2*, *Tdo2*) with

---

immune infiltration level in COAD. GEO dataset (GSE112876) was used to analyze the cell specific response to IFN $\alpha$  and IFN $\gamma$  in peripheral immunocyte populations in mice.

### **Western Blotting**

Tumor or immune cells were lysed in RIPA buffer (Solarbio, R0010) supplemented with protease (Solarbio, A8260) and phosphatase inhibitors (Solarbio, P1260). Protein concentration was determined using a BCA protein assay kit (Beyotime, P0012). Equal amounts of protein (20-30  $\mu$ g) per sample were separated by SDS-PAGE and transferred onto polyvinylidene difluoride (PVDF, Abclonal, RM00018) membranes. The membranes were blocked with 5% non-fat milk (Beyotime, P0216) in Tris-buffered saline (Solarbio, T1080) with Tween 20 (Servicebio, GC204002) for 1 h at room temperature, followed by incubation with primary antibodies overnight at 4°C. The primary antibodies used were against IDO1, TBK1, p-TBK1, IRF3, p-IRF3, and  $\beta$ -actin. After washing with TBST, the membranes were incubated with HRP-conjugated secondary antibodies for 1 h at room temperature. The protein bands were visualized using an enhanced chemiluminescence (ECL, Abclonal, RM00021P) detection system and imaged with a chemiluminescence imaging system (ChemiDoc MP, Bio-Rad).

### **RNA Extraction and Quantitative Real-time PCR (qPCR)**

To evaluate the impact of each nanoparticle on the IFN-I response, we seeded  $5 \times 10^5$  BMDCs per well in 12-well plates. Free drugs or different prodrugs were added at the indicated concentrations of MSA-2/NLG919 for 8 h of incubation. Total RNA from BMDCs was extracted using RNA isolater Total RNA Extraction Reagent (Vazyme, R401) and used to synthesize first-strand cDNA with HiScript II One Step RT-PCR Kit (Vazyme, P611) following the manufacturer's instructions. Quantitative RT-PCR was performed using ChamQ Universal SYBR qPCR Master Mix (Vazyme, Q711) on a LightCycler 480 II (Roche).  $\beta$ -actin was employed as an endogenous normalization control to obtain relative expression data. The primer sequences are listed as follows:

|                    |         |                                 |
|--------------------|---------|---------------------------------|
| Mouse <i>Ifnb1</i> | Forward | '5-ATGAGTGGTGGTTGCAGGC-3'       |
|                    | Reverse | '5-TGACCTTTCAAATGCAGTAGATTCA-3' |
| Mouse <i>Ifng</i>  | Forward | '5-CAGCAACAGCAAGGCGAAAAAGG-3'   |
|                    | Reverse | '5-TTTCCGCTTCCTGAGGCTGGAT-3'    |

---

|                    |         |                                |
|--------------------|---------|--------------------------------|
| Mouse <i>Il6</i>   | Forward | '5-ACCAGAGGAAATTTTCAATAGGC-3'  |
|                    | Reverse | '5-TGATGCACTTGCAGAAAACA-3'     |
| Mouse <i>Tnf</i>   | Forward | 5-CCTGTAGCCCACGTCGTAG-3        |
|                    | Reverse | 5-GGGAGTAGACAAGGTACAACCC-3     |
| Mouse <i>Actb</i>  | Forward | '5-ACACCCGCCACCAGTTCGC-3'      |
| Mouse <i>Ido1</i>  | Forward | '5-TGGCGTATGTGTGGAACCG-3'      |
|                    | Reverse | '5-CTCGCAGTAGGGAACAGCAA-3'     |
| Human <i>IFNB1</i> | Forward | '5-ACACCCGCCACCAGTTCGC-3'      |
| Human <i>IFNG</i>  | Forward | '5-ATGACCAACAAGTGTCTCCTCC-3'   |
|                    | Reverse | '5-GGAATCCAAGCAAGTTGTAGCTC-3'  |
| Human <i>IL6</i>   | Forward | '5-ACTCACCTCTTCAGAACGAATTG-3'  |
|                    | Reverse | '5-CCATCTTTGGAAGGTTTCAGGTTG-3' |
| Human <i>TNF</i>   | Forward | '5-CCTCTCTCTAATCAGCCCTCTG-3'   |
|                    | Reverse | '5-GAGGACCTGGGAGTAGATGAG-3'    |
| Human <i>ACTB</i>  | Forward | '5-CATGTACGTTGCTATCCAGGC-3'    |
|                    | Reverse | '5-CTCCTTAATGTCACGCACGAT-3'    |
| Human <i>IDO1</i>  | Forward | '5-GCCAGCTTCGAGAAAGAGTTG-3'    |
|                    | Reverse | '5-ATCCCAGAACTAGACGTGCAA-3'    |

### ***Enzyme-Linked Immunosorbent Assay (ELISA)***

The concentrations of various cytokines, including IFN $\beta$  (NOVUSBIO, VAL612), IFN $\gamma$  (NOVUSBIO, VAL607), IL6 (NOVUSBIO, VAL604G), and TNF $\alpha$  (NOVUSBIO, VAL609), in cell culture supernatants or mouse serum were quantified using commercial ELISA kits according to the manufacturer's instructions. Briefly, 96-well plates were coated with capture antibodies overnight. After washing and blocking, samples and standards were added to the wells and incubated for 2 h. Following another wash step, detection antibodies were added. Finally, after incubation with streptavidin-HRP and TMB substrate, the reaction was stopped, and the absorbance at 450 nm was measured using a microplate

---

reader (Multiskan FC, Thermo Scientific). Cytokine concentrations were calculated based on the standard curve.

### ***Histological analysis and immunostaining of paraffin-embedded sections***

For histological analysis, the excised tumors and organs were fixed with 4% paraformaldehyde in phosphate buffer (Solarbio, P1110), embedded in paraffin, and sectioned into 5  $\mu$ m thick slices. The tumor and organ sections were stained with H&E. For immunohistochemical analysis, the paraffin-embedded sections were first dewaxed followed by antigen retrieval. The slices were then placed in a 3% solution of hydrogen peroxide and incubated at room temperature away from light for 25 min. The slides were then placed in phosphate-buffered saline (PBS, pH 7.4) and subjected to three washes of 5 min each on a decolorizing shaking table. The slides were then placed in a 3% solution of bovine serum albumin for 25 min and subsequently incubated with the primary antibodies anti-FOXP3 (Servicebio, GB112325, 1:200) and anti-IDO1 (Abclonal, A12125, 1:200) in a wet box overnight at 4°C. Finally, the slices were counterstained with hematoxylin, dehydrated using an ethanol gradient, cleared using xylene, and finally, mounted in a mounting medium and a cover slip placed. To assess the infiltration of immune cells, the sections were then incubated with anti-CD8a (Cell signaling technology, 98941, 1:200), anti-Granzyme B (Servicebio, GB15092, 1:200), anti-FOXP3 (Servicebio, GB112325, 1:200), and anti-IDO1 (Abclonal, A1614, 1:200) antibodies overnight at 4°C, followed by washes with PBS and labeling with the secondary antibodies Alexa Fluor 488-Labeled Goat Anti-Rabbit IgG (Servicebio, GB25303, 1: 300) or CY3-tagged Goat anti-mouse IgG (Servicebio, GB21303, 1: 300). After washing with PBS, the sections were mounted with 4',6-diamidino-2-phenylindole (DAPI, Servicebio, G1012). Images were acquired at the indicated resolutions using an Olympus VS120 Virtual Slide System.

### ***Generation of *Ido1*-Overexpressing and Knockout Cell Lines***

To generate the IDO1-overexpressing MC38 cell line (MC38<sup>*Ido1*</sup>), the pLV3-CMV-*Ido1*(mouse)-Puro plasmid was purchased from HZREPOBIO (Hangzhou, China). Lentiviral particles were produced by transfecting HEK293T cells and subsequently used to transduce MC38 cells. Following selection with puromycin, stable single-cell clones were isolated and expanded. Successful overexpression of *Ido1*

---

was confirmed by both qPCR and Western Blot analysis. The 4T1 Ido1-knockout cell line (4T1<sup>Ido1-KO</sup>) was commercially constructed by Ubigen Biosciences Co., Ltd. Briefly, the cell line was generated using the CRISPR/Cas9 system, where ribonucleoprotein (RNP) complexes containing Cas9 and a single guide RNA (sgRNA) targeting a key exon of the *Ido1* gene were delivered into 4T1 cells via electroporation. After selection, single-cell clones were obtained by the limited dilution method, and successful knockout was validated by PCR and genomic DNA sequencing. The sgRNA and primers used for CRISPR/Cas9 editing here are designed as G1: TAGGGAACAGCAATATTGCG GGG; Forward: CTAGCTAACATGGTGTCTGTG, Reverse: GTGCTGCAAGTTCGTTGGCC.

# Supplementary material for: Targeting STING-induced immune evasion with nanoparticulate binary pharmacology improves tumor control in mice
**Source:** J Clin Invest. 2025 Oct 23;135(24):e192397. doi: 10.1172/JCI192397

## Full unedited blot for Figure 2K

**Figure 2K**

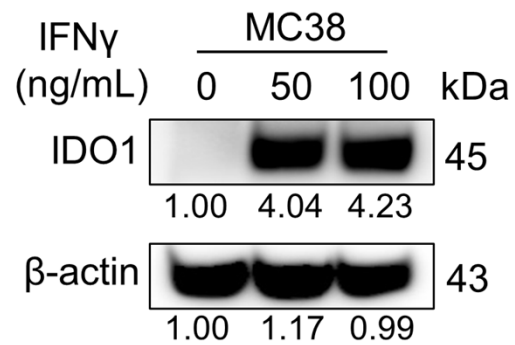

Fig. 2K, IDO1

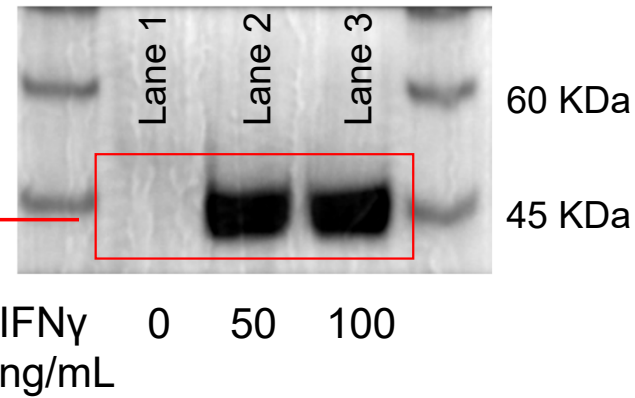

Fig. 2K,  $\beta$ -actin

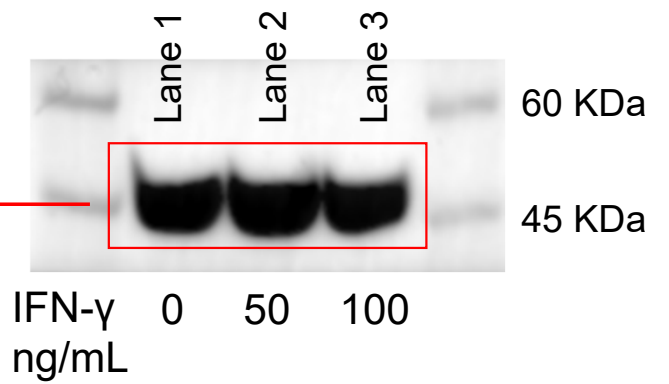

### Full unedited blot for Figure 2N

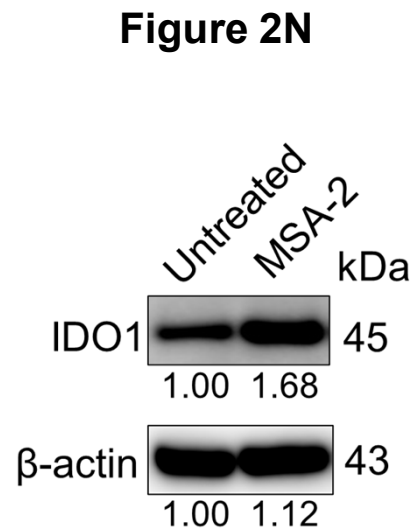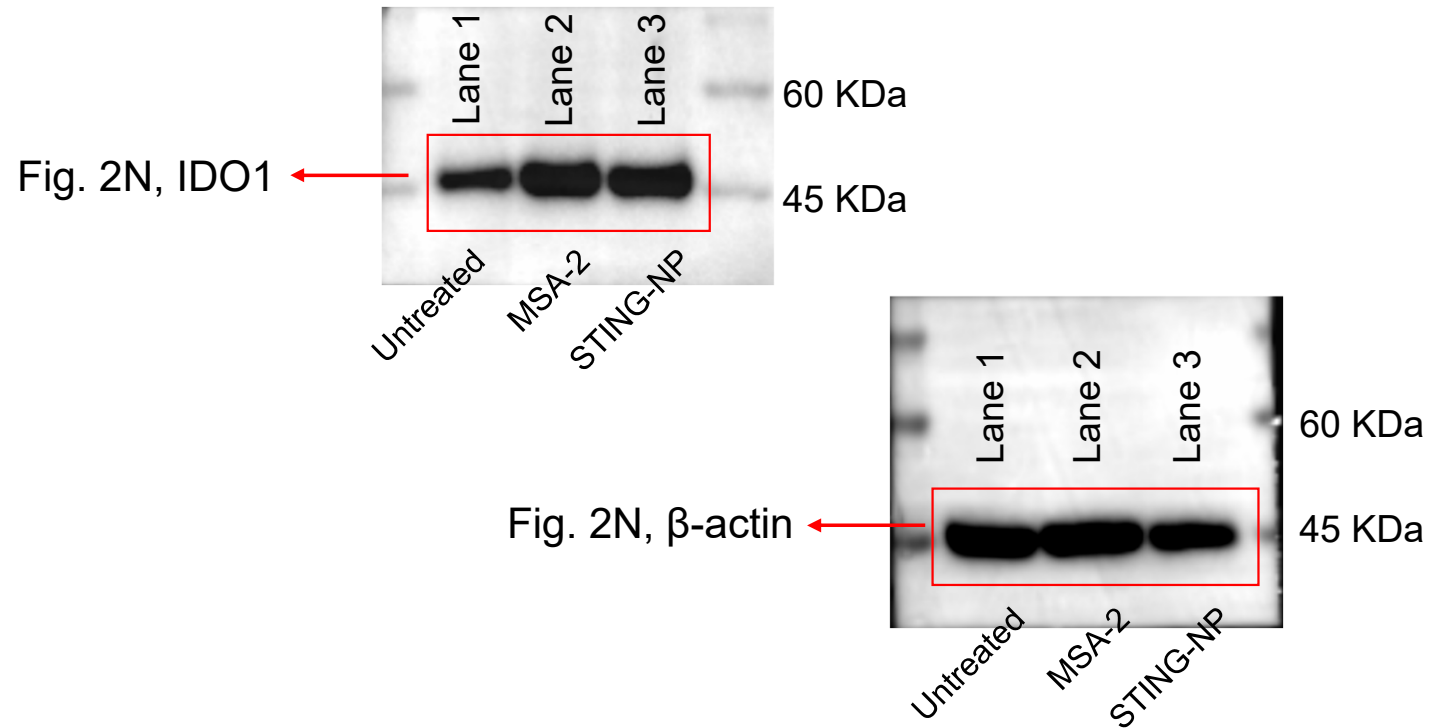

**Full, uncropped blot related to Figure 2N.** The blot shows the full image for the western blot presented in Figure 2N. The lane 3, corresponding to the STING-NP treatment group, was not included in the main figure to maintain narrative consistency with the main text, as the STING-NP group is introduced later in the manuscript.

**Figure 4G**

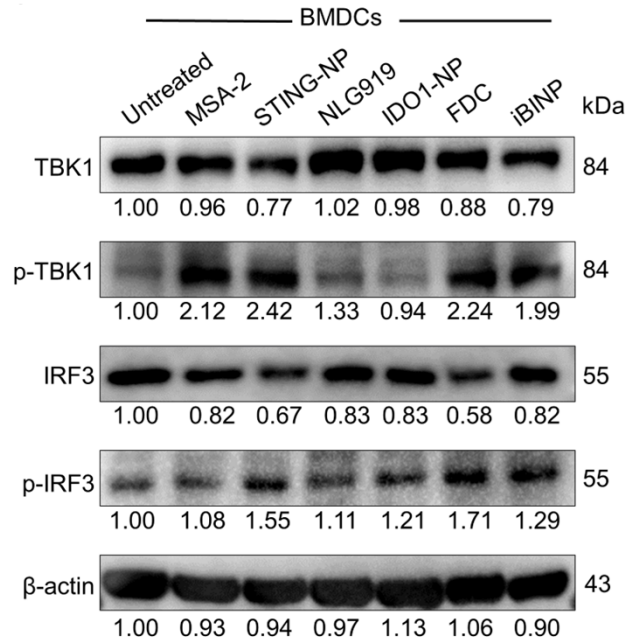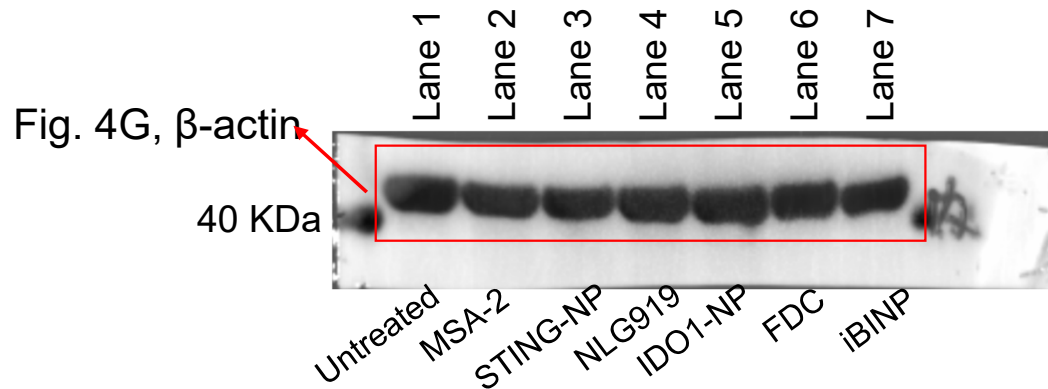

**Full unedited blot for Figure 4G part 1**

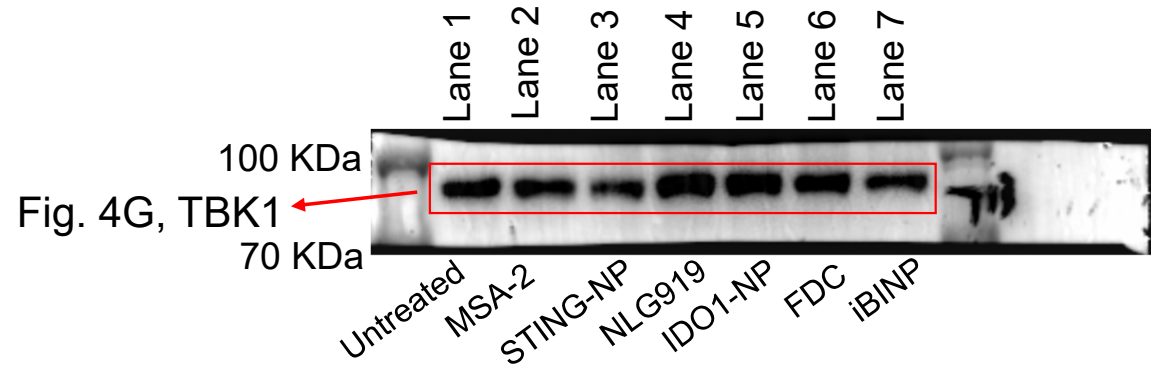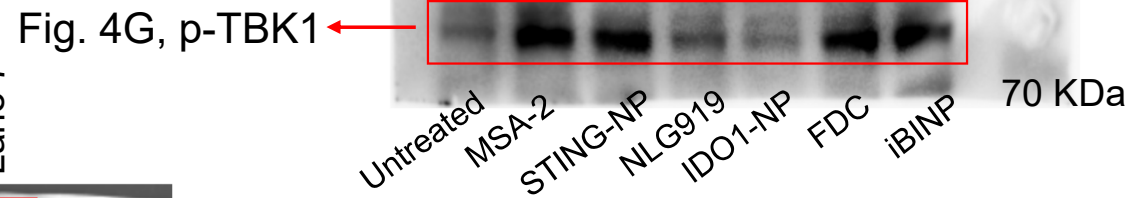

## Full unedited blot for Figure 4G part 2

**Figure 4G**

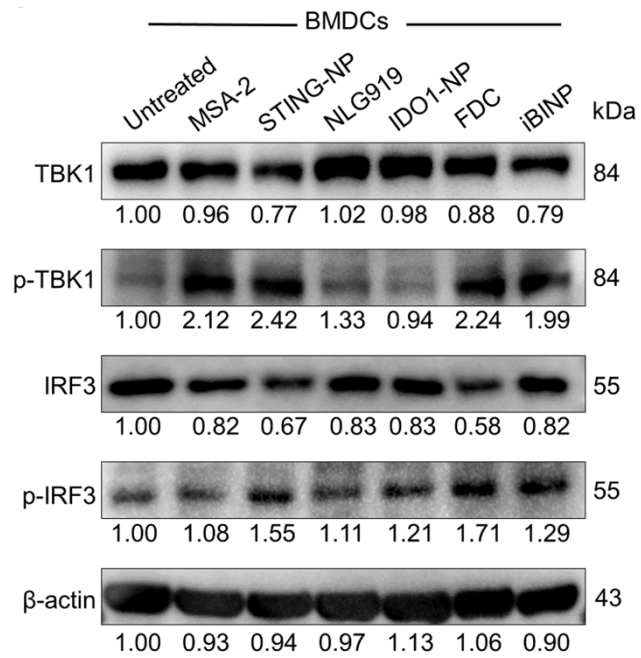

Fig. 4G, IRF3

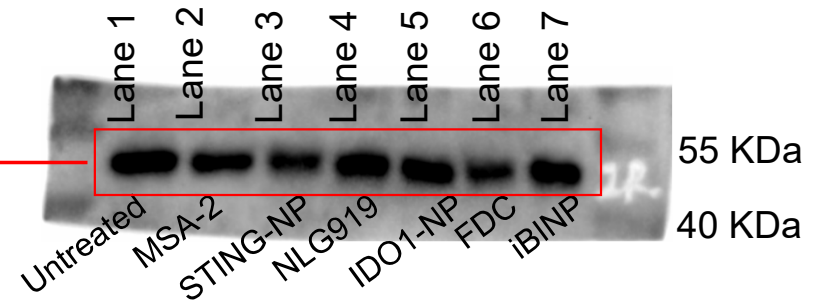

Fig. 4G, p-IRF3

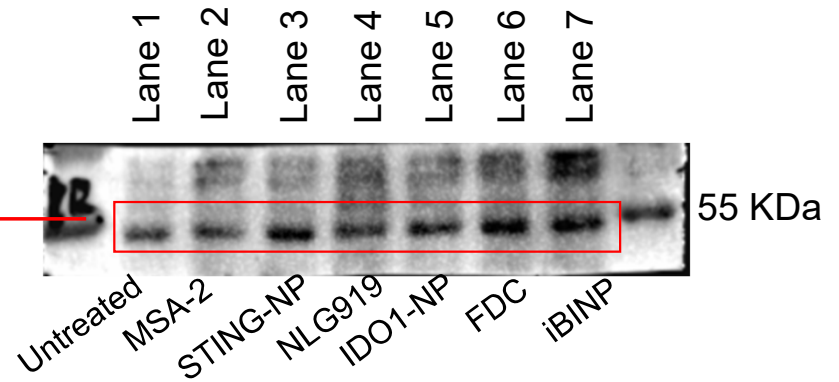

**Figure 6K**

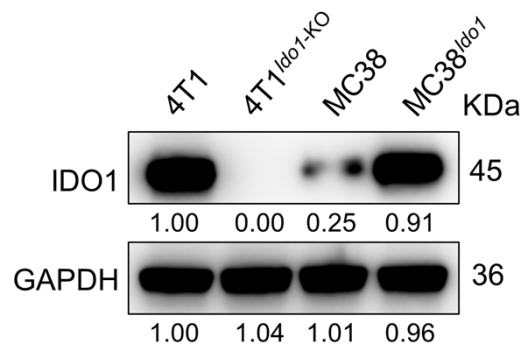

**Full unedited blot for Figure 6K**

Fig. 6K, IDO1

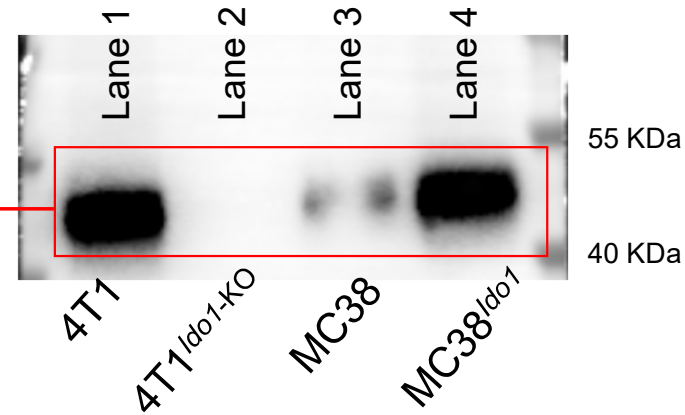

Fig. 6K, GAPDH

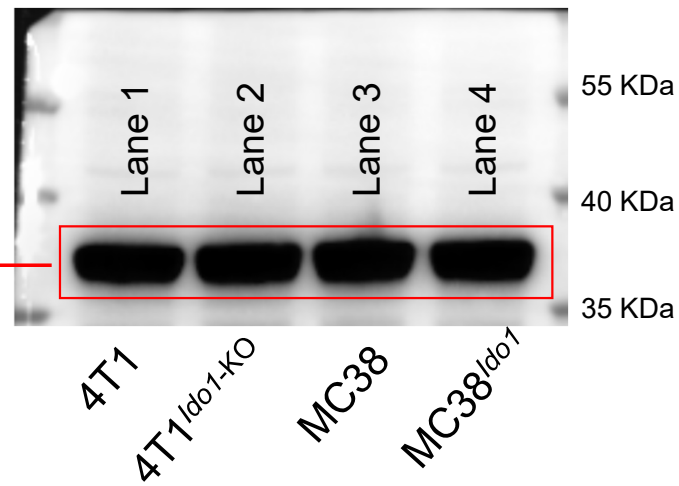

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

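Single-cell RNA-seq was analysed for 2 libraries, 1 from untreated and 1 from MSA-2–treated MC38 tumors, each made from pooled tumors. The authors deposited raw UMI counts per gene and barcode, without normalization, for barcodes that had passed their own quality filter. They made the counts with Cell Ranger on 10x Chromium 3′ libraries. The version in the file headers differs from the one in the methods, and neither the genome build nor the removal of doublets is stated. Bulk, in vitro and animal data of the paper were not analysed here.

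Barcodes with at least 500 detected genes and at most 20% mitochondrial UMIs were kept. Doublets were called in each library with Scrublet in scanpy 1.11.5 at an expected rate of 0.8% per 1000 barcodes and removed. Cells were clustered with Seurat 5.3.0 in R 4.3.3 with a fixed seed of 1. Genes in fewer than 3 cells were dropped, 3000 variable genes were ranked, and the 2000 highest that matched no pattern of interferon-stimulated gene names (154 features match it) entered reciprocal PCA integration over 30 dimensions and clustering at resolution 1. The myeloid-like and monocyte-marker cells were integrated and clustered again in the same way. Sums, intervals and lists were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

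Clusters were named from fixed marker lists. For each marker, log2 of CPM plus 10 was scaled from 0 to 1 over clusters, with a range of at least 5, and the mean over a list was its score. The best name needed a score of at least 0.25 and 3 markers detected in at least 10% of cells. Names within 0.1 of the best score were ranked by their markers among the 10 leading genes. A cluster stayed unnamed when another class had more markers among its leading genes. It also stayed unnamed when these held no marker of its best name and its cells were far shallower than the median of their library. The marker lists and all settings above were chosen before the data were examined. The scoring rule was refined after the clusters had been seen, and the wording of the interferon pattern was written out after the feature names were known and before clustering.

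For cells, shares were taken over all kept cells or over the class named. For genes, UMIs were summed over the cells of a class and scaled to CPM, and the log2 ratio of MSA-2 over untreated was taken. Intervals are exact at 95% (Clopper-Pearson for shares, conditional binomial for ratios of counts, Poisson for single sums), and a count of 0 was taken to allow up to 3 counts. With 1 library per condition these intervals hold counting error only, so no p-value, standard error or number of changed genes was computed. Gates for cycling cells (at least 3 of 10 markers) and activated/effector cells (at least 3 of 8) were applied after each cell had been thinned at random to 1500 UMIs, and shallower cells were left out. For gene lists, the median log2 ratio with 1 CPM added was taken over genes with at least 10 UMIs in both libraries together, and its percentile was found among 10000 random lists whose genes were drawn from the 100 nearest in mean expression. Intervals of list medians come from 1000 Poisson draws.

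Genes were named by a rule: every gene that the paper names for its single-cell data, the genes of the fixed lists, and in each class the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 50 CPM in either library and 50 UMIs in both. The lists were an interferon-stimulated, an inflammatory and an MHC class II list, lists for cytotoxicity, exhaustion, naive state, TCR signaling, activation and cell cycle, and the gene overlap of Fig. 2A. Not every gene that the rule selects is printed. Mx1 and Mx2 of the interferon-stimulated list are not among the 32285 features. GENCODE release M21 was used only to group genes by chromosome, and 32235 of the feature identifiers (99.85%) are in it.

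The ratio and list computations were checked on simulated counts drawn from the sums of the myeloid-like class with known changes before they were run on the data, and all 200 changed genes had the simulated direction. Of 2000 unchanged lists, 4.80% lay at or above the upper 5% of random lists and 5.15% at or below the lower 5%. The simulated genes varied independently and the make-up of the class did not change. These rates therefore do not cover lists whose genes change together or classes whose make-up differs between the libraries. Alternatives were tried for the cell filter, doublet removal, integration, choice of variable genes, resolution, denominator, thinning, gate, cells summed, scaling (edgeR 4.0.16 TMM factors or equal weight per cell), low-count filter and added CPM. Pathway enrichment and ligand-receptor scoring were not run, for lack of annotation files.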

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

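The genes below are outside those the paper discusses and were picked out because they ranked among the 5 largest rises of a class by the fixed rule, or were absent from the untreated class. The tests of free RNA in all droplets and in droplets of low depth, as reported here, were chosen only after the results had been seen, while the test of neutrophil identity was set earlier.

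Retnlg rose in classes that are not expected to express it. Over all cells it went from 65 to 54762 UMIs and reached 285.3 CPM in MSA-2 tumors. It reached 56.9 CPM in fibroblast-like cells (at least 51.7-fold higher, since the untreated class had no UMI), 117 CPM in endothelial-like cells (at least 23.8-fold) and 74.45 CPM in NK/T-like cells (at least 147-fold). In macrophage-like cells it went from 3 to 562 UMIs and reached 110.4 CPM, a log2 ratio of 9.38 (7.82 to 11.66). Lcn2 in myeloid-like cells went from 12 to 1323 UMIs and reached 150.8 CPM. In the MSA-2 library, S100a9 gave 5.03 UMIs per cell in epithelial-like, 5.42 in fibroblast-like, 7.16 in endothelial-like, 2.90 in NK/T-like and 3.00 in myeloid-like cells, against 91.5 in the monocyte-marker class and at most 0.0260 in the same 5 classes of the untreated library. The highest of these 5 means is 2.47 times the lowest, but the unnamed cells held 0.821, and with them the means differ 8.72-fold. Retnlg per cell differs 3.32-fold over the 5 classes and 9.45-fold with the unnamed cells. Free RNA of the neutrophil-like cells, which should give all droplets a like level, may account for part of these UMIs, but apart from S100a9 over the 5 classes, these spreads lie between the 3-fold that it would allow and the 10-fold that would exclude it. It cannot be told apart here from other sources of Retnlg, since the unnamed cells are also shallower. Lcn2, which also reached 281 CPM in endothelial-like cells, stays open because its level per cell was not compared over all classes. Whether the free RNA was present in the tumors or arose when the tissue was dissociated was not tested.

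Free RNA spread evenly over droplets of low depth does not account for the monocyte-marker class itself. Csf3r, Cxcr2, Ly6g, Trem1 and Mmp8 are neutrophil markers that neither entered the clustering nor named the class. Summed, they were 18.6 times (15.8 to 22.0) higher in it than in the unnamed clusters of low depth in the same library (2132 against 115 CPM). Evenly spread free RNA alone would have left the levels close. Droplets rich in RNA of broken neutrophils would also join this class and carry these markers, so the comparison cannot exclude them. The test of identity gave a log2 ratio of 5.08 for the summed neutrophil list over the other myeloid cells. Most of that sum was Retnlg (9011 CPM) and Hdc (1788 CPM), which are leading genes of the clusters in this class. The 5 markers outside the clustering and naming were 13.4 times (12.7 to 14.2) higher in it than in the myeloid-like class. Ly6c2, Ccr2, F13a1 and Fn1 together gave 355 CPM against 1238 CPM in the myeloid-like class, and each of the 4 was lower. These values are consistent with neutrophils as the main cells of this class, with Ccr1 as a gene that went the other way. The lists hold genes that other myeloid cells also express, and protein markers were not examined.

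Mndal was at 255.9 CPM in the MSA-2 cells of the monocyte-marker class. No UMI was found in the 42 untreated cells, where 3 UMIs would be 51.6 CPM, so the rise is at least 4.96-fold. The untreated cells are few and shallow, which limits any fold in this class. Mndal lies among interferon-inducible genes of the interferon pattern, and a response to treatment stays open as the biological explanation. No technical explanation was tested for it, and with 1 library per condition the treatment and the library cannot be separated.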

How the results depend on the processing

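No paired analysis was possible because each condition has 1 library and the results come from no test. Of the 80 values recomputed under the alternatives set before the data were examined, none changed direction, 67 stayed within the counting interval of the reported value and 13 moved beyond it. Other alternatives were chosen after seeing the data. They are the use of only the fixed interferon-stimulated list for the variable genes, which was added for most results, a sum over immune cells alone for Ifng and Ido1, and the cell filters, doublet, integration, variable-gene and resolution settings for 8 further results.

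The log2 ratio of the monocyte-marker share lay between 5.76 and 8.32, that of NK/T-like cells between -2.37 and -2.08, of conventional DC-like cells between -3.62 and -2.45, of proliferative macrophages between -3.50 and -2.10, of cycling cells among NK/T-like cells between 0.88 and 1.15, and of activated/effector cells between -2.25 and -1.87. Under the alternatives set beforehand, Ifng over all cells stayed between -0.52 and -0.07 and Ido1 between 1.73 and 2.05. Summed over immune cells alone, Ifng reversed to 0.90 and Ido1, with 2 and 9 UMIs, was 3.14. This sum leaves out the UMIs of tumor cells, which dominate the sum over all cells. The other ranges were 1.42 to 1.68 for the interferon-stimulated list in myeloid-like cells and 4.01 to 4.69 for Ifnb1 in DC-like cells.

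The stricter cell filter moved the most results. Under it the monocyte-marker ratio was 8.32, NK/T-like -2.11, conventional DC-like -2.45, proliferative macrophages -2.31, Ifnb1 in DC-like cells 4.01, myeloid-like share -0.97, fibroblast-like share 1.97, macrophage-like share -0.85, resident macrophage-like share 2.69, Ly6c2-type monocyte-like share 0.74 and the MHC class II list in macrophage-like cells -2.72. This filter removes shallow cells, which the monocyte-marker class mostly holds. Among immune cells alone, the NK/T-like ratio was -2.08. Proliferative macrophages gave -2.38 without thinning and -2.10 with a gate of 2 markers, and Ifng gave -0.52 with equal weight per cell. The interferon-stimulated list gave 1.47 with doublets kept, 1.64 without integration, 1.68 with TMM factors and 1.42 with 10 CPM added.

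The Ly6c2-type monocyte-like share, 0.48 as reported, changed direction under 6 alternatives: -0.43 without a cell filter, -0.0077 without integration, -0.095 with all variable genes, -0.75 at resolution 0.5, -0.29 at resolution 2 and -0.20 with only the fixed list left out. It was 0.093 with doublets kept. No direction can be given for these cells. The macrophage-like share was -1.88 without a cell filter, -2.09 without integration, -1.96 with all variable genes, -1.66 at resolution 0.5, -1.73 at resolution 2 and -1.67 with only the fixed list left out. The MHC class II list in macrophage-like cells was -2.69 without a cell filter, -2.63 with doublets kept, -2.41 without integration, -2.59 with all variable genes, -2.60 at resolution 0.5 and -3.12 at resolution 2. The myeloid-like share was -0.88 without integration and -1.10 at resolution 0.5, the resident macrophage-like share 2.06 without integration, and the fibroblast-like share 0.33 with only the fixed list left out. For these shifts the cause was not tested. Ifng within NK/T-like cells (1.74 to 1.80) and Ido1 in epithelial-like cells (1.57 to 1.87) stayed within counting error.

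Depth limits the untreated monocyte-marker class (42 cells), the MSA-2 DC-like cells (49) and cDC1-like cells (2), and Ido1 outside epithelial-like cells.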

Differences from the paper's values

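Endothelial-like cells made up 0.466% of the untreated cells, against the paper's 0.219%, and 0.612% of the MSA-2 cells, against the paper's 0.390%. None of the alternatives closed the gap, with shares between 0.454% and 0.484% in untreated and between 0.598% and 0.738% in MSA-2 tumors. Myeloid-like cells made up 13.6% of the MSA-2 cells, against the paper's 20.7%. The share came within 1.5 times the paper's under the stricter cell filter (17.1%), with doublets kept (13.8%), without integration (17.6%), with all variable genes (14.48%) and at resolution 0.5 (14.6%), and did not without a cell filter (13.46%) or at resolution 2 (13.59%). With only the fixed interferon-stimulated list left out of the variable genes it was also 14.48%, a setting chosen after seeing the values. The other settings were set before the data were examined for other results, and their use for these shares was chosen afterwards.

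The paper states that Ifng expression was higher after MSA-2 (Figs. 1E and 2G). Summed over all cells, tumor cells included, its log2 ratio was -0.09, and it was negative under each of the 5 alternatives set before the data were examined. Over the immune classes alone, the kind of cells that the legend of Fig. 2G names, it was 0.90, in the paper's direction, with a setting chosen after seeing the values. There the Ifng UMIs went from 4083 to 3888, while the UMIs of all genes fell from 30455820 to 15522105. Within NK/T-like cells the log2 ratio of Ifng was 1.80. The paper describes activated/effector T cells as nearly absent after treatment. Such cells had a log2 ratio of -2.08 among all cells, and their share within the NK/T-like class was 43.9% in untreated and 51.65% in MSA-2 tumors, with a gene set that is not the paper's. The paper saw no rise of other types of myeloid cells. Resident macrophage-like cells rose by 1.43 on the log2 scale as a share of myeloid-like and monocyte-marker cells, and by 1.37 to 2.69 under the alternatives, all of which were chosen for this share after seeing the data. The ratio of Ly6c2-type monocyte-like cells was 0.48, but below 0 under 6 of 8 alternatives chosen in the same way. The paper names the cells marked by S100a9, G0s2 and Clec4e monocytes. In the class matched to them here, the sum over a list of 10 neutrophil markers was 14002 CPM against 414 CPM in the myeloid-like class.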

Other observations

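The tests of the DC-like share against macrophages, of Ifng with the classes held fixed, and of MHC class II within macrophage-like cells were chosen only after the result had been seen, and the others in this part were set earlier.

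NK/T-like cells per 100 epithelial-like cells had a log2 ratio of -2.43 (-2.62 to -2.25), so dilution by the incoming monocyte-marker cells does not account for their lower share. Conventional DC-like cells per 100 macrophage-like cells had a log2 ratio of -1.67 (-2.21 to -1.16), which argues in the same way against dilution. A loss of these cells from the tumors and a lower yield of them in the MSA-2 library stay open, and neither was tested.

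With each class held at its untreated share of UMIs, the log2 ratio of Ido1 was 1.75, close to the value over all cells. A change in the classes present therefore does not account for the rise of Ido1. For Ifng the same computation gave 1.65, against a small fall over all cells and a rise of 0.90 over the immune classes alone. The lower number of NK/T-like cells is a candidate explanation for the absence of a rise in the sum, as a hypothesis found and tested on the same data.

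The MHC class II list fell by 2.92 on the log2 scale within macrophage-like cells, so fewer DCs in the myeloid-like class do not account for its fall there. The list was also lower in epithelial-like cells (median -3.60), where free RNA of antigen-presenting cells was not tested as a source. A response of the macrophages and a change in the kinds of macrophages present were not told apart.

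The paper used male and female mice and does not give the sex of the animals in each pool. Y-linked genes held 99.99% of Y-linked and Xist UMIs in immune cells of the untreated and 100% in those of the MSA-2 library, a ratio of 1.000, so hosts of different sex do not account for differences between the libraries.

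Epithelial-like clusters 7 and 9 held 146 untreated and 2480 MSA-2 cells (94.4% MSA-2). The largest shift of an autosome's median log2 ratio was -0.20 between the libraries (chromosome 4, with -0.07 in the myeloid-like class) and 0.22 for these clusters over the other epithelial-like cells of the MSA-2 library (chromosome 18). Both are below the 0.25 set beforehand for a change in copy number. The question was left open after the values had been seen, because a change in part of the cells would give a smaller shift. A difference between the pooled tumors in copy number and a response of tumor cells to treatment cannot be told apart here.

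The gene overlap of Fig. 2A, which the paper drew from other datasets, has 45 genes, of which 41 had enough UMIs to be used. Its median log2 ratio over all cells was 0.02, at percentile 61.5 of random lists matched on expression. The classes differed, with 0.64 at percentile 99.98 in DC-like, 1.14 at percentile 100 in endothelial-like (10 genes), 0.74 at percentile 99.99 in resident macrophage-like and 0.15 at percentile 99.8 in the myeloid-like and monocyte-marker cells together, against -0.15 at percentile 21.9 in NK/T-like and -0.10 at percentile 26.1 in fibroblast-like cells.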
